# *In vivo* labelling resolves distinct temporal, spatial, and functional properties of tumour macrophages, and identifies subset-specific effects of PD-L1 blockade

**DOI:** 10.1158/2326-6066.CIR-24-1233

**Published:** 2025-09-02

**Authors:** Colin Y.C. Lee, Isaac Dean, Nathan Richoz, Zhi Li, Bethany C. Kennedy, Lisa A. Vettore, Youhani Samarakoon, Kathryn L. Gilroy, Tetsuo Hasegawa, Gianluca Carlesso, Scott A. Hammond, Simon J. Dovedi, Owen J. Sansom, Zewen K. Tuong, Timotheus Y.F. Halim, David R. Withers, Menna R. Clatworthy

## Abstract

Tumour-associated macrophages (TAMs) are a universal feature of cancers but variably influence outcome and treatment responses. Here, we used a photoconvertible mouse to distinguish newly entering, monocyte-derived (md)TAMs that were enriched at the tumour core, from resident-like (r)TAMs that localised with fibroblasts at the tumour–normal interface. The mdTAM pool was highly dynamic and continually replenished by circulating monocytes. Upon tumour entry, these monocytes differentiated down two divergent fate trajectories distinguished by the expression of MHC class II. MHC-II^+^ mdTAMs were functionally distinct from MHC-II^–^ mdTAMs, demonstrating increased capacity for endocytosis and FcγR-mediated phagocytosis, as well as pro-inflammatory cytokine production. Both mdTAM subsets showed reduced expression of inflammatory transcripts and increased expression of PD-L1 with increasing tumour dwell-time. Treatment with anti-PD-L1 skewed mdTAM differentiation towards the MHC-II^+^ fate and attenuated the anti-inflammatory effects of the tumour environment. Anti-PD-L1 enhanced mdTAM–CD4^+^ T-cell interactions, establishing an IFNγ-CXCL9/10-dependent positive feedback loop. Altogether, these data resolve distinct temporal, spatial and functional properties of TAMs, and provide evidence of subset-specific effects of PD-L1 blockade.

## Introduction

Macrophages are abundant in solid tumours through all stages of tumourigenesis, regardless of whether the tumour is ‘hot’ (lymphocyte-rich) or ‘cold’ (lymphocyte-sparse). Their universal presence in tumours represents an attractive target for anticancer therapies, but tumour-associated macrophages (TAMs) are variably associated with prognosis and therapeutic response (1–3). Indeed, the tumour environment corrupts the molecular profile of TAMs to reduce antitumour functionality (4). Conventionally, a binary model of pro-inflammatory antitumourigenic “M1” or anti-inflammatory pro-tumourigenic “M2” macrophages has been described (5), the latter purportedly dominating in most tumours (4,6). However, “M1” and “M2” programmes simultaneously exist in multiple TAM subsets across tumour types (7), and are too simplistic to accurately define their complex spectrum of transcriptional states (8,9). This transcriptional heterogeneity is associated with variable function. Antitumourigenic TAMs may recruit and activate lymphocytes, promote their expansion, or facilitate antibody-dependent responses via Fc-gamma receptors (FcγRs) (10,11). Conversely, TAMs may promote tumourigenesis by supporting tumour invasion, angiogenesis, or the expression of immunosuppressive molecules (3,4,11), including IL-10, TGFβ, and immune checkpoint ligands such as PD-L1, which inhibit cytotoxic T-cell immunosurveillance (12). Tumour cells also express PD-L1, but notably, PD-L1 expression by TAMs specifically correlates with efficacy of immune checkpoint blockade (ICB) therapies (13–15) and is required for responses to anti-PD-L1 in murine cancer models (16).

In homeostasis, macrophages originate from early haematopoietic precursors in the embryonic yolk sac or foetal liver (17). These prenatally-seeded macrophages are maintained by proliferation *in situ* and are variably replaced post-natally by haematopoietic stem cell (HSC)-derived macrophages that differentiate from circulating blood monocytes in an organ-specific manner (18). During inflammation, monocyte recruitment is increased, boosting the local macrophage pool (19). In murine models of breast, lung and colorectal carcinomas, TAMs are thought to arise from circulating monocytes (20–22), and may proliferate following tumour entry (21). However, other studies have demonstrated that embryonic-derived tissue-resident macrophages also sustain the TAM pool (23,24). How ontogeny relates to TAM phenotype and function remains incompletely understood.

To harness TAMs to enhance antitumour responses, a better understanding of TAM heterogeneity and how different TAM subsets vary in terms of function, susceptibility to the inhibitory tumour environment, and responses to ICB is required. Here, we performed spatio-dynamic photo-labelling of tumour immune cells in Kaede-transgenic mice (25), combined with single-cell RNA sequencing (scRNA-seq), to directly assess temporal changes to the TAM compartment in real-time. We found two major populations: resident-like (r)TAMs that interact with fibroblasts at the tumour–normal interface and monocyte-derived (md)TAMs that are continuously and rapidly replenished by circulating precursors. mdTAMs progressed along two fate trajectories within tumours, with distinct phenotypes and functions. Newly-infiltrating TAMs were most affected by PD-L1 blockade, which attenuated the rapid loss of inflammatory gene expression upon monocyte entry into the tumour and established self-potentiating IFNγ-driven responses between TAMs and CD4^+^ T cells. Altogether, our data provide critical insights into TAM heterogeneity in space and time, and delineate subtype-specific responses to ICB therapy.

## Materials and Methods

### Mice

C57BL/6, BALB/c, transgenic C57BL/6 Kaede and transgenic BALB/c Kaede mice were maintained and bred at the University of Birmingham Biomedical Services Unit. Mice were sacrificed between the ages of 8 and 14 weeks. All animal experiments were conducted in accordance with Home Office guidelines and were approved by the University of Birmingham Animal Welfare and Ethical Review Body. Mice were housed at 21°C, 55% humidity, with 12 h light-dark cycles in individually ventilated caging with environmental enrichment of plastic houses plus paper bedding.

### Mouse subcutaneous tumour model

MC38 (obtained from Kerafast, catalogue no. ENH204-FP), CT26 (kindly provided by Professor Tim Elliot, University of Oxford, Oxford, UK), and MC38-Ova (provided by AstraZeneca) murine colon adenocarcinoma cells were cultured in DMEM (MC38; Gibco) or RPMI (CT26; Gibco), supplemented with 2mM L-glutamine (Thermo Fisher Scientific), 10% FBS (F9665; Sigma-Aldrich), and 1% penicillin-streptomycin (Sigma-Aldrich), hereafter referred to as complete DMEM or complete RPMI (cRPMI), at 37°C with 5% CO_2_. Cells grown in the log-phase were harvested and resuspended to 2.5 × 10^6^ cells/ml in Dulbecco’s PBS (Sigma-Aldrich) for tumour injection. Mycoplasma testing was performed every 3 to 6 months using the PlasmoTest™ (Invitrogen) or MycoStrip™ (Invitrogen) kits following the manufacturer’s instructions. Cells were passaged at least twice per week; all cells used underwent less than 15 passages. Cell lines were not re-authenticated.

2.5 × 10^5^ tumour cells in 100 μl were subcutaneously injected into mice in the pre-shaved left flank area under anaesthesia via 2% gaseous isoflurane. Tumour size was measured periodically with a digital Vernier calliper, and the volume was calculated using the formula V = 0.5 × a × b^2^ in cubic millimetres, where a and b are the long and short diameters of the tumour. Mice were sacrificed on day 13, 14, 15, or 16 (5h, 24h, 48h, 72h post-photoconversion respectively, where performed) and tumours were obtained for analysis.

### Injection of anti-PD-L1

Anti-PD-L1 mouse IgG1 (Clone 80, SP16-260; AstraZeneca) or NIP228 isotype control mouse IgG1 (SP16-017; Astra Zeneca) were administered on day 7, 10, and 13 after tumour inoculation by intraperitoneal injection. Each dose consisted of 200 μg antibodies diluted in 200 μl PBS (10 mg/kg body weight). Tumour volume was measured on day 7, 10, 13 and the experiment endpoint.

### Labelling of tumour compartment by photoconversion

Photoconversion was performed as previously described (25). Briefly, on day 13 following tumour injection, the subcutaneous tumour was exposed to a 405-nm wavelength focussed LED light (Dymax BlueWave QX4 outfitted with 8mm focussing length, DYM41572; Intertronics) for 180 seconds, with a 5-second break every 20 seconds, at a fixed distance of 1 cm. Black cardboard was used to shield the remainder of the mouse. This effectively resulted in complete conversion (mean 98%, minimum 95%) of host cells within the tumour from the default green fluorescence of the Kaede protein (Kaede-green) to the altered red fluorescence (Kaede-red), and cells in the draining lymph node (dLN) were fully protected from tumour photoconversion (25). Converted cells expressed Kaede-red fluorescence, but they also retained Kaede-green signal. Overall, this enabled the discrimination of newly infiltrating (Kaede-green) and resident (Kaede-red) cell populations in the tumour by their fluorescence profile. Moreover, using intravenous administration of anti-CD45 prior to culling, we previously showed that majority of cells (>95%) were in tumour tissue and were not intravascular contaminants (25).

### Immunofluorescence microscopy

Tumours were dissected and fixed in 1% paraformaldehyde (Electron Microscopy Services) for 24h at 4°C followed by 12h in 30% sucrose in PBS. 20μm sections were permeabilized and blocked in 0.1M TRIS, containing 0.1% Triton (Sigma), 1% normal mouse serum (Thermo Fisher Scientific), 1% normal rat serum (Thermo Fisher Scientific) and 1% BSA (R&D Systems). Samples were stained for 2h at room temperature (RT) in a humid chamber with the appropriate antibodies, listed in Supplementary table S1, washed 3 times in PBS and mounted in Fluoromount-G® (Southern Biotech). Images were acquired using a TCS SP8 (Leica microsystems, Milton Keynes, UK) confocal microscope. Raw imaging data were processed using Imaris v9.7.2 (Bitplane).

Iterative staining of sections was performed as previously described (26). Samples were prepared and stained as detailed above. Following acquisition, the coverslips were removed, and slides were washed 3 times in PBS to remove residual mounting medium. Bleaching of the fluorochromes was achieved by submerging the slide in a 1mg/mL solution of lithium borohydride in water (Acros Organics) for 15 minutes at room temperature. The slides were then washed 3 times in PBS prior to staining with a different set of antibodies. The process was repeated twice. Raw imaging data were processed using Imaris using CD31 as fiducial for the alignment of acquired images.

For quantification of fluorescence microscopy, imaging data from Imaris were further analysed using QuPath (27). Hoechst nuclear staining was first used to perform automated cell detection with the nucleus diameter setting at 3-10 μm. Thereafter, detections were manually annotated using antibody staining of cellular markers and morphology to identify 100 cells each for cell types of interest. The manual annotations were used to train a semi-automated random trees object classifier using nuclear and cellular morphology, and available fluorescence staining intensities. The classification output and centroid positions for all cell detections were exported for further analysis in R (v4.1.2). For heatmaps of F4/80 and CD11b fluorescence, tumour images were divided into 10-pixel grids (∼5μm) and pixel intensity was averaged across each grid, before gaussian kernel density estimation was applied to analyse spatial distribution of staining. The tumour core was defined as >100 μm from the tumour edges. For CD4^+^ T-cell quantification, 500μm x 500μm grids were randomly selected without overlap from the tumour core, 10 grids from isotype control-treated tumours and 5 from anti-PD-L1-treated tumours which were smaller, and cells were counted per grid.

### Tissue dissociation

Tumours were cut into small pieces using surgical scissors, and incubated with 1 mg/mL collagenase D (Roche) and 0.1 mg/mL DNase I (Roche) in a volume of 1.2 ml RPMI media at 37°C on a thermomixer (Eppendorf) for 20 min. Subsequently, the sample was filtered through a 70 μm strainer to remove undigested tissue debris. Next, dead cells were removed using Dead Cell Removal Kit and LS Columns (Miltenyi Biotec) or EasySep Dead Cell Removal kit (Stemcell technologies), according to the manufacturers’ instructions. Thereafter, cells were centrifuged at 400 *g* at 4°C for 5 min and resuspended in FACS staining buffer (2% FBS; 2mM EDTA in PBS) for flow cytometry.

### *Ex vivo* cultures

Tumours were digested as described above. Samples were centrifuged in a 30% Percoll (Sigma-Aldrich) gradient for 20 minutes to remove tissue debris, prior to dead cell removal using the EasySep kit (Stemcell technologies). Individual tumours were resuspended in pre-warmed cRPMI and split equally into multiple wells for paired stimulation *ex vivo*, to enable intra-tumour comparisons. *Ex vivo* cultures were performed at 37°C in 48-well plates with 300 μL per well containing 10^7^ cells / mL of tumour cell suspensions. For assessment of antigen presentation, Eα(52–68) peptide at 1 μg/mL concentration (Anaspec) or PBS control were added for 2h before staining with biotinylated YAe antibody (eBioY-Ae, Thermo Fisher Scientific). For ovalbumin (Ova) or Ova-immune complex (Ova-IC) stimulation, AF647-conjugated Ova (Invitrogen) was first mixed with unconjugated Ova (InvivoGen) at a 1:4 ratio to a final concentration of 1 mg/mL. Large ICs were prepared by incubating Ova mixture with rabbit polyclonal anti-Ova antiserum (3.7 mg/mL; C-6534, Sigma-Aldrich) at a 1:5 molar ratio for 45 minutes in a 37°C water bath. ICs were washed twice (centrifuged at 10,000 rpm for 60s, discarding supernatant), prior to use. 0.5 μg of Ova or equivalent IgG-complexed Ova was added per well for 6h. For assessment of cytokine production, isotype control or anti-PD-L1 (25 μg/mL each), or recombinant murine IFNγ (10 ng/mL, Peprotech) was added for 8h. GolgiPlug protein transport inhibitor (BD) was added 4h prior to flow cytometry staining to enhance cytokine detection. Cells were collected, culture plates washed twice with ice-cold PBS supplemented with 2mM EDTA and 10% FBS, and filtered before downstream application.

### Flow cytometry

Cell suspensions were subjected to Fc block with anti-CD16/32 (clone 2.4G2, BioLegend) diluted in FACS staining buffer on ice for 15 min before staining with a Live/Dead stain and surface markers, listed in Supplementary table S1, diluted in FACS staining buffer or Brilliant Stain buffer (BD) on ice for 30 min. Where applicable, streptavidin-fluorophore secondary staining was performed on ice for 20 minutes. Where applicable, cells were fixed with Cytofix/Cytoperm solution (BD) for 20 min and stained for intracellular markers diluted in BD Perm/Wash buffer (BD) at 4°C overnight. 1 × 10^4^ counting beads (Spherotech) were added to stained samples at the final step, to calculate absolute cell numbers. Data were acquired on the LSR Fortessa X-20 (BD) using FACSDiva v8.0.2 software (BD) or CytoFLEX (Beckman Coulter) using CytExpert v2.5 (Beckman Coulter) and analysed with FlowJo v10.8.1 (BD).

### Single-cell isolation

Age-matched female Kaede C57BL/6 mice inoculated with MC38-Ova tumours, treated with anti-PD-L1, and photoconverted on day 13 were used, as described above. Mice with tumours of similar sizes were collected 48h after tumour photoconversion. After tumour digestion, as described above, cell suspensions were stained for CD45 BV786, TER119 PE-Cy7, CD11b BV421, NK1.1 BV650, Live/dead APC-Cy7 on ice for 30 min (Supplementary table S1). Subsequently, cells were centrifuged at 400 *g* at 4°C for 5 min and resuspended in FACS staining buffer for sorting. Tumour-infiltrating myeloid cells (Live CD45^+^TER119^–^Kaede^+^CD11b^+^NK1.1^–^) or tumour-infiltrating lymphocytes (Live CD45^+^TER119^–^Kaede^+^CD11b^–/low^NK1.1^low/hi^) from anti-PD-L1 or isotype control-treated tumours were sorted with a FACS Aria II Cell Sorter (BD) into two groups per cell type, based on the presence or absence of Kaede-red signal. CD45^+^ cells were only sorted to myeloid or tumour-infiltrating lymphocyte (TIL) (CD11b^+^ or CD11b^–/low^) fractions to ensure appropriate representation of various cell types in the scRNA-seq data. All single-cell transcriptomes were combined at the analysis stage, to ensure all CD45^+^ immune cells, regardless of surface CD11b or NK1.1 expression, were represented in the final analysis and cells were annotated only based on their gene expression profiles.

### Bulk RNA-seq library construction and sequencing

MC38-Ova tumours were collected 24h or 72h after photoconversion and processed as described above. Live CD45^+^TER119^–^Kaede^+^CD11b^+^NK1.1^–^ cells were isolated by FACS sorting, and RNA was extracted using a Qiacube with the RNAmini kit (Qiagen). Libraries were prepared using the SMARTer stranded total RNAseq mammalian pico input kit (Takara) according to the manufacturer’s instructions. 5 ng of total RNA was used for production of libraries. Libraries were pooled at an equimolar concentration and sequencing was performed using a Novaseq 6000 (Illumina) on a 2 × 150 bp sequencing run.

### Processing and analysis of bulk RNA-seq

Pooled libraries were demultiplexed using Casava (Illumina). Fastq files from sequencing libraries were trimmed of the first 3 nucleotides of the R1 strand. Contaminating adaptor sequences and poor-quality bases were removed using Trim Galore (Babraham bioinformatics). Libraries were only trimmed for quality. Quality of resulting files were assessed by FastQC and aligned to the mm10 genome using HISAT2, followed by gene-level quantification using the Featurecount function from the Rsubread package in R. Analysis was performed using the standard DESeq2 (v1.34) workflow and gene set enrichment analysis (GSEA), implemented in fgsea (v1.24), was used for pathway analysis, using the Wald statistic as the pre-rank metric.

### Single-cell library construction and sequencing

Single-cell gene expression libraries from were prepared from FACS-sorted populations of MC38-Ova tumour myeloid cells or lymphocytes, as described above, using the Chromium Controller and Chromium Single Cell 3’ GEM Reagent Kits v3 (10x genomics, Inc.) according to the manufacturer’s protocol. The resulting sequencing libraries comprised of standard Illumina paired-end constructs flanked with P5 and P7 sequences. The 16 bp 10x barcode and 10 bp unique molecular identifier (UMI) were encoded in read 1, while read 2 was used to sequence the cDNA fragment. Sample index sequences were incorporated as the i7 index read. Paired-end sequencing (2 × 150 bp) was performed on a NovaSeq 6000 (Illumina). The resulting.bcl sequence data were processed for QC purposes using bcl2fastq software (v2.20.0.422) and the resulting fastq files were assessed using FastQC (v0.11.3), FastqScreen (v0.9.2) and FastqStrand (v0.0.5) prior to alignment and processing with the CellRanger (v6.1.2) pipeline.

### Processing of scRNA-seq data

Single-cell gene expression data from CellRanger count output (filtered features, barcodes, and matrices) were analysed using the Scanpy (28) (v1.8.2) workflow. Raw count data from the myeloid and TIL sorts were concatenated. Doublet detection was performed using Scrublet (29) (v0.2.1), with cells from iterative sub-clustering flagged with outlier Scrublet scores labelled as potential doublets. Cells with counts mapped to >6000 or <1000 genes were filtered. The percentage mitochondrial content cut-off was set at <7.5%. Genes detected in fewer than 3 cells were filtered. Total gene counts for each cell were normalised to a target sum of 10^4^ and log1p transformed. Next, highly variable features were selected based on a minimum and maximum mean expression of ≥0.0125 and ≤3 respectively, with a minimum dispersion of 0.5. Total feature counts, mitochondrial percentage, and cell cycle scores, where indicated, were regressed. The number of principal components used for neighbourhood graph construction was set to 30 initially, and subsequently 30 for macrophage and CD4^+^ T-cell subgroup processing. Clustering was performed using the Leiden algorithm with resolution set at 1.5 for initial annotations, but subsequently sub-clustering was performed at lower resolutions (0.7-1.0) for analysis of macrophage and CD4 T cell subsets. Uniform manifold approximation and projection (UMAP, v0.5.1) was used for dimensional reduction and visualisation, with a minimum distance of 0.3, and all other parameters according to the default settings in Scanpy.

### Analysis of scRNA-seq data

Macrophages were subset and re-clustered as described above. Resulting clusters were annotated using canonical marker gene expression, published transcriptomic signatures and Kaede profile. Unless otherwise indicated, log-transformed expression values were used for plotting. Gene set scoring was performed using Scanpy’s tl.score_genes tool. Gene sets were obtained from the Molecular Signature Database (MSigDB) inventory, specifically Hallmark, KEGG, or Gene Ontology (GO), using the R package msigdbr (v7.5.1) or published RNAseq data and signatures as included in the *results* text. Differential gene testing between clusters was performed using the Wilcoxon rank sum test implemented in Scanpy’s tl.rank_genes_groups. Analysis of gene regulatory networks and inference of transcription factor regulon activity and specificity scores were performed using pySCENIC (v0.12.0), the python implementation of SCENIC (30). Network inference using GRNBoost2 and cellular enrichment using AUCell was used, according to the developers’ recommendations.

For trajectory inference, diffusion maps were first used to embed the single-cell gene expression profiles (31). Subsequent analysis was performed independently using partition-based graph abstraction (PAGA) (32) and the Palantir algorithm (33). For Palantir pseudo-time analysis, the differentiation trajectory was rooted in the Kaede-green dominant cluster, mdTAM_1/monocytes, which represents the cellular subset most associated with newly-infiltrating cells, and also had the highest expression of monocyte-associated transcripts, including *Ly6c2* and *Sell*. The specific root cell was selected based on the extrema of diffusion components. No end-points were specified, so the number of trajectories and direction of trajectories were computed without prior bias. Single cells were classified into trajectories based on the trajectory probabilities computed in Palantir, using a cut-off of 0.5. Thereafter, differential expression analysis between trajectories was implemented in tradeSeq (34), using the diffEnd test and pattern test functions. For plotting differential expression between trajectories, cells with a probability of >0.7 for each trajectory were obtained and gene expression values were averaged, and significance testing values were obtained from tradeSeq’s diffEnd test. For plotting of genes or genesets over pseudotime, local estimated scatterplot smoothing (loess) regression was used.

For pathway analysis between Kaede-red versus Kaede-green or anti-PD-L1 versus isotype control groups in the scRNA-seq dataset, a pseudo-bulk approach was first applied to single-cell gene expression data (https://github.com/colin-leeyc/CLpseudobulk), to increase robustness for pathway analysis and overcome limitations associated with differential expression testing on single cells. Briefly, filtered, raw count data (prior to normalisation, transformation, or scaling) from each condition were randomly sorted into artificial replicates, with iterative bootstrapping applied to random sampling (*n*>10). Pseudo-bulked count matrices were normalised using the median-of-ratios method, implemented in DESeq2 (v1.34), and differential gene expression testing was performed using the Wald test. Pre-ranked GSEA was implemented in fgsea (v1.24), using the averaged Wald statistic over *n* >10 iterations of random sorting into pseudo-bulked replicates, as the gene rank metric. Leading edge genes were identified for further analysis.

Gaussian kernel density estimation to compute density of cells in the UMAP embedding was performed using Scanpy’s tl.embedding_density. Differential abundance analysis was performed using Milo. Specifically, the *k*-nearest-neighbour (kNN) graph was constructed with a *k* parameter of 30 and initial random sampling rate of 0.1. Cellular neighbourhoods with constituent cells comprising less than 70% of a previously defined cluster were designated as mixed neighbourhoods. Cell–cell communication analysis was performed using CellChat (35), following the developers’ recommendations and default parameters. Output data was obtained and visualised in R.

Whole-tumour scRNA-seq of orthotopically transplanted *Kras*^G12D/+^ *Trp53*^fl/fl^ *Notch1*^Tg^ (KPN) tumour organoids, *Apc*^fl/fl^ *Kras*^G12D/+^ *Trp53*^fl/fl^ *Tgfbr1*^fl/fl^ (AKPT) tumour organoids, and tamoxifen-induced *Villin-cre*^ERT2^ *Apc*^fl/fl^ murine colon tumours (Research Square preprint doi.org/10.21203/rs.3.rs-6812365/v1) were processed as previously described. Monocytes and macrophages were annotated and subset, followed by integration and label transfer with Scanpy’s tl.ingest, using the MC38 scRNA-seq data as the reference. Transcriptional similarity was assessed by Pearson correlation of the PCA representation of TAM clusters in respective scRNA-seq data.

### Spatial transcriptomics

Visium data (2 independent human colorectal tumour sections; slide IDs V52Y10-310-A1 and V10A13-206-C1) was downloaded from 10X Genomics (36) and analysed using the standard Scanpy (v1.9.3) workflow, using the default SpaceRanger outputs. Spots with fewer <500 counts and percentage mitochondrial content >20% were filtered. Genes detected in fewer than 5 spots were filtered. Expression values plotted are log1p-transformed 10^4^-sum-normalised values. Gene set scoring was performed using Scanpy’s tl.score_genes tool. Genes used for cell type scores were as follows: monocyte/macrophage (*CD68, CCR2, ITGAM, CD14, CX3CR1, CD74, CST3, VCAN, S100A8, CD163, CSF1R*), CD4^+^ T cells (*CD3D, CD3E, CD4, TRAC, TRBC2, CD40LG*). For identification of monocyte/macrophage^+^ spots, *CD68* and *CD14* expression was used; for identification of CD4^+^ T cell^+^ spots, *TRAC* and *CD4* expression was used.

### Statistical analysis

Mice were gender-matched (all female). Tumour growth curves for anti-PD-L1 and isotype control treated groups were analysed using two-way ANOVA and Sidak’s multiple comparisons test and are presented as mean ± SEM. Analysis for RNA sequencing is as described above, including statistical frameworks used. Statistical tests were implemented for two principal purposes; to compare expression values (RNA or protein) between samples, or to compare proportions of defined cell subsets. All experiments were performed with biological replicates, and the specific statistical tests applied are indicated in the figure legends. All statistical tests applied were two-tailed. Paired statistical tests were used where different populations from the same animal were compared, or where biological samples were split to compare effect of different stimulations. Corrections for multiple testing were applied when n>2 comparisons were made. All animal experiments were randomised prior to experimental intervention. Statistical significance is denoted as follows: ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Violin plot horizontal lines represent the median, 25^th^ and 75^th^ percentile, minima and maxima. Statistical analyses were performed in R (v 4.1.2) or GraphPad Prism (v9.5.0).

## Results

### *In vivo* labelling reveals a rapidly changing myeloid cell landscape

To enable site-specific temporal labelling of tumour-infiltrating leukocytes, we established syngeneic subcutaneous colorectal tumours (MC38-Ova, MC38 and CT26) in photoconvertible Kaede transgenic mice. Inoculated tumours were transcutaneously photo-labelled on day 13 by violet light, which converts all host cells within the tumour from the default green fluorescence (Kaede-green) protein to a red fluorescent profile (Kaede-red) with effectively 100% efficiency, due to optimised methodology (Supplementary Fig S1A) (25). Tumours were harvested between 5 and 72 hours following photoconversion and leukocytes were distinguished based on their Kaede fluorescence profile. Therefore, any Kaede-green^+^ cells represent leukocytes recruited since labelling, and Kaede-red^+^ cells indicate time-stamped leukocytes that have resided in the tumour since photoconversion (Fig 1A, Supplementary Fig S1B).

Photo-labelling revealed that the tumour myeloid compartment was highly dynamic, with rapid recruitment of CD11b^+^ cells during this stage of tumour growth. To our surprise, within 5h of photoconversion, only half of CD11b^+^ cells remained Kaede-red, and by 72h post-photoconversion, the tumour myeloid compartment predominantly consisted of newly-infiltrated Kaede-green cells in both tumour models (Fig 1B, Supplementary Fig S1C-E). The rate of change of CD11b^+^ cells was much greater than that of TILs, where approximately half remained Kaede-red up to 72h, as previously described (25) (Fig 1C, Supplementary Fig S1F).

To gain a broad overview of how myeloid cell states changed with tumour dwell, we performed bulk RNA-seq on sorted Kaede-green/red CD11b^+^ cells from tumours harvested 24h and 72h post-photoconversion (Supplementary Fig S1G). 

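Each bulk library came from viable CD11b+ cells of an MC38-Ova tumour that were sorted as CD45+ and Kaede+ and free of TER119 and NK1.1, with 4 Kaede-green and 4 Kaede-red libraries at 24h and as many of each at 72h. The authors aligned the reads to the mm10 genome with HISAT2 and deposited the number of reads that featureCounts assigned to each of 24421 genes, without normalization. Total counts per library ranged from 4590080 to 10823700 (median 6365130) in Kaede-green and from 3216860 to 13009900 (median 4350490) in Kaede-red cells at 24h. At 72h they ranged from 3650940 to 8136470 (median 5979310) in Kaede-green and from 4121410 to 15423100 (median 12160300) in Kaede-red cells. The ribosomal RNA gene Rn45s took a median of 89.6% of these counts in Kaede-green libraries (range 79.0 to 93.4%) and 69.2% in Kaede-red libraries (range 55.8 to 84.9%). Its mean share fell by 17.5 percentage points from Kaede-green to Kaede-red (two-sided exact permutation test within time points, p = 0.000408, the smallest that the 4900 relabellings can give). It fell by 15.0 points at 24h and fell by 20.0 points at 72h, each with an exact p of 0.0286, the smallest that 4 libraries against 4 allow. Outside Rn45s, a median of 691122 counts remained per Kaede-green library and 1696390 per Kaede-red library, a mean difference of 1.58 on the log2 scale (two-sided exact permutation test, p = 0.000816). By time, this difference was 1.00 at 24h (exact permutation p = 0.0571) and 2.15 at 72h (exact permutation p = 0.0286). Total counts themselves differed by 0.23 on that scale (p = 0.544 from the same exact test). Lars2 and Mir6236 took a median of 42.2% of the counts outside Rn45s in Kaede-green libraries and 12.8% in Kaede-red libraries. Outside Rn45s, Lars2 and Mir6236, a median of 378370 counts remained per Kaede-green library. Between 9709 and 16292 genes had at least 1 count in a library. Expression was therefore compared in CPM, the counts brought to a common library total after correction by edgeR's TMM factors, which are set by the bulk of the genes and not by Rn45s. With 9642 genes kept for testing, the median standard error of a log2 fold change between Kaede-red and Kaede-green cells was 0.27 over both times, 0.39 at 24h and 0.36 at 72h.

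**Figure D1:**
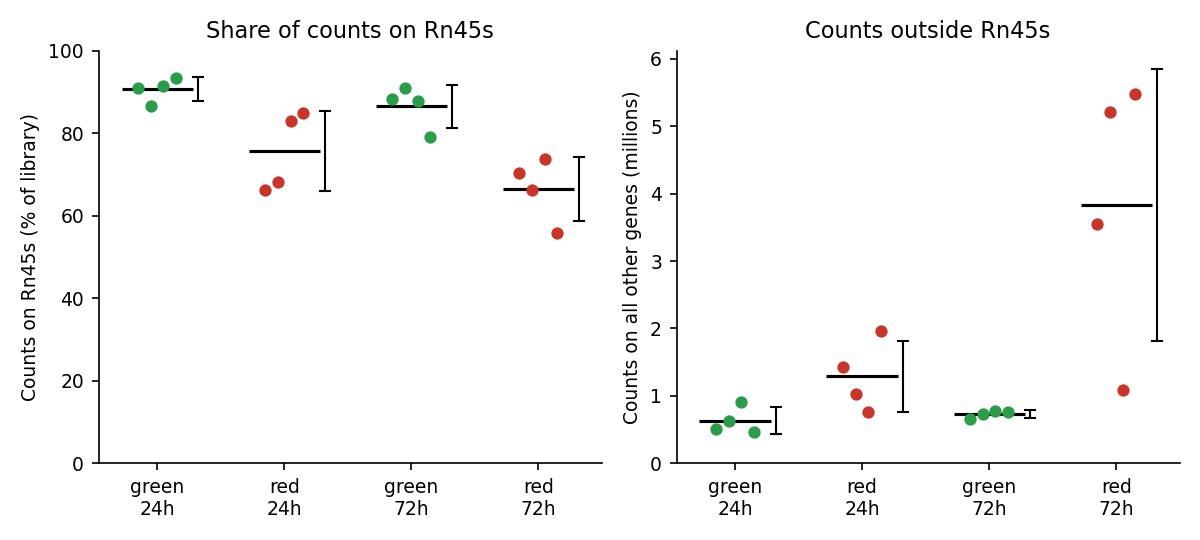
Percentage of each library's counts assigned to Rn45s, by Kaede fluorescence and time after photoconversion. Each point is a library, the horizontal line is the mean of 4 libraries and the error bar is the SD. Kaede-green libraries lie between 79.0 and 93.4% and Kaede-red libraries between 55.8 and 84.9%.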

Tumour dwell-time (Kaede fluorescence), accounted for most of the transcriptional variance (Supplementary Fig S1H). 

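In a principal component analysis of the 500 most variable genes after DESeq2's variance stabilising transformation, PC1 held 46.5% of the variance (jackknife standard error 9.49 over the 16 libraries) and PC2 held 11.7%. Kaede fluorescence accounted for 90.5% of the sum of squares of PC1 (exact permutation test within time points, one-sided p = 0.000408, the smallest that can be reached). Time after photoconversion accounted for 3.32% of it. All Kaede-green libraries had PC1 scores from -16.6 to -9.97 and all Kaede-red libraries from 5.27 to 23.4. PC2 did not separate the colours, with 0.0246% of its sum of squares (exact permutation p = 0.973). The variance was also split over all tested genes on the log2 CPM scale. Kaede fluorescence then accounted for 19.6%, time for 7.80%, the interaction of both for 7.83% and the differences between libraries of a group for 64.7%. Permuted colour labels gave a median share of 6.14% for Kaede fluorescence, and none of the 4900 relabellings exceeded the observed share (one-sided exact permutation p = 0.000408). The alternative that moved this share most was scaling by library size only, which raised it to 65.2%. It stayed between 17.9 and 21.4% when each library was left out in turn.

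**Figure D2:**
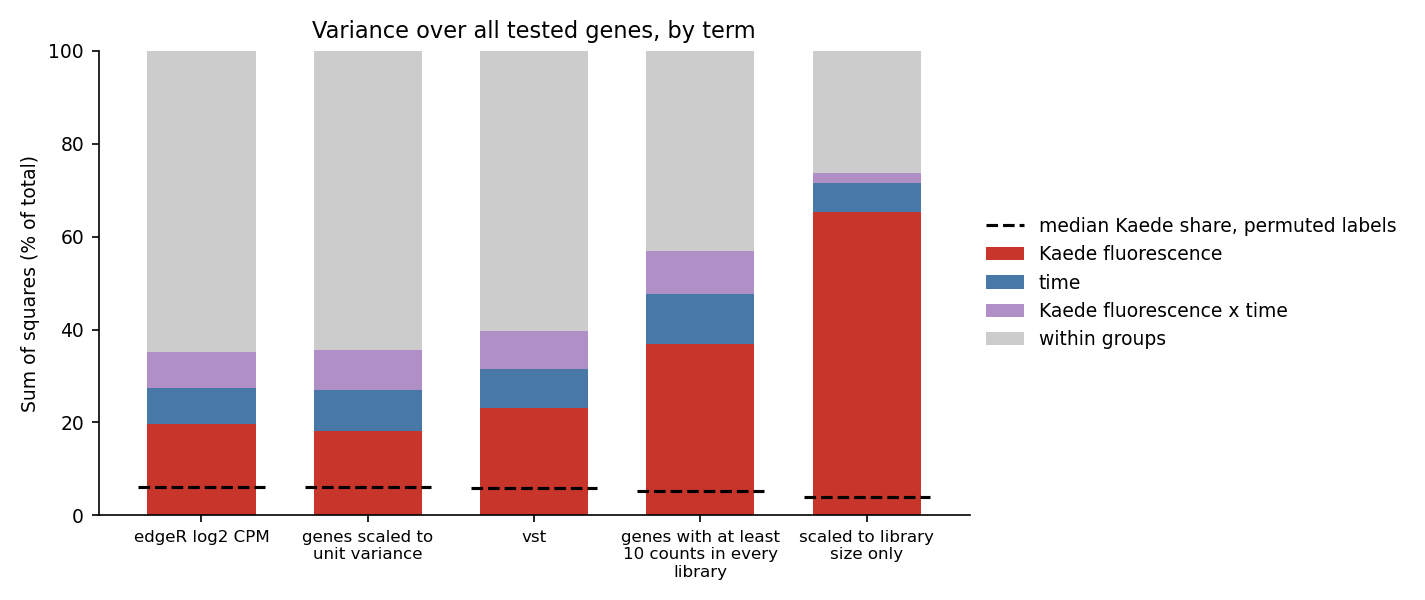
Percentage of the total sum of squares accounted for by Kaede fluorescence, time, their interaction and the differences between libraries within a group (stacked bars, adding to the whole), under 5 ways of scaling or selecting the genes. The dashed lines mark the median Kaede share under permuted colour labels. The Kaede share runs from 18.1% with each gene scaled to unit variance to 65.2% with scaling by library size only.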

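Adgre1, which lies on chromosome 17 of mm10 from 57358691 to 57483527, had 13.7 ± 2.49 CPM (mean ± SD, n = 4) in Kaede-green and 38.1 ± 9.71 CPM in Kaede-red cells at 24h, and 17.5 ± 2.38 and 53.1 ± 4.02 CPM at 72h. Its log2 fold change from Kaede-green to Kaede-red was 1.53 over both times (standard error 0.15, adjusted p = 8.06e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each of the 8 Kaede-red libraries lay above each of the 8 Kaede-green libraries. Cx3cr1 had between 5 and 15 counts per Kaede-green library, and its annotated span from 119901616 to 120069879 on chromosome 9 overlaps other genes. It differed by 0.51 over both times (standard error 0.30, adjusted p = 0.253), which was not past the threshold. In the fits without a library, this value ranged from 0.21 (without Kaede-red 24h replicate 1) to 0.70 (without Kaede-green 24h replicate 2), none past the threshold. At 72h its log2 fold change was 1.40 (adjusted p = 0.0161), although without Kaede-green 72h replicate 2 or 3 the adjusted p rose to 0.0784 or 0.0630. At 24h it was -0.38 (adjusted p = 0.694), and 0.01 without Kaede-green 24h replicate 2. The change between the times was not past the threshold either (interaction 1.77, adjusted p = 0.148), except without Kaede-red 24h replicate 1 (2.39, adjusted p = 0.0383).
Ly6c2, on chromosome 15 from 75108158 to 75111970, has a close paralog, Ly6c1, and reads common to both could have been split between them by the counting. Its log2 fold change from Kaede-green to Kaede-red was -0.12 over both times (standard error 0.18, adjusted p = 0.693), -0.69 at 24h (adjusted p = 0.103) and 0.45 at 72h (adjusted p = 0.243). Leaving out Kaede-green 24h replicate 4 brought the 24h value to -0.86 (adjusted p = 0.0385), and leaving out Kaede-green 24h replicate 2 brought it to -0.47. The 72h value was 0.25 without Kaede-green 72h replicate 1 and 0.72 without Kaede-green 72h replicate 4. It passed in none of the 16 fits without a library. The alternative that moved these genes most was scaling by library size only, under which the median gene rose by 2.20 in Kaede-red cells. It turned the direction of Ly6c2 (1.94) and Cebpb (1.75) over both times and of Cx3cr1 at 24h (1.99). Cebpb, on chromosome 2 from 167688915 to 167690418, where it overlaps Tmem189, fell by 0.40 over both times (standard error 0.14, adjusted p = 0.0352). This call was lost in 8 of the 16 fits that each left out a library, with adjusted p-values from 0.0186 to 0.0929, the highest without Kaede-red 24h replicate 3 (log2 fold change -0.33). Without the filter on low counts it was lost too (adjusted p = 0.296, the highest of a range from 0.00544 over the alternatives other than library-size scaling). Cebpb fell by 0.88 at 24h (adjusted p = 0.00349), where every Kaede-red library was below every Kaede-green one, while at 72h it differed by 0.08 (adjusted p = 0.840). The difference between these times had an interaction of 0.96 (adjusted p = 0.0748), and it passed with DESeq2's Wald test (adjusted p = 0.00682), with at least 10 counts required in every library (0.0435), with a replicate block (0.0456) and without Kaede-red 24h replicate 1 (0.0393). Over the alternatives other than library-size scaling, its adjusted p ranged from 0.00682 to 0.0811. H2-Aa and Cd74 had log2 fold changes of 1.07 and 1.21 over both times (adjusted p = 0.000375 and 0.000110). At 24h they had 1.01 (adjusted p = 0.0370) and 0.77 (adjusted p = 0.130), the latter not called. At 72h they had 1.14 (adjusted p = 0.00770) and 1.64 (adjusted p = 0.000300). The call of H2-Aa at 24h was lost in 4 of the 16 fits without a library. With the Rn45s share as a covariate, chosen after the values were seen, H2-Aa (-0.072), Cd74 (-0.14) and Cx3cr1 (-0.58) turned over both times, and Ly6c2 (-0.34) and Cebpb (-0.36) at 72h. In that fit Cebpb was not called over both times (-0.83, adjusted p = 0.0611), Adgre1 was not at 24h (0.96, adjusted p = 0.0708) and Cx3cr1 was not at 72h (0.31), while Ly6c2 was called at 24h (-1.46, adjusted p = 0.00845). Cd74 overlaps the microRNA gene Mir5107.

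**Figure D3:**
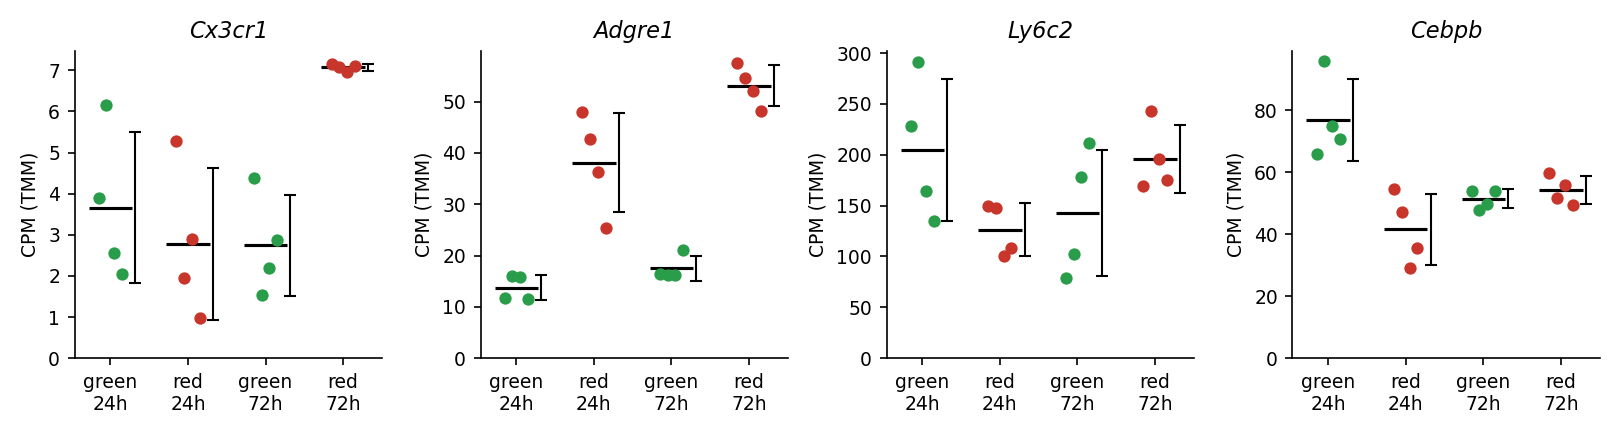
Cx3cr1, Adgre1, Ly6c2 and Cebpb in CPM (TMM scaling) in Kaede-green and Kaede-red cells at 24h and 72h. Each point is a library, the horizontal line is the mean of 4 libraries and the error bar is the SD. Adgre1 is the gene whose Kaede-red libraries all lie above its Kaede-green libraries.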

Markers of macrophage residency, including *Cx3cr1* and *Adgre1* (which encodes F4/80), were more highly expressed in the Kaede-red fraction, while monocyte transcripts, such as *Ly6c2* and *Cebpb* were higher in the newly-infiltrated Kaede-green cells, as we expected (Supplementary Fig S1I). There was a tolerogenic shift in the transcriptional profile of CD11b^+^ cells, with *Il1b* and *Il6* transcripts more highly expressed in Kaede-green cells, and genes associated with an immunosuppressive state, including *Il10, Tgfb1*, and *Mrc1* higher in Kaede-red cells resident in the tumour for 24 to 72 hours. 

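Il6 had 10.3 ± 3.92 CPM (mean ± SD, n = 4) in Kaede-green and 0.631 ± 0.416 CPM in Kaede-red cells at 24h, and 8.51 ± 2.51 and 1.48 ± 1.20 CPM at 72h. Its log2 fold change from Kaede-green to Kaede-red over both times was -3.33 (standard error 0.34, adjusted p = 1.27e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il1b, which overlaps the antisense transcript Il1bos, had a log2 fold change of -0.93 (standard error 0.13, adjusted p = 3.68e-06), with -0.98 at 24h and -0.88 at 72h. For both genes, each Kaede-green library lay above each Kaede-red library. Under library-size scaling alone, which shifts most genes towards Kaede-red, the Il1b value was 1.22. With the Rn45s share as a covariate, chosen after the values were seen, Il6 (-2.03, adjusted p = 0.0673) and Il1b (-0.75, adjusted p = 0.109) kept their direction without passing. Mrc1, which contains the microRNA gene Mir511, rose from 19.5 ± 6.59 to 47.3 ± 6.37 CPM at 24h and from 12.3 ± 4.34 to 41.1 ± 10.2 CPM at 72h. Its log2 fold change of 1.51 over both times (standard error 0.18, adjusted p = 1.70e-07) was shown by all 8 Kaede-red libraries, which lay above all 8 Kaede-green libraries. Tgfb1 differed by 0.38 over both times (standard error 0.17, adjusted p = 0.119). Its adjusted p was 0.0252 without the filter on low counts and 0.0437 with at least 10 counts required in every library, in a range from 0.0252 to 0.169 over the alternatives other than library-size scaling. It also passed without Kaede-green 24h replicate 2 (0.53, adjusted p = 0.0235) and without Kaede-green 72h replicate 4 (0.52, adjusted p = 0.0295). Tgfb1 was higher in Kaede-red cells at 72h, with a log2 fold change of 1.06 (standard error 0.24, adjusted p = 0.00220), and -0.30 at 24h (adjusted p = 0.547). The 24h value was 0.01 without Kaede-green 24h replicate 2. With that covariate, Tgfb1 was at -0.42 over both times, was lower in Kaede-red cells at 24h (-1.09, adjusted p = 0.0477) and did not pass at 72h (0.25). The change of Tgfb1 between the times was close to the threshold (interaction 1.36, adjusted p = 0.0571) and passed it in 5 of the 16 fits without a library. It also passed without the filter (adjusted p = 0.00496), with DESeq2 (0.0108), with a replicate block (0.0209) and with at least 10 counts required in every library (0.0426), but not with RLE factors (0.0578) or scaling by library size only (1.00). Il10 was near the limit of detection, with 0 to 7 counts in each Kaede-green library, and its difference of 0.64 (standard error 0.52, adjusted p = 0.419) was not past the threshold. Without Kaede-green 72h replicate 3 it was 1.79 (adjusted p = 0.0614, the lowest of the 16 fits without a library).

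**Figure D4:**
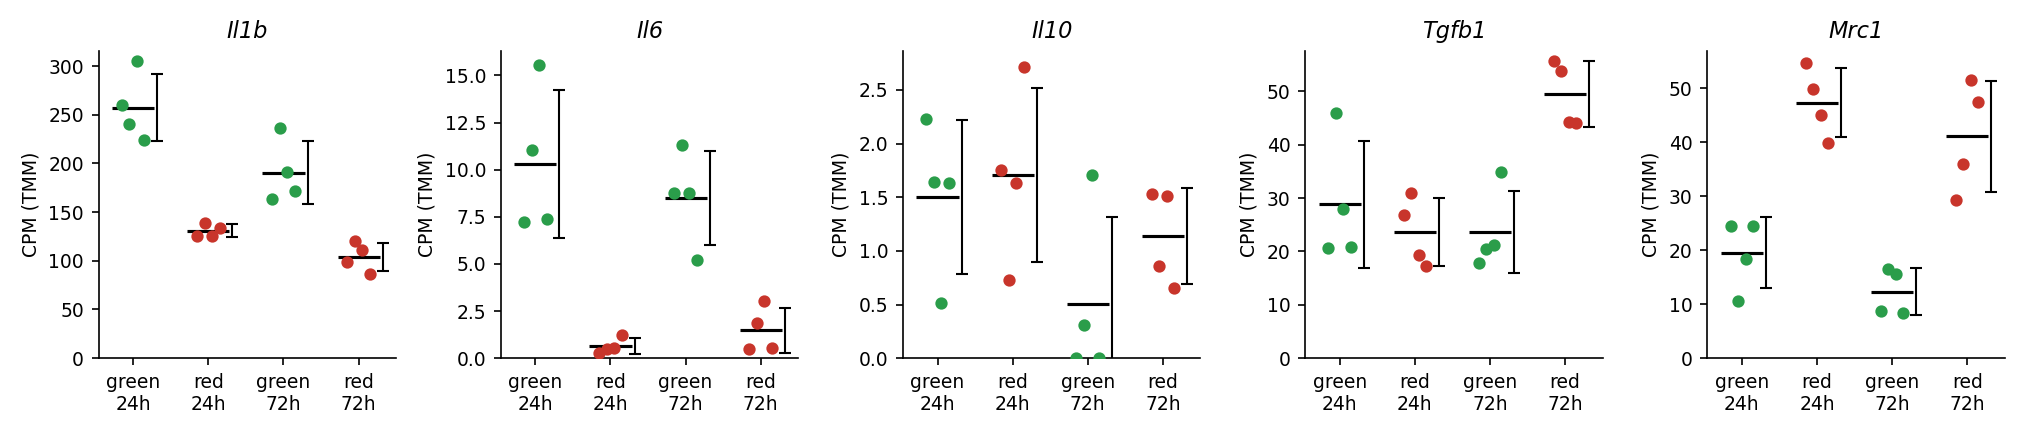
Il1b, Il6, Il10, Tgfb1 and Mrc1 in CPM (TMM scaling) in Kaede-green and Kaede-red cells at 24h and 72h. Each point is a library, the horizontal line is the mean of 4 libraries and the error bar is the SD. Il10 stays near 0 CPM in all groups.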

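Gene set enrichment between Kaede-red and Kaede-green cells over both times was tested with fgsea on DESeq2's Wald statistic, as the authors did. The MSigDB sets were not available, so 26 other sets were used, namely mouse Reactome sets and lists written from the pathways or from the genes that the paper names. Of these, 10 had an adjusted p-value under 0.05 (Benjamini-Hochberg over the 26 sets). Restricting the cells to 72h moved this number most, to 16. Of 60 splits of the libraries into colours, 14, the real one included, gave 10 sets or more. The MHC class II genes had a normalized enrichment score (NES) of 2.25 towards Kaede-red cells (adjusted p = 2.78e-06) and the Reactome set for MHC class II antigen presentation 1.98 (adjusted p = 0.000204). The score of the MHC class II genes was reached in 6 of the 60 splits. All 11 tested genes of the MHC class II list rose, by a median log2 fold change of 0.85. Of them, 6 passed over all genes tested and 7 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The MHC class I genes did not pass, with an NES of 1.19 (adjusted p = 0.295). The Reactome complement cascade had an NES of 2.16 (adjusted p = 2.78e-05), and the genes that the paper names for resident macrophages had 2.09 (adjusted p = 0.000475). The Reactome set for Toll-like receptor cascades also passed towards Kaede-red cells (NES 1.89, adjusted p = 0.000283), with 24 genes called higher and 6 lower. Its adjusted p reached 0.175 among the alternatives. Respiratory electron transport (NES -2.40, adjusted p = 7.36e-09) and detoxification of reactive oxygen species (NES -1.82, adjusted p = 0.0101) were enriched towards Kaede-green cells. The list of antioxidant and NADPH oxidase genes had the same direction and was not past the threshold (NES -1.45, adjusted p = 0.105). It passed at 24h only (-1.64, adjusted p = 0.0357), with every gene that had a Wald statistic (-1.59, adjusted p = 0.0448) and without Kaede-green 24h replicate 3 or 4 (adjusted p = 0.0419 and 0.0232). The NF-κB target genes had an NES of -1.37 (adjusted p = 0.146), with 5 genes higher and 7 lower in Kaede-red cells over all genes tested, and 5 and 8 when adjusted over the list alone. This list passed at 24h only (-1.73, adjusted p = 0.0141), with a replicate block (-1.55, adjusted p = 0.0415) and without Kaede-green 24h replicate 4 (-1.59, adjusted p = 0.0426). The 9 genes of Reactome TNF signaling lay towards Kaede-red cells (NES 1.62, adjusted p = 0.0546), and passed in 10 of the 16 fits without a library, with the lowest adjusted p (0.0238) without Kaede-green 72h replicate 1. They also passed with every gene that had a Wald statistic (1.81, adjusted p = 0.0101), with fry (adjusted p = 0.0110) and at 72h only (1.64, adjusted p = 0.0376).
For interferon γ, the list of target genes had an NES of -0.94 (adjusted p = 0.543), and the Reactome set for interferon γ signaling had 1.33 (adjusted p = 0.0797). The latter passed without Kaede-red 24h replicate 4 (1.56, adjusted p = 0.0159) and in 3 other fits of the 16. It also passed at 72h only (1.73, adjusted p = 0.00344), with a replicate block (1.66, adjusted p = 0.00956) and with every gene that had a Wald statistic (1.41, adjusted p = 0.0448). By time, the target list had an NES of -2.02 at 24h (adjusted p = 0.00117) and 1.51 at 72h (adjusted p = 0.0537). The change between the times was past the threshold (NES of the interaction 2.37, adjusted p = 1.33e-05).

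**Figure D5:**
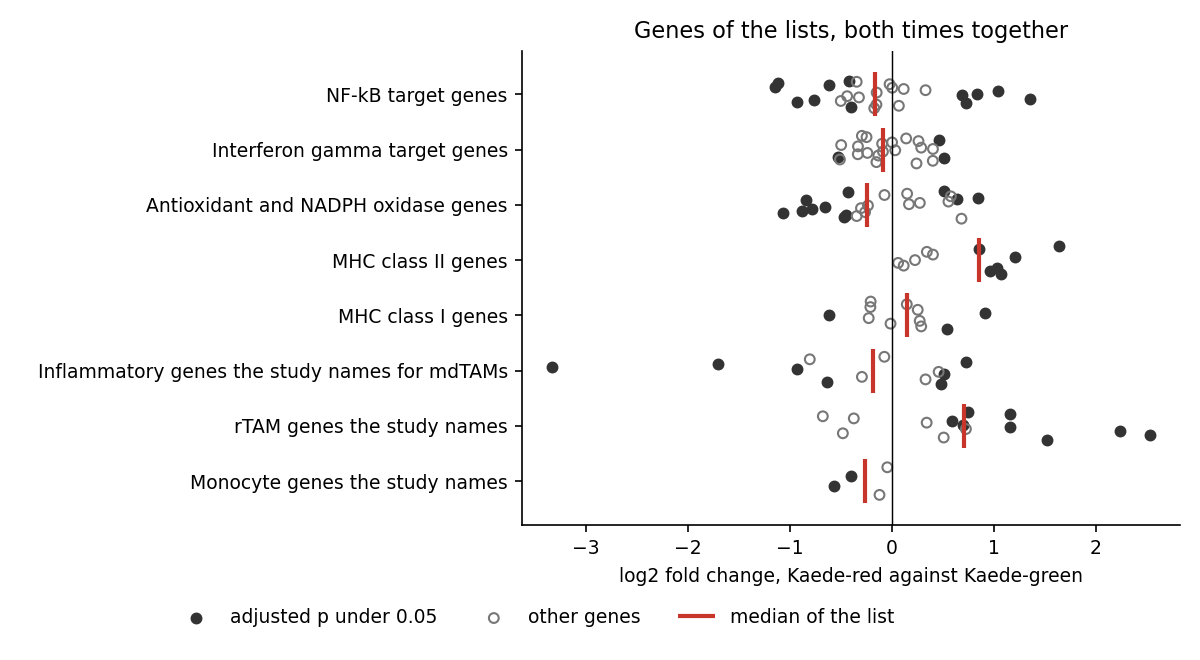
Log2 fold change from Kaede-green to Kaede-red cells over both times for the tested genes of 8 lists. Each point is a gene, filled where the adjusted p-value over all genes tested was under 0.05, and the red bar is the list's median. All 11 MHC class II genes lie above 0, while the NF-κB and interferon γ target genes lie on both sides of it.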

GSEA demonstrated that ‘*Hallmark reactive oxygen species*’, ‘*Hallmark TNFα signaling via NFκB*’ and ‘*Hallmark interferon γ response*’ genes were enriched in Kaede-green cells, while ‘*KEGG antigen processing and presentation*’ genes were enriched in Kaede-red cells (Supplementary Fig S1J). 

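Between Kaede-green cells at 24h and at 72h, no gene had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 835 had an unadjusted p under 0.05. DESeq2's Wald test called 14 genes, the fit without a filter 37 and scaling by library size only 36, none of them Cebpb or Pparg. With a library left out, the only genes that passed were Hprt and Cysltr1, named here after their values were seen. Hprt passed without Kaede-green 72h replicate 1, 2 or 4 (log2 fold change 6.28, adjusted p from 0.0101 to 0.0424) and rests on the counts of Kaede-green 72h replicate 3, while Cysltr1 passed without replicate 4 (log2 fold change -1.68, adjusted p = 0.0460). Cebpb had 76.8 ± 13.2 CPM (mean ± SD, n = 4) at 24h and 51.4 ± 3.03 CPM at 72h in Kaede-green cells. Its log2 fold change was -0.58 (standard error 0.20, unadjusted p = 0.00624 and adjusted p = 0.401 from the same quasi-likelihood test), and all 4 libraries at 72h lay below all 4 at 24h. Adjusted over its list of 4 genes alone, the p of Cebpb was 0.0250 from that test. Pparg, on chromosome 6 from 115360951 to 115490399, where it overlaps Gm44079, had 1.16 ± 0.824 CPM at 24h and 3.10 ± 0.808 CPM at 72h. These values rest on 1 to 5 counts per library at 24h and 8 to 12 at 72h. The log2 fold change of Pparg was 1.51 (standard error 0.55, unadjusted p = 0.0102, adjusted p = 0.430 from the quasi-likelihood test). Adjusted over its list of 14 genes alone, the p of Pparg was 0.143 from that test. In Kaede-red cells, Cebpb changed by 0.38 (adjusted p = 0.228) and Pparg by 0.37 (adjusted p = 0.554) over the same interval.

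**Figure D6:**
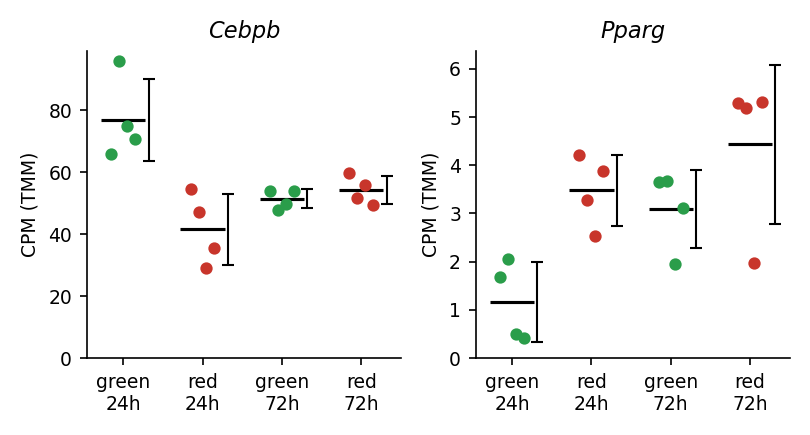
Cebpb and Pparg in CPM (TMM scaling) in Kaede-green and Kaede-red cells at 24h and 72h. Each point is a library, the horizontal line is the mean of 4 libraries and the error bar is the SD. In Kaede-green cells, mean Cebpb goes from 76.8 to 51.4 CPM and mean Pparg from 1.16 to 3.10 CPM.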

When comparing newly infiltrating Kaede-green cells present in the tumour for 24h with those present for 72h, we observed a change in expression of two transcription factors (TFs) critical for macrophage state, with down-regulation of *Cebpb* and upregulation of *Pparg* (Supplementary Fig S1I); the latter is associated with polarisation towards anti-inflammatory macrophages or tissue residency (37,38). 

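Over both times, 1959 of the 9642 tested genes differed between Kaede-red and Kaede-green cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05), with 969 higher and 990 lower in Kaede-red cells. Their median absolute log2 fold change was 0.90, and 798 genes changed by at least 1 on the log2 scale. Scaling by library size only raised this count to 9328 genes, with 9318 higher and 10 lower, and the Rn45s share as a covariate, chosen after the values were seen, lowered it to 173, with 34 higher and 139 lower. The number was between 1582 (without Kaede-red 72h replicate 1) and 2082 (without Kaede-green 24h replicate 2) in the 16 fits that each left out a library. The largest rises among abundant genes were C1qa with 2.72, C1qc with 2.53 and C1qb with 2.26. The largest falls included Rprl2 with -3.90, Lars2 with -2.52, Snord57 with -2.38, Rn45s with -2.36 and S100a4 with -2.35. For Lars2 and Rn45s, RNA quality and a difference between the cells cannot be told apart.
At 24h, 723 genes differed, 310 higher and 413 lower in Kaede-red cells. At 72h, 1622 differed, 777 higher and 845 lower. Of the 394 genes called at both times, 390 changed in the same direction. Among the 1951 genes called at either time, 1601 had the same sign at both. The difference between Kaede-red and Kaede-green cells changed with time for 73 genes by the interaction test, 41 upwards and 32 downwards. That number depended on single libraries and was 2 without Kaede-red 24h replicate 3 and 155 without Kaede-red 24h replicate 1. From 24h to 72h, 837 genes changed in Kaede-red cells, 474 upwards and 363 downwards. Without Kaede-red 72h replicate 1 there were 280 of these, and without Kaede-green 24h replicate 4 there were 1108. Taking its data together, the paper reads them as support for early changes in the myeloid compartment after tumour entry.

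**Figure D7:**
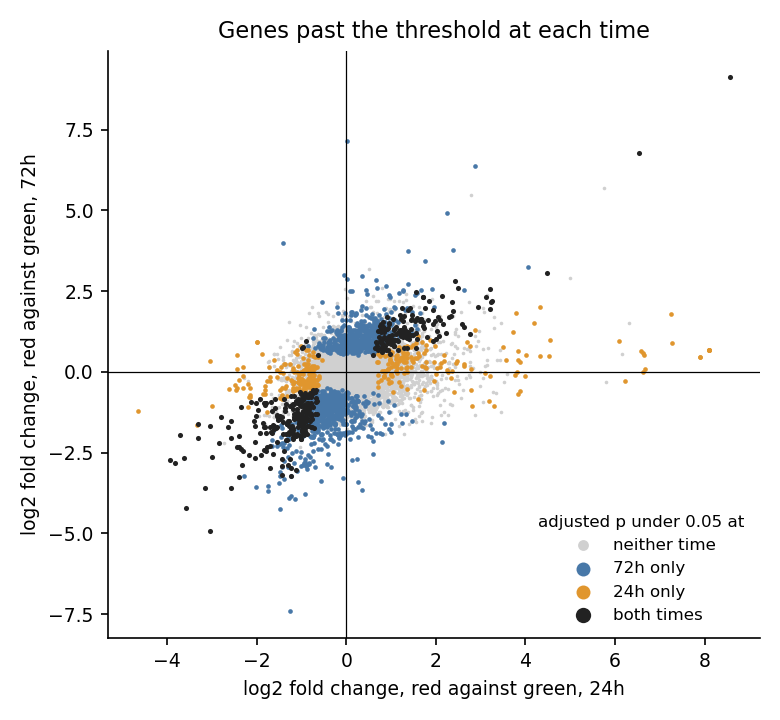
Log2 fold change from Kaede-green to Kaede-red cells at 24h (x axis) against that at 72h (y axis) for the tested genes. Each point is a gene, coloured by whether its adjusted p-value was under 0.05 at neither time, at 72h only, at 24h only or at both times. Of the 394 genes called at both times, 390 lie in the quadrants where the signs are equal.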

Altogether, these data support the conclusion that rapid changes occur in the myeloid cell compartment, within hours to days of tumour entry, which our model enables us to track precisely.

### scRNA-seq identifies temporally distinct tumour macrophage populations

CD11b is expressed on a number of cell types, therefore, to better resolve the transcriptional changes occurring upon tumour entry we performed scRNA-seq of tumour-infiltrating CD11b^+^ myeloid cells, sorted on Kaede-green and Kaede-red fluorescence, 48h post-tumour photoconversion (Supplementary Fig S1G). After filtering for high-quality droplets, 31,931 single cells were analysed, of which 20,900 cells annotated as monocytes or macrophages based on canonical marker gene expression (Fig 1D, Supplementary Fig S2A-B).

Among macrophages, we annotated 5 clusters monocytes/monocyte-derived TAMs (mdTAM) because they included Kaede-green cells (Fig 1D-F), proving that they arose from circulating precursors. Indeed, mdTAMs expressed canonical monocyte genes, including *Ly6c2, Sell*, and *Cebpb*. These transcripts were most highly expressed in the mdTAM_1 cluster, which was predominantly (96%) Kaede-green and lacked *Cx3cr1* expression (Supplementary Fig S2C). This is consistent with their identity as newly infiltrating classical monocytes; hence, we labelled this cluster “mdTAM_1/Mono” (hereafter just “mdTAM_1”). One cluster was segregated from mdTAMs in the UMAP embedding and was annotated resident-like TAMs (rTAM), because 98% of these cells were Kaede-red^+^ (Fig 1F). In addition, rTAMs, but not mdTAMs, were enriched in cell-cycle genes, including *Mki67* and *Birc5* (Fig 1E, Supplementary Fig S2D), suggesting a capacity for self-maintenance *in situ*, a characteristic of prenatally-seeded tissue macrophages (17,18). Finally, one cluster was annotated myeloid-derived suppressor cells (MDSC), although it is important to note that there is ambiguity surrounding the definition of this cellular subset (39).

*Itgam* (CD11b) was expressed in both mdTAM and rTAM, but *Adgre1, Cx3cr1*, and *C1qc* were higher in rTAMs (Fig 1E). rTAMs also showed enrichment of reference transcriptional signature of fate-mapped prenatally-seeded tissue-resident F4/80^high^ macrophages (40) while mdTAMs were enriched for the HSC-derived F4/80^low^CD11b^+^ macrophage signature (Fig 1G).

To validate these observations, we performed flow cytometry on tumour macrophages and identified two distinct populations – a Ly6C-expressing F4/80^low-int^ (Ly6C^+^) population and a F4/80^high^ population lacking surface Ly6C (F4/80^+^Ly6C^–^), phenotypically resembling mdTAM and rTAM respectively (Fig 1H, Supplementary Fig S2E). Consistent with the scRNA-seq data, Ly6C^+^ cells were the dominant population, which include a spectrum of monocytes to monocyte-derived macrophages. Ly6C^+^ cells comprise >80% of TAMs, with their frequency remaining stable over time (Fig 1I, Supplementary Fig S2F). Ly6C^+^ mdTAMs were predominantly Kaede-green, compared to F4/80^+^Ly6C^–^ rTAMs, which were predominantly Kaede-red (Fig 1H), as observed in the scRNA-seq data. Ly6C^+^ TAMs showed near-complete replacement by Kaede-green immigrants by 72h in both MC38 and CT26 tumours, consistent with the conclusion that they are continuously replenished by circulating monocytes (Fig 1J, Supplementary Fig S2G). In contrast, a significantly greater proportion of F4/80^+^Ly6C^–^ rTAMs remained Kaede-red at 72h post-photoconversion, although this varied between MC38 and CT26 tumours. Together, these data support the presence of two phenotypically distinct TAM subsets with differing dynamics – mdTAMs that are constantly replaced by circulating precursors and an rTAM population with features of tumour residency.

### rTAM interact with fibroblasts at the tumour–normal interface

We next examined the spatial distribution of TAM subsets. We found that F4/80^high^ macrophages were preferentially located near the tumour–normal interface, whereas CD11b^+^F4/80^dim^ cells were more uniformly distributed, including within the tumour core (Fig 2A, Supplementary Fig S2H-I). CD11b was also expressed by neutrophils, which were present in tumours (Fig S1C); hence, we confirmed that most of the CD11b^+^ cells at the tumour core were macrophages rather than MPO^+^ neutrophils (Supplementary Fig S2J-K). Macrophage F4/80:CD11b expression ratio was highest at the tumour boundaries, and lowest at the centre (Fig 2B). Therefore, we conclude that temporally distinct mdTAM and rTAM subsets are localised to specific regions of the tumour.

Since F4/80^high^ rTAMs were spatially enriched at the tumour–normal interface, where a fibrous capsule forms surrounding subcutaneous tumours (Supplementary Fig S3A-B), we hypothesised that rTAMs may support fibroblasts and the formation of the tumour capsule. Cell–cell communication analysis identified prominent platelet-derived growth factor (PDGF) signalling between rTAM and *Vim^+^Fn1^+^Col6a1^+^* fibroblasts, but not other TAM subsets (Fig 2C, Supplementary Fig S3C). Indeed, ligand–receptor interactions mediated by *Pdgfa, Pdgfb*, and *Tgfb3*, which have well-established roles in fibroblast activation and survival (41), were specifically upregulated in rTAM (Fig 2D-E, Supplementary Fig S3D). We also found upregulation on rTAM of *Timp2*, which encodes a natural inhibitor of extracellular-matrix (ECM)-degrading proteases and may contribute to maintenance of the capsule (Supplementary Fig S3D). rTAM also expressed distinct integrin transcripts, including *Itga6, Itgb1*, and *Itgb5*, which bind ECM components including laminin and collagen, and may facilitate interaction at the tumour-normal interface (Supplementary Fig S3E). Consistent with the scRNA-seq cell–cell interaction analyses, a ring-like organisation of co-localised F4/80^high^ rTAMs and PDGF-receptor β^+^ fibroblasts was evident at the tumour–normal interface (Fig 2F-G, Supplementary Fig S3F-H). Altogether, these data suggest that rTAMs at the tumour–normal interface support fibroblasts via PDGF to coordinate ECM deposition.

### mdTAMs progress down one of two divergent trajectories defined by MHC-II following tumour infiltration

In contrast to rTAMs, the abundant, rapidly replenished mdTAMs were present throughout the tumour (Fig 2). In homeostasis, a divergent fate of incoming monocytes towards the development of class-II MHC (MHC-II)^+^ or MHC-II^–^ macrophage populations has been described in multiple tissues, including lungs and kidney (42,43). Similarly, MHC-II^+^ and MHC-II^–^ macrophages have been identified in tumours (20,24,44), but their developmental relationship and the timing of their emergence following monocyte entry into tumours remain unclear. Analysis of the single-cell transcriptomes of mdTAMs showed transcriptional heterogeneity, with the mdTAM_2/3 clusters expressing significantly higher levels of MHC-II transcripts and the MHC-II invariant chain *Cd74* compared with the newly infiltrating monocytes (i.e. mdTAM_1) and mdTAM_4/5 (Fig 3A).

An entropy-based pseudotime analysis rooted in the mdTAM_1/monocyte cluster (because it comprised of 96% Kaede-green cells) revealed two trajectories within mdTAMs: trajectory 1 terminating in mdTAM_3 via an mdTAM_2 intermediate, and trajectory 2 terminating in mdTAM_4 (Fig 3B-C). This binary fate was confirmed by diffusion mapping, which also showed mdTAMs situated along two major branches (Supplementary Fig S4A-B). In addition, we applied partition-based graph abstraction (PAGA), which validated similar connectivity between clusters (Supplementary Fig S4C). Moreover, MHC-II transcripts were the top differentially expressed genes (DEGs) enriched along the mdTAM_2/3 trajectory (Supplementary Fig S4D-E). Reference gene signatures (42) derived from homeostatic MHC-II^high^ and MHC-II^low^ monocyte-derived macrophages were enriched in mdTAM_2/3 and mdTAM_4, respectively (Supplementary Fig S4F), further supporting the conclusion that tumour-infiltrating monocytes progress down one of two developmental trajectories.

To assess how rapidly this phenotypic heterogeneity developed in infiltrating monocytes, we investigated mdTAM populations longitudinally post-photoconversion using flow cytometry. Among newly infiltrated Kaede-green CD11b^+^Ly6C^+^ cells in MC38 tumours, there were few MHC-II^+^ cells 5h post-photoconversion, but this gradually increased over time, such that nearly 30% expressed MHC-II at 72 hours (Fig 3D-E). In Kaede-red CD11b^+^Ly6C^+^ cells present in the tumour since photo-labelling, ∼40% expressed MHC-II, and this remained stable over time. Hence, these data support that new tumour-infiltrating monocytes rapidly (within a matter of hours) differentiate into MHC-II^+^ TAMs or remain MHC-II^–^. These changes were confirmed in CT26 tumours, but the dynamics and output of mdTAM differentiation differed from MC38 tumours, with 30% of Kaede-green CD11b^+^Ly6C^+^ cells showing MHC-II expression by 24 hours, and ultimately ∼65% of Kaede-red mdTAMs were MHC-II^+^ (Supplementary Fig S4G). This suggests that tumour-intrinsic factors can influence the fate decision of incoming monocytes.

In homeostasis, the two monocyte-derived macrophage subsets were previously described to occupy different spatial locations, with MHC-II^–^ macrophages lying adjacent to blood vessels and MHC-II^+^ macrophages in close proximity to nerves (42). We observed bimodal expression of MHC-II on CD11b^+^MPO^–^ macrophages on imaging of tumour sections (Supplementary Fig S4H). However, MHC-II^+/–^ mdTAMs enriched within the core of the tumour were intermingled, with no obvious predilection of either subset for blood vessels (Fig 3F, Supplementary Fig S4I), and no nerves detectable within subcutaneous tumours (Supplementary Fig S4J).

Finally, we investigated differentially enriched TF regulon activity between TAM clusters, since we hypothesized that their distinct spatiotemporal features and diverging trajectories were likely driven by cell-type/state-specific gene regulatory networks. mdTAMs were enriched for monocyte-associated TF activity, such as *Cebpb* and *Irf7* (Supplementary Fig S4K), whereas *Pparg*, which has been associated with resident macrophages in multiple tissues (37), and *Myc* activity, consistent with a proliferative state, were increased in rTAM (Supplementary Fig S2D). Among mdTAMs, ranked regulon specificity scores showed distinct TF regulons enriched with mdTAM_2/3 or mdTAM_4 trajectories, but there were shared monocyte-associated regulons earlier in pseudotime (Fig 3G). We observed that *Elk3* and *Rfx5* regulons were specifically enriched in the mdTAM_2/3 trajectory, and these are known to facilitate macrophage phagocytosis and MHC-II expression (45,46) (Fig 3H). Meanwhile, TFs involved in cytokine production or regulation of inflammation, such as *Klf9* or *Foxp1* (47), were higher in mdTAM_4. Of note, previous work has associated MHC-II^+^ and MHC-II^–^ TAMs with “M1”- and “M2”- polarised macrophages respectively, or suggested that MHC-II^–^ TAMs possess immunosuppressive properties (4,6,44). However, we did not observe a predilection for RNA expression of “M1”- and “M2”- associated genes in any specific TAM cluster, reinforcing that this paradigm is over-simplified (3,9), nor increased expression of immunosuppressive molecules in MHC-II^–^ mdTAMs (Supplementary Fig S5A-B).

### MHC-II^+^ and MHC-II^–^ mdTAM are functionally distinct

To explore whether the mdTAM populations that emerged following monocyte infiltration into the tumour were functionally distinct, we first assessed the expression of genes involved in antigen processing and presentation beyond MHC-II. Tapasins (*Tap1/2*), proteasomal units (*Psme1/2*), cathepsins (*Ctss*), chaperones (*B2m, Tapbp*), and *Ciita*, a master regulator of MHC antigen presentation (48) were all upregulated along the mdTAM_2/3 trajectory, in contrast to the mdTAM_4 trajectory (Fig 4A-B, Supplementary Fig S5C). To confirm whether these transcriptional changes actually led to an enhanced ability of Ly6C^+^MHC-II^+^ mdTAM to process and present antigen, we incubated tumour single-cell suspensions *ex vivo* with Eα(52–68) peptide for 2h. Ly6C^+^MHC-II^+^ but not Ly6C^+^MHC-II^–^ mdTAM exhibited increased presentation of Eα on surface I-Ab MHC-II (Fig 4C). F4/80^+^Ly6C^–^ rTAM, which express MHC-II, could also present antigen, but were less efficient than Ly6C^+^MHC-II^+^ mdTAM (Fig 4C). Moreover, Ly6C^+^MHC-II^+^ mdTAM demonstrated higher CD80 and CD86 expression, potentially suggesting an increased co-stimulatory capacity (Fig 4D).

Beyond MHC-II expression and antigen presentation, we also found enrichment of an “endocytosis” geneset in the mdTAM_2/3 trajectory compared with the mdTAM_4 trajectory (Fig 4E). Indeed, *Axl*, a receptor known to be involved in the recognition and uptake of apoptotic tumour cells (49), was upregulated in mdTAM_2/3 (Fig 4F). Consistent with a greater capacity for tumour antigen internalisation, there was also enrichment of an “FcγR-mediated phagocytosis” geneset in the mdTAM_2/3 trajectory (Fig 4G). This was of particular interest given the increasing appreciation of the potential for tumour-coating IgG to facilitate anticancer responses (50), including in an FcyR-dependent manner (51). Expression of Fcγ-receptor (FcγR)I, a high affinity receptor that binds monomeric IgG (52), was higher in MHC-II^+^ mdTAM_2/3 among TAM subsets (Fig 4H, Supplementary Fig S5D). In addition, the expression of low affinity activating (FcγRIII/FcγRIV) and inhibitory (FcγRIIb) FcγRs, which collectively regulate cellular activation by IgG immune complexes (52), was higher in Ly6C^+^MHC-II^+^ mdTAM_2/3 compared to Ly6C^+^MHC-II^–^ mdTAM_4 and F4/80^+^Ly6C^–^ rTAMs (Fig 4I, Supplementary Fig S5E), suggesting a greater capacity for immune complex–mediated activation.

We therefore hypothesised that MHC-II^+^ mdTAM preferentially bind and uptake IgG immune complexed tumour antigen, potentially augmenting antitumour immunity. To test this, we administered AF647-labelled fluorescent Ova (Ova-647) or Ova-IC to tumours *ex vivo*. At 6 hours, Ly6C^+^MHC-II^+^ mdTAM had internalised Ova-IC more effectively than other TAM subsets (Fig 4J). Furthermore, in Ova-IC–stimulated tumours, we observed increased intracellular TNFα in Ly6C^+^MHC-II^+^ mdTAMs that had bound or internalised Ova-IC compared to Ova-647-stimulated cells (Fig 4K), but this increase was not present in Ly6C^+^MHC-II^–^ mdTAMs (Fig 4L).

Altogether, these data support the conclusion that monocytes entering the tumour differentiate in a binary manner into one of two functionally distinct mdTAM subsets/states, distinguished by MHC-II expression, with MHC-II^+^ mdTAMs showing a greater capacity to internalise and respond to IgG-opsonised tumour antigen, and for immunogenic antigen presentation.

### Genetically modified pre-clinical models of colon cancers have analogous TAM populations

Next, we sought to assess whether similar macrophage populations are evident within preclinical models that more closely mimic the natural progression of spontaneous colorectal cancers and would likely be of greater physiological relevance (53–55). We analysed scRNA-seq data of tumour-infiltrating monocytes and macrophages from orthotopically transplanted *Kras*^G12D/+^*Trp53*^fl/fl^*Notch1*^Tg^ (KPN) and *Apc*^fl/fl^*Kras*^G12D/+^*Trp53*^fl/fl^*Tgfbr1*^fl/fl^ (AKPT) tumour organoids, as well as tamoxifen-induced *Villin-cre*^ERT2^ *Apc*^fl/fl^ colon tumours (Research Square preprint doi.org/10.21203/rs.3.rs-6812365/v1). Analogous TAM states with high transcriptional similarity were identified across all models (Supplementary Fig S6). We observed that population frequencies differed by model, for example, *Apc*^fl/fl^ tumours demonstrated relatively higher abundance of rTAMs (Supplementary Fig S6E). Hence, these data support the translatability of our findings and indicate that TAM states with differing functional properties vary in frequency in tumours with different genetic backgrounds.

### Anti-PD-L1 treatment attenuates rapid loss of pro-inflammatory gene expression following tumour infiltration

Although mdTAMs undergo divergent maturation programmes following tumour influx (Fig 3), both mdTAM trajectories showed a similar loss of inflammatory gene expression with increasing tumour dwell-time. Transcripts associated with acute inflammation (eg. *Tnfrsf1b, Nlrp3, Nfkb1*), lymphocyte recruitment and activation (*Ccl2, Cxcl9, Tnfsf9*), and cytokines (*Il1b, Il6, Il15*) were downregulated in Kaede-red mdTAMs compared with their Kaede-green counterparts (Fig 5A-B). GSEA revealed that multiple pathways involved in immune activation were suppressed in Kaede-red mdTAMs, including “*Interferon gamma response*”, “*Inflammatory response*” and “*Cytokine-cytokine receptor interaction*” (Supplementary Fig S7A-B). Moreover, the anti-inflammatory transcriptional changes induced by the tumour environment were evident by 48h post-photoconversion.

To precisely order time-associated changes following tumour influx, we plotted enrichment scores over pseudotime, which emphasised the rapid downregulation of immunogenic transcripts following tumour entry (Fig 5C, Supplementary Fig S7C). Among the leading-edge genes for these genesets were pro-inflammatory cytokines and co-stimulatory molecules, such as *Tnf, Il1b, Cd80* and *Cd86* (Supplementary Fig S7D). TF regulatory networks critically involved in macrophage inflammation, including NFκB (8), and *Irf1, Stat1* and *Stat2* regulons downstream of interferon activation were also concomitantly downregulated in both trajectories (Supplementary Fig S7E). Moreover, *glycolysis* genesets, classically associated with a pro-inflammatory state, decreased following tumour influx, while *oxidative phosphorylation* and *fatty acid metabolism*, associated with anti-inflammatory states, was increased (Fig 5D). We therefore examined surface expression of CD206 and PD-L1, markers of tolerogenic macrophages (4,15). Both were significantly higher on Kaede-red compared to Kaede-green mdTAMs as early as 24h after photo-conversion (Fig 5E, Supplementary Fig S7F-G), highlighting that substantial changes to the mdTAM phenotype are quickly induced following tumour entry.

Given the high expression of PD-L1 on tumour-retained macrophages, we next sought to understand how ICB using anti-PD-L1 might influence the transcriptional state of the cells. Immune checkpoint inhibitors have become the standard-of-care in advanced malignancies and disrupt suppressive myeloid–T cell interactions (12). Treatment with anti-PD-L1 significantly restricted MC38-Ova tumour growth *in vivo* (Fig 5F), and had a variable effect on different TAM populations. The total number of DEGs between anti-PD-L1-treated and isotype control-treated tumours was markedly lower in rTAM compared to mdTAM (Fig 5G), despite similar expression of PD-L1 (Supplementary Fig S8A). Within mdTAM, monocytes (i.e. mdTAM_1), mdTAM_2 and 4 had the greatest response to anti-PD-L1 treatment in terms of number of DEGs (Fig 5G). These populations are predominantly Kaede-green (Fig 1F), suggesting that newly-infiltrated mdTAMs are the primary responders to anti-PD-L1, and mdTAMs are less amenable to activation by anti-PD-L1 with more prolonged tumour dwell time. GSEA showed many pathways were similarly enriched across mdTAM_2/3, mdTAM_4 and rTAM in anti-PD-L1-treated tumours, including ‘*TNFα signaling via NFκB*’ and ‘*Inflammatory response*’ (Supplementary Fig S8B). In addition, the *Nfkb1* regulon, a central feature of macrophage activation (8), was upregulated in both mdTAM lineages (Supplementary Fig S8C). Together, these data support the conclusion that anti-PD-L1 treatment results in pan-TAM activation, but that increasing tumour dwell-time renders macrophages more resistant to this activating stimulus.

Kernel density analysis of the TAM landscape revealed that in anti-PD-L1-treated tumours, mdTAMs were denser in UMAP embeddings corresponding to earlier points in pseudotime, particularly in the mdTAM_2/3 trajectory (Fig 5H). Flow cytometric assessment identified three factors underpinning this observation. First, there was a significant increase in the ratio of Ly6C^+^ mdTAM to F4/80^+^Ly6C^–^ rTAM in anti-PD-L1-treated tumours, indicating an increased influx of monocyte-derived macrophages (Supplementary Fig S8D). Second, there was an increased proportion of MHC-II^+^ cells among CD11b^+^Ly6C^+^ macrophages (corresponding to mdTAM_2/3 in our scRNA-seq data) (Fig 5I), suggesting a skewing of monocyte differentiation towards the MHC-II^+^ fate with anti-PD-L1 treatment. Last, there was an upregulation of surface CD80 and CD86 expression in the Ly6C^+^MHC-II^+^ macrophages (Supplementary Fig S8E), suggesting that anti-PDL-L1 therapy attenuated the loss of inflammatory gene expression following tumour infiltration. Of note, these changes in CD80/86 expression with anti-PDL1 treatment were not observed in Ly6C^+^MHC-II^–^ or F4/80^+^Ly6C^–^ cells, indicating subset-specific effects on TAMs. Consistent with the flow cytometric data, neighbourhood-based differential abundance analyses showed increases in mdTAM_2 neighbourhoods and a relative reduction from mdTAM_3 in the mdTAM_2/3 trajectory in anti-PD-L1-treated tumours (Fig 5J, Supplementary Fig S8F). The anti-PD-L1 enriched mdTAM_2 neighbourhoods were tightly clustered in the UMAP embedding and are predominantly Kaede-red (Fig 5J), indicating that these cells had been in the tumour for at least 48 hours. Compared to the remaining Kaede-red cell neighbourhoods in this trajectory, cells in the anti-PD-L1-associated neighbourhoods were specifically enriched for NFκB-regulated signalling, regulons, and inflammatory gene expression (Fig 5K, Supplementary Fig S8G-H). These data indicate that the downregulation of activation programmes in MHC-II^+^ mdTAMs following tumour entry is mitigated by anti-PD-L1 treatment.

We also found changes in mdTAM_4 in anti-PD-L1-treated tumours, with several inflammatory pathways preferentially enriched, particularly ‘*Hallmark Interferon gamma response*’ (Fig 5L, Supplementary Fig S8B,I). At baseline, mdTAM_4 was particularly high in *Ifngr1* expression, despite low expression of genes associated with IFNγ stimulation, potentially indicating an unutilised capacity to respond to type-II interferon that is held in check by the tumour environment (Supplementary Fig S8J). Following anti-PD-L1 treatment, there was evidence of increased IFNγ receptor-mediated activation, with increased *Stat1* and *Irf1* regulon activity (Supplementary Fig S8K). FcγR gene expression was also significantly upregulated on mdTAM_4 following treatment (Fig 5M), along with enrichment for a gene signature representing macrophage response to IgG-immune complexes (56) (Fig 5N). Hence, ICB may enhance the ability of MHC-II^–^ mdTAM_4 to respond to both IFNγ and IgG-opsonised tumour cells/antigens.

### Anti-PD-L1 promotes an IFNγ-driven positive feedback loop between mdTAMs and CD4^+^ T cells

Given the increase in lymphocyte-targeting cytokine and chemokine transcripts in TAMs following anti-PD-L1 treatment (Supplementary Fig S8L), we integrated scRNA-seq data from TILs and performed cell–cell communication analysis to interrogate how TAM subset interactions with TILs were affected by anti-PD-L1 treatment (Fig 6A). First, to determine which TAM subset to TIL cell-type interactions were most affected by ICB, we compared differential interaction strengths in anti-PD-L1 versus isotype control-treated tumours (Fig 6B). Among TAMs, monocytes (i.e. mdTAM_1), and mdTAM_2 and 4 had the largest increase in outgoing (“sender”) signal strength following anti-PDL1 treatment, and there was little change from rTAMs. Overall, the largest effect of anti-PD-L1 treatment was on TAM interactions with CD4^+^ T cells (Fig 6B), with a >50% increase in weighted interaction strength between TAMs and CD4^+^ T cells (Supplementary Fig S9A). Comparatively, the weighted interaction strength with CD8^+^ T cells increased by only 8%.

Functional annotation of mdTAM-to-CD4^+^ T-cell signalling pathways showed a significant increase in CXCL-driven chemotactic signals in anti-PD-L1 treatment (Supplementary Fig S9B), most prominently *Cxcl9–Cxcr3, Cxcl10–Cxcr3* and *Cxcl16–-Cxcr6* (Fig 6C). TAM subset-specific differences in interactions were evident, with *Cxcl10–Cxcr3* signalling prominent in the mdTAM_1>4 trajectory and *Cxcl9–Cxcr3* signalling upregulated in the mdTAM_1>2>3 trajectory (Fig 6C). The *Cxcl16–Cxcr6* interactions were evident in rTAMs and in mdTAM_2/3 but not in mdTAM4 (Fig 6C). To validate this transcriptional data at the protein level, we assessed intracellular chemokine expression in the TAM subsets by flow cytometry. Consistent with our scRNA-seq analysis, at baseline, CXCL16 was highly expressed by rTAM and MHC-II^+^ mdTAM (∼80% CXCL16^+^), with much lower expression in MHC-II^**–**^ mdTAMs (Fig 6D, Supplementary Fig S9C-D). Across the different TAM populations, 2-5% were CXCL9^+^ at baseline, with less variation between subsets (Supplementary Fig S9E).

We next sought to investigate the mechanism by which anti-PD-L1 treatment might enhance TAM chemokine production. Given that TAMs express PD-L1, this might occur by direct ligation of PD-L1 in a cell-intrinsic manner, or due to a secondary signalling molecule produced by a non-macrophage population following anti-PD-L1 treatment. We reasoned that IFN_*γ*_ was a prime candidate stimulatory signal, since IFNγ response genes were induced in TAMs following anti-PD-L1-treatment (Supplementary Fig S8) and enhanced IFNγ signalling is a hallmark of effective ICB (57). To test these possibilities, we stimulated treatment-naïve tumours *ex vivo* with isotype control, anti-PD-L1 antibodies, or recombinant IFNγ (Fig 6E). Anti-PD-L1 treatment had no effect on TAM CXCL9 production in these isolated tumour cultures (Fig 6F). In contrast, IFNγ stimulation significantly increased TAM CXCL9 expression, with the greatest upregulation evident in Ly6C^+^MHC-II^+^ mdTAM, mirroring the effects on anti-PD-L1-treated tumours *in vivo*. Neither anti-PD-L1 nor IFNγ administration *ex vivo* affected CXCL16 expression (Supplementary Fig S9F), hence CXCL16 may be regulated by IFNγ-independent mechanisms. Moreover, these data suggest that anti-PD-L1-associated increases in TAM chemokines require *de novo* recruitment of circulating cells or the introduction of additional circulating factors, and cannot be mediated by cells already present in the tumour (i.e. *ex vivo* tumour preparations).

Given the increase in *Cxcl9/10* mediated signals from mdTAMs following anti-PD-L1 treatment, we hypothesised that *Cxcr3-*expressing T cells would localise to the tumour core, where mdTAMs were enriched (Fig 2). *Cxcr3* expression was relatively specific to CD4^+^ T cells and increased following anti-PD-L1 treatment (Fig 6G), and an increase in CD4^+^ T cells was evident in the tumour core in anti-PD-L1-treated tumours (Fig 6H, Supplementary Fig S9G). Further analysis of scRNA-seq of CD4^+^ T cells in isolation revealed two clusters (labelled “**E**” and “**F**”), that were predominantly newly recruited Kaede-green cells and almost exclusively present in anti-PD-L1-treated tumours (Fig 6I-J). These CD4T_**E**/**F** clusters showed the highest expression of *Cxcr3* and *Cxcr6*, but also *Ifng* (Fig 6K) and there was a reciprocal increase in CD4^+^ T cell-to-TAM IFNγ signalling following anti-PD-L1 treatment (Supplementary Fig S9H). Taken together with our observation that treatment of *ex vivo* tumours with IFN_*γ*_ led to an increase in CXCL9 (a CXCR3 ligand) in mdTAMs (Fig 6F), these data are consistent with the presence of a positive feedback loop where CXCL9 or CXCL10 derived from MHC-II^+^ or MHC-II^–^ mdTAMs respectively recruit IFNγ-expressing CD4^+^ T cells to the tumour core, which in turn enhance T cell–recruiting chemokine production by TAMs.

Finally, we sought to determine whether TAMs have conserved chemotactic roles in human cancers. In Visium spatial transcriptomics of human colorectal tumours (36), there were hotspots enriched in monocyte/macrophage genes (including *CD14^+^CD68^+^*), and expression of *CXCL9* and *CXCL10* were localised to these regions (Fig 6L, Supplementary Fig S10A-D). We observed that CD4^+^ T-cell genes (including *TRAC^+^CD4^+^*) were enriched at these hotspots (Fig 6L, Supplementary Fig S10D-E). Since Visium slides capture at least 10 cells per 55 μm spot, we identified *CD14^+^CD68^+^* spots that also expressed *TRAC^+^CD4^+^* in the same spot (Fig 6M, Supplementary Fig S10F). We noted that ∼90% of these spots were *CXCL9/CXCL10*^+^ (Fig 6N, Supplementary Fig S10G-H). Hence, co-localisation of monocytes/macrophages and CD4^+^ T cells coincided with *CXCL9/CXCL10* expression in human tumours.

## Discussion

The phenotype and function of TAMs have been extensively investigated, but few studies have precisely tracked TAM fates following tumour entry in real-time. Using a photo-convertible murine model to site-specifically time-stamp cells, we have defined TAM subsets with distinct molecular profiles, spatio-temporal features, and functions. Importantly, we were able to demonstrate that mdTAMs form a highly dynamic pool of cells that undergo continual, rapid turnover. Following tumour entry, they swiftly differentiate down binary cell fate trajectories, losing inflammatory gene expression, but are amenable to activation by anti-PD-L1 therapy. These findings provide insights into TAM ontogeny, differentiation, subset-specific roles in tumour immunity and differential responses to ICB therapies.

Encroachment of tissue-resident macrophages or *de novo* recruitment of monocytes variably contribute to the macrophage compartment in solid tumours. *Ccr2*-deficient mice lacking monocyte precursors demonstrate incomplete depletion of TAMs in both spontaneous and transplanted tumour models (21,23,58), indicating the presence of a monocyte-independent TAM population. In MC38 tumours, both Ly6C^+^ and Ly6C^–^F4/80^high^ TAM subsets are affected by *Ccr2*-deficiency, but F4/80^high^ TAMs are better preserved (58). Indeed, studies have suggested that Ly6C^+^ monocytes may differentiate to F4/80^+^ TAMs (21,58), but pre-existing F4/80^+^ tissue macrophages may also contribute (24). We observed that F4/80^+^ rTAM were transcriptionally most similar to mdTAM_3, raising the possibility that rTAMs are the terminal state of the MHC-II^+^ mdTAM trajectory. Further application of progenitor-specific lineage tracing, or labelling approaches amenable to more prolonged cell tracking will be required to definitively address the origin of the “resident” TAMs. For example, a recent study utilised the inducible *Ms4a3-cre*^ERT2^ lineage reporter to track the fate of monocytes following tumour entry over several weeks (59). The authors found that monocytes terminally differentiate into two TAM populations, defined by *Trem2* or *Hif1a* expression, in a murine model of pancreatic adenocarcinoma.

Whether macrophage ontogeny influences functionality of TAMs remains largely unaddressed. In healthy tissues, it is postulated that the tissue environment has an important effect on macrophage function (60,61), but other studies demonstrate origin-dependent function (62). The spatial localisation of F4/80^high^ rTAMs at the tumour-normal interface and their interactions with PDGF-Rβ^+^ fibroblasts suggest that they have different roles to mdTAMs at the tumour core, for example, supporting ECM deposition (41). Indeed, depletion of TAMs from MC38 tumours led to aberrant ECM organisation (58). Similarly, in murine pancreatic adenocarcinomas, resident TAMs of embryonic origin express genes involved in ECM remodelling, and depletion of resident macrophages but not monocyte-derived macrophages reduced tumour progression (24). Importantly, deposition of a peri-tumoural fibrotic capsule may exclude T cells from the tumour (63), and increased density and organisation of peri-lesional ECM in colorectal tumours supports tumour invasion (64). Hence, the location and phenotype of TAMs may facilitate distinct roles in tumourigenesis.

Through the chronological sampling of tumours post-photoconversion, we have demonstrated that the emergence of binary MHC-II expression on mdTAMs occurs within hours following tumour entry. Upregulation of MHC-II in monocytes may be induced by GM-CSF (65) or IFNγ (66), which activate *Ciita* and *Rfx5* transcription factors (67,68) consistent with our transcriptomic analysis; but it is unclear whether other factors influence mdTAM fate. Here, we observed a higher proportion of MHC-II^+^ mdTAM in CT26 versus MC38 tumours, and an increase in anti-PD-L1-treated tumours, indicating that both tumour-intrinsic (69) and tumour-extrinsic factors influence this cell fate decision. MHC-II^+^ and MHC-II^–^ TAMs have been associated with tumour inhibition and progression respectively (70). Our data support that MHC-II^+^ mdTAMs may facilitate antibody-mediated antitumour responses (52) or activation of tumour-specific T cells through their capacity for antigen presentation (69,71). Of note, phagocytosis of tumour antigens by TAMs can directly induce expression of antigen presentation genes but leads to the simultaneous downregulation of pro-inflammatory effectors (72). We show that anti-PD-L1 treatment attenuates this loss of pro-inflammatory gene expression, and by skewing more mdTAM towards an immunogenic MHC-II^+^ state, may contribute to effective antitumour responses.

TAM states are variably associated with efficacy of ICB treatment (73), implying subset-specific roles in immunotherapy. We found that the transcriptional response to anti-PD-L1 treatment was most pronounced in newly-infiltrating mdTAM, with little effect on TAMs with prolonged tumour residence. In support of this observation, longitudinal sampling of murine sarcoma treated with anti-PD-1/anti-CTLA-4 suggested that macrophage activation following ICB was due to effects on circulating monocytes and early macrophages entering tumours, rather than mature intratumoural macrophages (74). Moreover, we noted subset-specific TAM activation signatures following anti-PD-L1, with skewing of incoming monocytes towards an MHC-II^+^ fate.

Activation of TAMs following anti-PD-L1 treatment has been attributed to increased IFNγ stimulation (75), and IFNγ-inducible CXCL9/10 production by TAMs following immune checkpoint therapy correlates with T-cell infiltration and is necessary for effective responses (76). Recent studies highlight the association between macrophage CXCL9/10 expression and response to immune checkpoint therapies in the clinic (77,78). Here, we report that rapid establishment of IFNγ-driven chemokine signalling following anti-PD-L1 is mediated by *de novo* influx of mdTAMs, as well as IFNγ- and CXCR3-expressing T cells. Interestingly, PD-L1-deficient macrophages exhibit aberrant development and function *in vitro*, including impaired IFNγ response (79), suggesting that PD-L1 may directly regulate macrophages by signalling in *cis* or reverse signalling. How this relates to anti-PD-L1 therapies in cancer, and whether cellular effects differ in anti-PD-1 therapy, will require further investigation.

One caveat to our study is that, although widely used in immune-oncology research (80), transplanted murine tumour models may variably recapitulate macrophage subsets and interactions in primary human cancers. Nevertheless, our study reveals functionally distinct TAM subsets that can be harnessed by ICB to differing extents, with important translational implications.

## Supplementary Material

Supplementary Table 1

Supplementary Figure

## Figures and Tables

**Figure 1:**
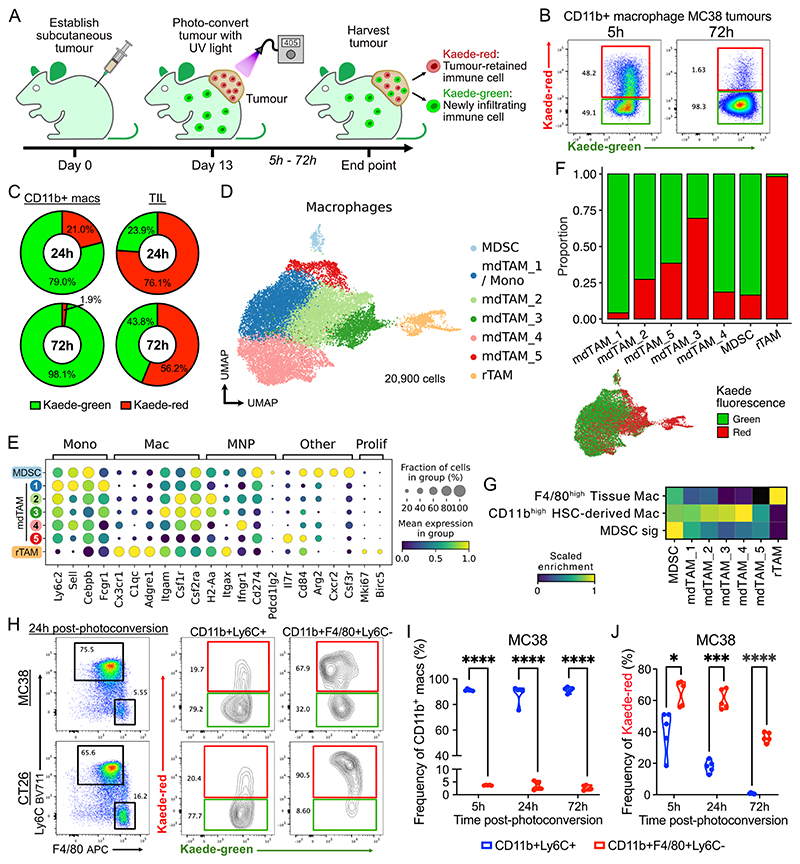
Temporal properties of tumour macrophages (A) Experiment set-up. (B) Representative flow cytometry of Kaede fluorescence of lineage^-^CD11b^+^ cells 5h and 72h post-photoconversion from subcutaneous MC38 tumours. (C) Flow cytometry quantification of Kaede fluorescence of lineage^-^CD11b^+^ cells versus tumour infiltrating lymphocytes (TIL; CD4 T, CD8 T, regulatory T, NK cells) post-photoconversion in MC38 tumours. Frequencies shown are mean of *n* >5 tumours per group. (D) Uniform Manifold Approximation and Projection (UMAP) of macrophages from scRNA-seq of TER119^-^CD45^+^Kaede^+^ cells, coloured by Leiden clusters. (E) Dot plot showing expression of selected marker genes in macrophage clusters. (F) Proportion of Kaede-green/red cells in macrophage clusters and UMAP of scRNA-seq of macrophages coloured by Kaede fluorescence profile. (G) Enrichment of published lineage-specific gene signatures (M-EXP-3510, GSE139125). (H) Representative flow cytometry showing Kaede fluorescence in macrophage subsets from MC38 and CT26 tumours 24h post-photoconversion. (I) Flow cytometry quantification of frequency of TAM subsets and (J) their Kaede fluorescence from MC38 tumours 5h to 72h post-photoconversion. Paired t-test with FDR correction was used; points represent tumours from independent mice (*n* = 5).

**Figure 2:**
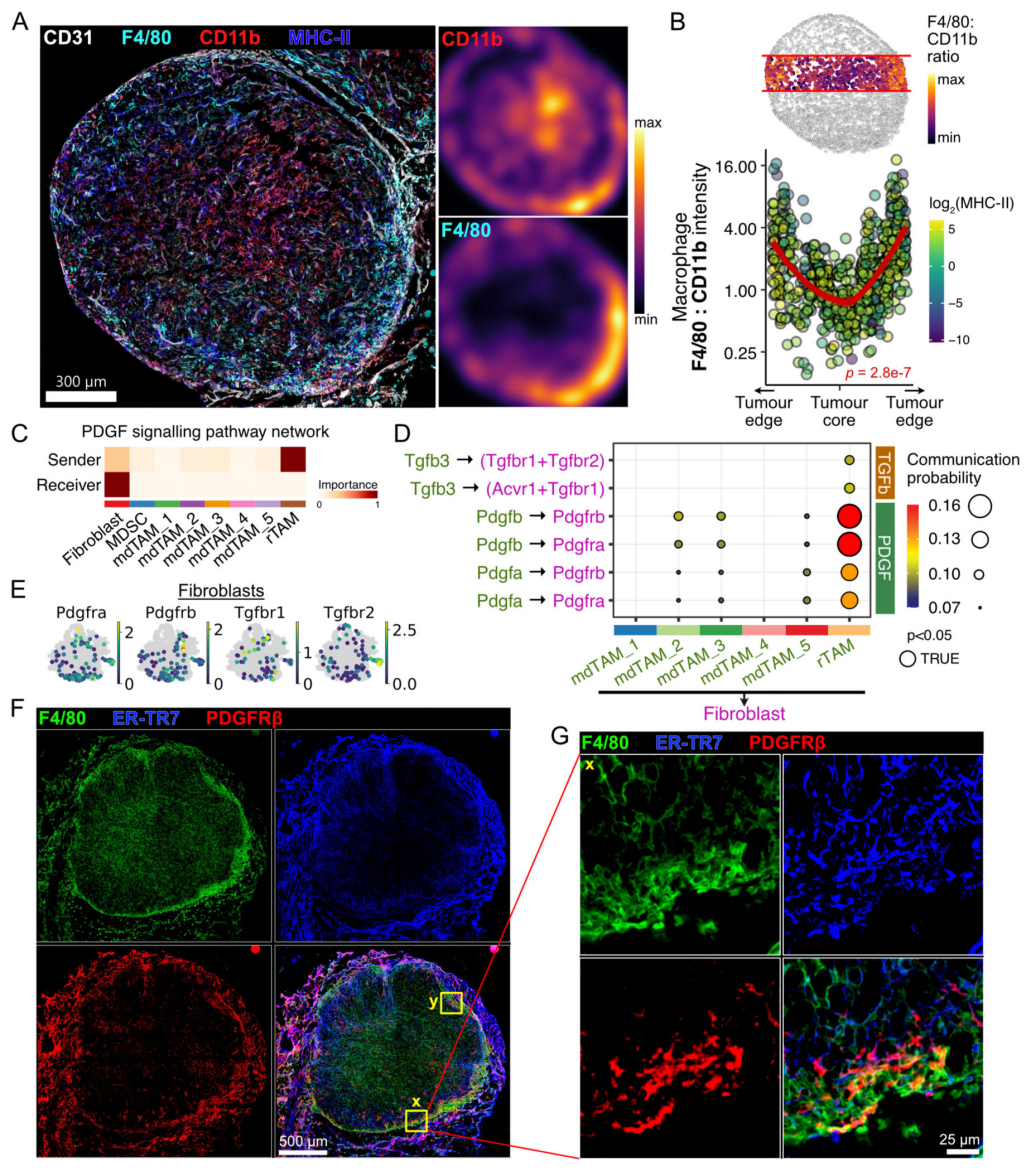
rTAM interact with fibroblasts at the tumour-normal interface (A) Immunofluorescence (IF) microscopy of CD11b^+^F4/80^+^ macrophages in subcutaneous MC38 tumours and kernel density heatmaps for staining of selected markers. (B) Quantification of F4/80-to-CD11b expression ratio in microscopy of tumour macrophages by location. *P-*value from Spearman correlation. (C) Cell-cell communication pathway analysis of scRNA-seq of tumour macrophages and fibroblasts. (D) Ligand-receptor interactions between TAMs and fibroblasts. (E) Expression of PDGF receptor and TGFβ receptor genes in scRNA-seq of stromal cells (fibroblasts). (F) IF microscopy of F4/80, ER-TR7 (fibroblasts/stroma), PDGFRβ in MC38 tumours. (G) High-resolution section of inset labelled ‘**x**’ from (E). Refer to Fig S3G for inset ‘**y**’. Imaging is representative of 3 independent experiments.

**Figure 3:**
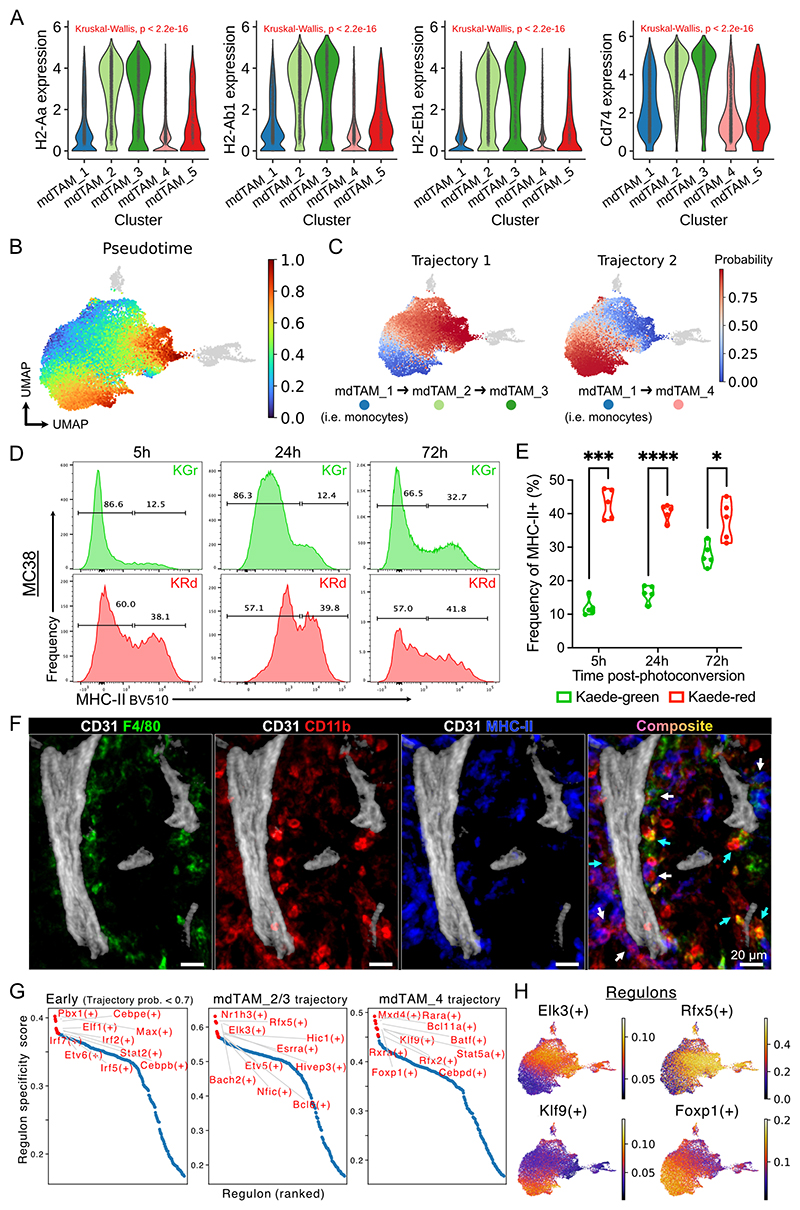
Monocytes entering the tumour differentiate following 2 trajectories defined by class II MHC (A) Expression of class II MHC (MHC-II) genes in scRNA-seq data of mdTAM clusters from MC38 tumours. Kruskal-Wallis test was used. (B-C) Palantir pseudotime analysis demonstrating two independent maturation trajectories in mdTAMs. Colour in (B) represents pseudotime values from 0 (earliest) to 1 (latest), and (C) represents probability of a cell belonging to the specified trajectory. (D) Representative flow cytometry of surface MHC-II expression on lineage^-^CD11b^+^Ly6C^+^ mdTAMs, by Kaede fluorescence, 5h to 72h post-photoconversion in MC38 tumours. (E) Quantification of (D). Paired t-test with FDR correction was used; points represent tumours from independent mice (*n* = 5). (F) IF microscopy of CD11b^+^F4/80^+/-^MHC-II^+^ macrophages (white arrows) and CD11b^+^F4/80^+/-^ MHC-II^-^ macrophages (cyan arrows) with CD31^+^ blood vessels in MC38 tumours. Representative of 3 independent experiments. (G) Gene regulatory network transcription factor (TF) inference analysis; regulon specificity score-ranked TFs by mdTAM trajectory, with top 10 regulons labelled. (H) Regulon activity score for selected differentially enriched regulons between mdTAM trajectories.

**Figure 4:**
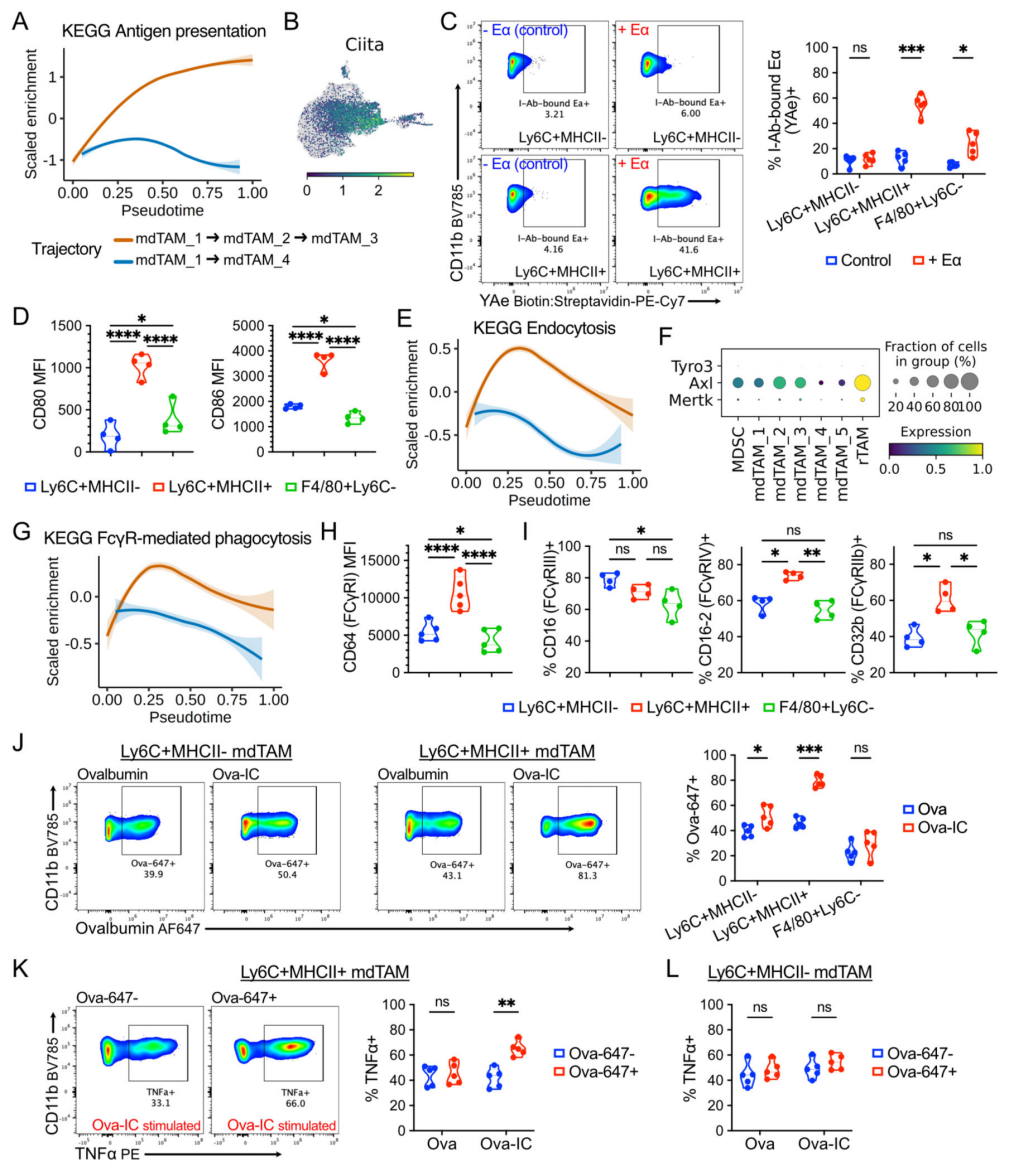
Functionally distinct monocyte-derived TAM populations (A) Enrichment scores for ‘*KEGG antigen processing and presentation*’ across pseudotime in mdTAM trajectories. (B) Expression of *Ciita*. (C) Flow cytometry of Eα peptide bound to I-Ab (MHC-II) across TAM clusters in *ex vivo* tumour cultures; representative plots and quantification. (D) Flow cytometry of surface CD80 and CD86 expression in MC38 tumours. (E) Enrichment scores for ‘KEGG endocytosis’ across pseudotime. (F) Expression of ‘TAM’ family receptor tyrosine kinase genes. (G) Enrichment scores for ‘KEGG FcγR-mediated phagocytosis’ across pseudotime. (H) Flow cytometry of surface FcγRI expression in MC38 tumours, and (I) surface FcγRIII, FcγRIV and FcγRIIb expression. (I) Flow cytometry of fluorescent AF647-conjugated ovalbumin (Ova-647)+ cells in Ova-647 versus Ova-647- immune complex treated tumours *ex vivo*; representative plots and quantification. (J) Flow cytometry of TNFα expression in Ova-647+ Ly6C^+^MHC-II^+^ mdTAM (i.e. cells that have bound or internalised Ova-647/Ova-647-immune complexes) versus Ova-647-cells, and representative flow plots; and the same comparison in Ly6C^+^MHC-II^-^ mdTAM (L). One-way ANOVA (paired data) with Šidák’s multiple comparisons test was used (D,H-I); paired t-tests with FDR correction were used (C,J-L). Points represent tumours from independent mice (C,H,J,K,L: *n* = 5; D,I: *n* = 4).

**Figure 5:**
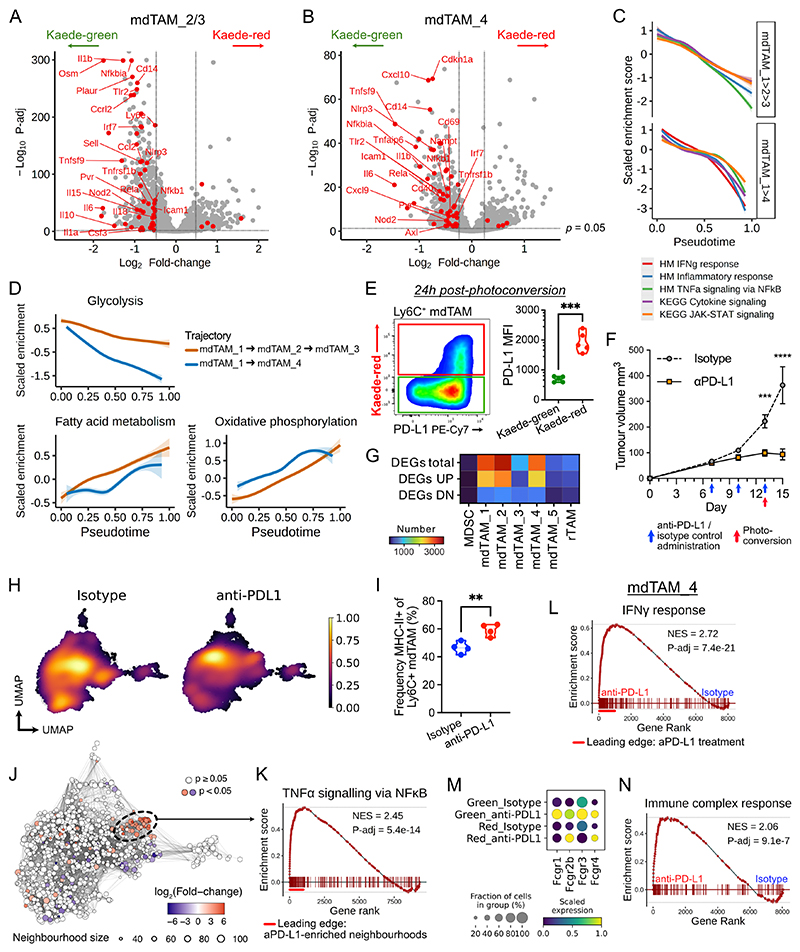
Rapid changes in gene expression following TAM infiltration attenuated by anti-PD-L1 treatment (A-B) Differential gene expression between Kaede-red and Kaede-green cells in mdTAM_2/3 (trajectory 1, A) and mdTAM_4 (trajectory 2, B). Significant DEGs from the ‘*Hallmark inflammatory response*’ geneset are highlighted. (C) Enrichment scores for selected pro-inflammatory genesets across pseudotime in mdTAM trajectories. (D) Enrichment scores for Hallmark metabolic gene sets across pseudotime. (E) Flow cytometry of surface PD-L1 expression in Ly6C^+^ TAMs 24h post-photoconversion, from MC38 tumours. Paired t-test was used. (F) Tumour (MC38-Ova) growth curves comparing anti-PD-L1 antibody-treated versus isotype control antibody treatment, administered on day 7, 10 and 13. Data shown is related to the scRNA-seq experiment and includes 5 mice per condition. Two-way ANOVA and Sidak’s multiple comparisons test was used; the data is presented as means ± SEM. (G) Heatmap of number of DEGs in TAM clusters; anti-PD-L1 versus isotype control-treated tumours. (H) Gaussian kernel density in UMAP embedding of TAMs. (I) Frequency of Ly6C^+^MHC-II^+^ mdTAM following anti-PD-L1 treatment of MC38 tumours *in vivo*. Student’s t-tests with FDR correction were used; points represent tumours from independent mice (E: *n* = 5, I: *n* = 4). (J) Milo differential abundance analysis of TAMs in anti-PD-L1-treated versus isotype control-treated tumours. Points represent overlapping cellular neighbourhoods. Dotted ellipse highlights a cluster of neighbourhoods enriched in anti-PD-L1-treatment. (K) GSEA of selected neighbourhoods encircled in (J) versus non-anti-PD-L1 enriched Kaede-red majority (>60%) neighbourhoods in mdTAM_2/3. (L) GSEA of ‘Hallmark IFNγ response’ in mdTAM_4, comparing anti-PD-L1 versus isotype control-treated tumours. (M) Expression of FcγR transcripts in mdTAM_4. (N) GSEA of an immune complex response signature (GSE200033) in mdTAM_4.

**Figure 6:**
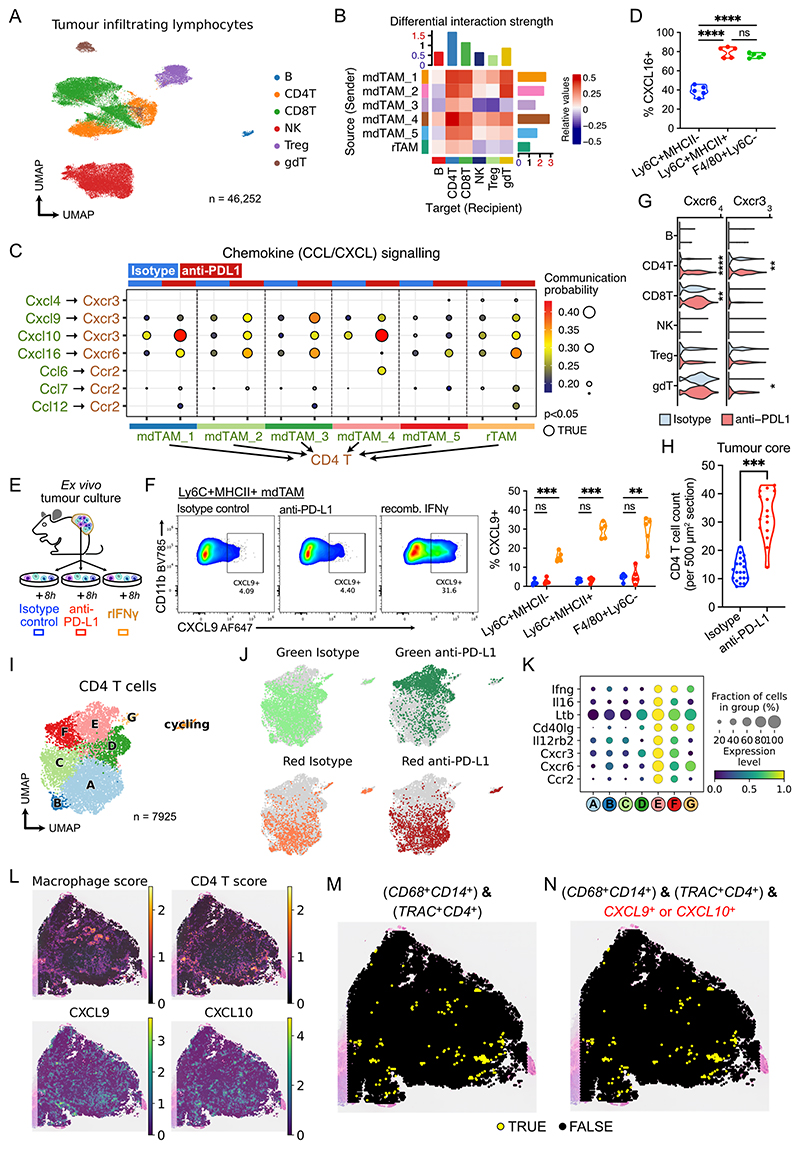
Anti-PD-L1 alters macrophage-lymphocyte interaction in the tumour, in a subset specific manner (A) UMAP of scRNA-seq of tumour-infiltrating lymphocytes (TIL), coloured by broad cell types. (B) Cell-cell communication analysis between TAMs (signal source) and TILs (signal targets), indicating differential interaction strength between cells from anti-PD-L1-treated (value>0) versus isotype control-treated (value<0) tumours. Bars represent mean values across sources (rows) or targets (columns). (C) Ligand-receptor interactions from chemokine signalling pathways between TAMs and CD4^+^ T cells. (D) Flow cytometry of intracellular CXCL16 expression in TAMs from unstimulated tumours. One-way ANOVA with Šidák’s multiple comparisons test was used. (E) Experiment set up for *ex vivo* culture. (F) Flow cytometry of intracellular CXCL9 expression in TAMs from tumours treated with isotype control, anti-PD-L1 antibodies, or recombinant IFNγ *ex vivo* for 8h; representative plots and quantification. Paired t-test with FDR correction was used. Points represent tumours from independent mice (D,F: *n* = 5). (G) *Cxcr3* and *Cxcr6* expression in scRNA-seq of TILs. (H) Quantification of tumour-infiltrating CD4^+^ T cells from IF microscopy of isotype control or anti-PD-L1-treated tumours *in vivo*. Student’s t-test was used; points represent sections from 3 independent experiments. (I) UMAP of CD4^+^ T cell subset from (A). (J) CD4^+^ T cells by Kaede-fluorescence and treatment group. (K) Selected gene expression in CD4^+^ T cell clusters. (L) Visium spatial transcriptomics of human colorectal tumour; macrophage and CD4^+^ T cell gene enrichment and CXCL9/10 expression. (M) Spots with expression of *CD68* and *CD14* (monocytes/macrophages), and *TRAC* and *CD4* (CD4^+^ T cells). (N) Spots fulfilling conditions in (M) and expressing *CXCL9* or *CXCL10*.

## Data Availability

The scRNA-seq data generated in this study are publicly available in Gene Expression Omnibus (GEO) at GSE221513 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221513) and GSE221064 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221064). The bulk RNA-seq data generated in this study are publicly available in GEO at GSE298881 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE298881). The scRNA-seq data from KPN, AKPT and *Apc*^fl/fl^ murine colon tumours is available at GSE280631 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE280631).

# Supplementary material for: In vivo labelling resolves distinct temporal, spatial, and functional properties of tumour macrophages, and identifies subset-specific effects of PD-L1 blockade
**Source:** Cancer Immunol Res. Author manuscript; Available in PMC 2025 Jul 30.
**Supplement:** Supplementary Table 1

| Target                   | Fluorophore             | Clone       | Source            | Application |
|--------------------------|-------------------------|-------------|-------------------|-------------|
| CD11b                    | PE                      | M1/70       | BioLegend         | Microscopy  |
| F4/80                    | AF488 / AF647           | F4/80       | Abcam             | Microscopy  |
| MHC Class II I-A/I-E     | Pacific Blue            | M5.114.15.2 | BioLegend         | Microscopy  |
| CD3                      | AF488 / AF647           | 17A2        | BioLegend         | Microscopy  |
| CD4                      | -                       | EPR19514    | Abcam             | Microscopy  |
| CD31                     | AF594                   | MEC13.3     | BioLegend         | Microscopy  |
| βIII-tubulin             | -                       | ab18207     | Abcam             | Microscopy  |
| ER-TR7                   | AF647                   | ER-TR7      | Novus Biologicals | Microscopy  |
| PDGFRb                   | PE                      | APB5        | BioLegend         | Microscopy  |
| MPO                      | -                       | Polyclonal  | Novus Biologicals | Microscopy  |
| Donkey anti-rabbit IgG   | AF647                   | Poylclonal  | ThermoFisher      | Microscopy  |
| Donkey anti-goat IgG     | AF488                   | Polyclonal  | ThermoFisher      | Microscopy  |
| Donkey anti-goat IgG     | AF594                   | Polyclonal  | ThermoFisher      | Microscopy  |
| FcR Blocking reagent     | -                       | -           | Miltenyi Biotec   | Flow        |
| CD16/32                  | -                       | 2.4G2       | BioLegend         | Flow        |
| LIVE/DEAD™ Viability dye | APC-Cy7 / NIR           | -           | ThermoFisher      | Flow        |
| Viability dye            | VK808                   | -           | Beckman Coulter   | Flow        |
| CD45                     | BUV395 / BUV496 / BV785 | 30-F11      | BioLegend         | Flow        |
| CD11c                    | AF647 / BV650           | N418        | Invitrogen        | Flow        |
| CD11b                    | BV785 / FITC            | M1/70       | BioLegend         | Flow        |
| Ly6C                     | BV605 / BV711           | HK1.4       | BioLegend         | Flow        |
| MHC Class II I-A/I-E     | Pacific Blue / BV510    | M5/114.15.2 | BioLegend         | Flow        |
| PD-L1                    | PE-Cy7                  | 10F.9G2     | BioLegend         | Flow        |
| PD-L2/CD273              | BUV395                  | TY25        | BD Horizon        | Flow        |
| CD206                    | BV785                   | C068C2      | BioLegend         | Flow        |
| CD64                     | BV421                   | X54-5/7.1   | BioLegend         | Flow        |
| CD16                     | PE-Cy7                  | S17014E     | BioLegend         | Flow        |
| CD16-2                   | PE                      | 9E9         | BioLegend         | Flow        |
| CD32b                    | APC                     | AT130-2     | Invitrogen        | Flow        |
| CD80                     | BV605                   | 16-10A1     | BD                | Flow        |
| CD86                     | BV650                   | GL1         | BD                | Flow        |

|                                       |                     |                 |              |      |
|---------------------------------------|---------------------|-----------------|--------------|------|
| CD40                                  | FITC                | HM40-3          | ThermoFisher | Flow |
| F4/80                                 | APC / PE-Cy7 / FITC | BM8             | BioLegend    | Flow |
| Ly6G                                  | BV605 / APC-Cy7     | 1A8             | BioLegend    | Flow |
| CD3                                   | BV650               | 17A2            | BioLegend    | Flow |
| B220                                  | BV650               | RA3-6B2         | BioLegend    | Flow |
| NK1.1                                 | BV510 / BV650       | PK136           | BD Horizon   | Flow |
| CXCL9                                 | AF647               | MIG-2F5.5       | BioLegend    | Flow |
| CXCL16                                | PE                  | 12-81           | BD           | Flow |
| TNFa                                  | PE                  | MP6-XT22        | eBioscience  | Flow |
| Ea52-68 peptide bound to I-Ab         | Biotinylated        | eBioY-Ae (Y-Ae) | Invitrogen   | Flow |
| Streptavidin                          | PE-Cy7              | -               | BioLegend    | Flow |
| Ovalbumin (protein)                   | AF647               | -               | Invitrogen   | Flow |
| CD45                                  | BV785               | 30-F11          | BioLegend    | FACS |
| CD11b                                 | eFluor 450          | M1/70           | Invitrogen   | FACS |
| Ter119                                | PE-Cy7              | TER-119         | Invitrogen   | FACS |
| LIVE/DEAD™ Viability/Cytotoxicity dye | APC-Cy7             | -               | ThermoFisher | FACS |
| NK1.1                                 | BV650               | PK136           | BD           | FACS |

# Supplementary material for: In vivo labelling resolves distinct temporal, spatial, and functional properties of tumour macrophages, and identifies subset-specific effects of PD-L1 blockade
**Source:** Cancer Immunol Res. Author manuscript; Available in PMC 2025 Jul 30.
**Supplement:** Supplementary Figure

Supplementary figure 1

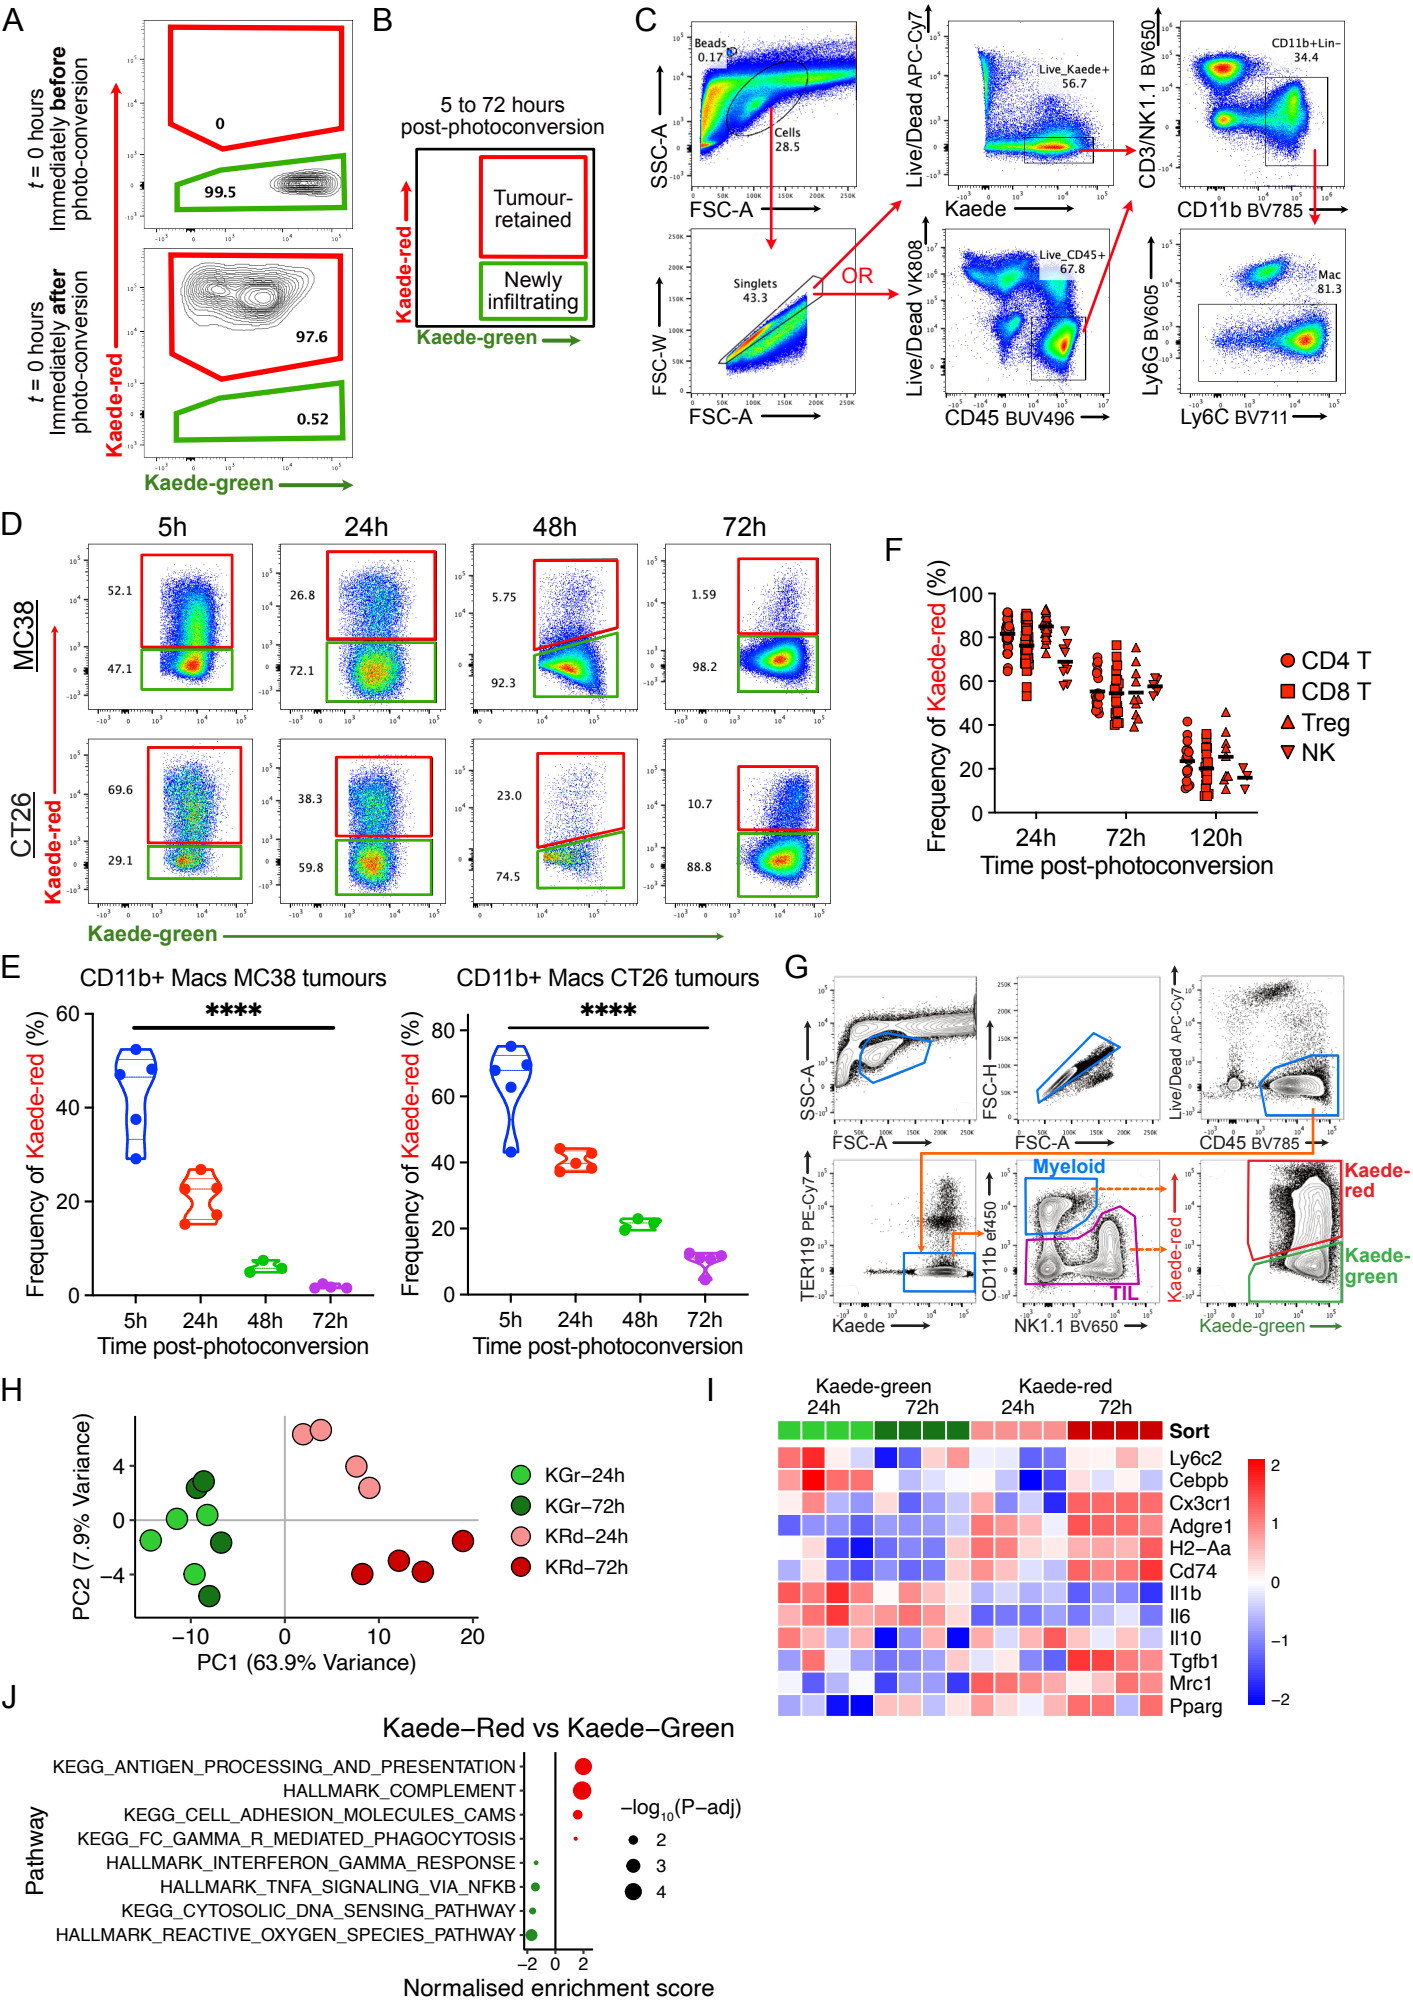

**Supplementary figure 1**

- (A) Flow cytometry of Kaede-green and Kaede-red cells immediately prior to and following photo-conversion. Mean photoconversion efficiency is 98%; all experiments achieved >95% photoconversion efficiency.
- (B) Schematic of flow cytometry for identification of newly-infiltrating (Kaede-green) or tumour-retained (Kaede-red) cells after photo-conversion.
- (C) Flow gating strategy for identification of tumour-associated macrophages (TAM). Flow cytometry gating (A-C) apply to all tumour models used in this study.
- (D) Representative flow cytometry of Kaede fluorescence of lineage<sup>-</sup>CD11b<sup>+</sup> cells 5 to 72h post-photoconversion from subcutaneous MC38 and CT26 tumours.
- (E) Quantification of (D). One-way ANOVA test was used.
- (F) Frequency of Kaede-red cells among CD4 T, CD8 T, regulatory T, and NK cells in MC38 tumours post-photoconversion. Points represent tumours from independent mice (E-F).
- (G) FACS sort strategy for isolation of live TER119<sup>-</sup>CD45<sup>+</sup>Kaede<sup>+</sup> MC38-Ova tumour-infiltrating immune cells; cells were sorted to 'myeloid' and 'TIL' populations and by Kaede-fluorescence.
- (H) Principal component analysis (PCA) of bulk RNA-seq of lineage<sup>-</sup>CD11b<sup>+</sup> Kaede-green/red cells 24h or 72h post-photoconversion. Points represent tumours from independent mice.
- (I) Heatmap (z-scores) of selected gene expression from bulk RNA-seq in (H).
- (J) Gene set enrichment analysis (GSEA) of Kaede-green versus Kaede-red lineage<sup>-</sup>CD11b<sup>+</sup> cells. Bulk RNA-seq data (H-J) are from MC38-Ova tumours.

Supplementary figure 2

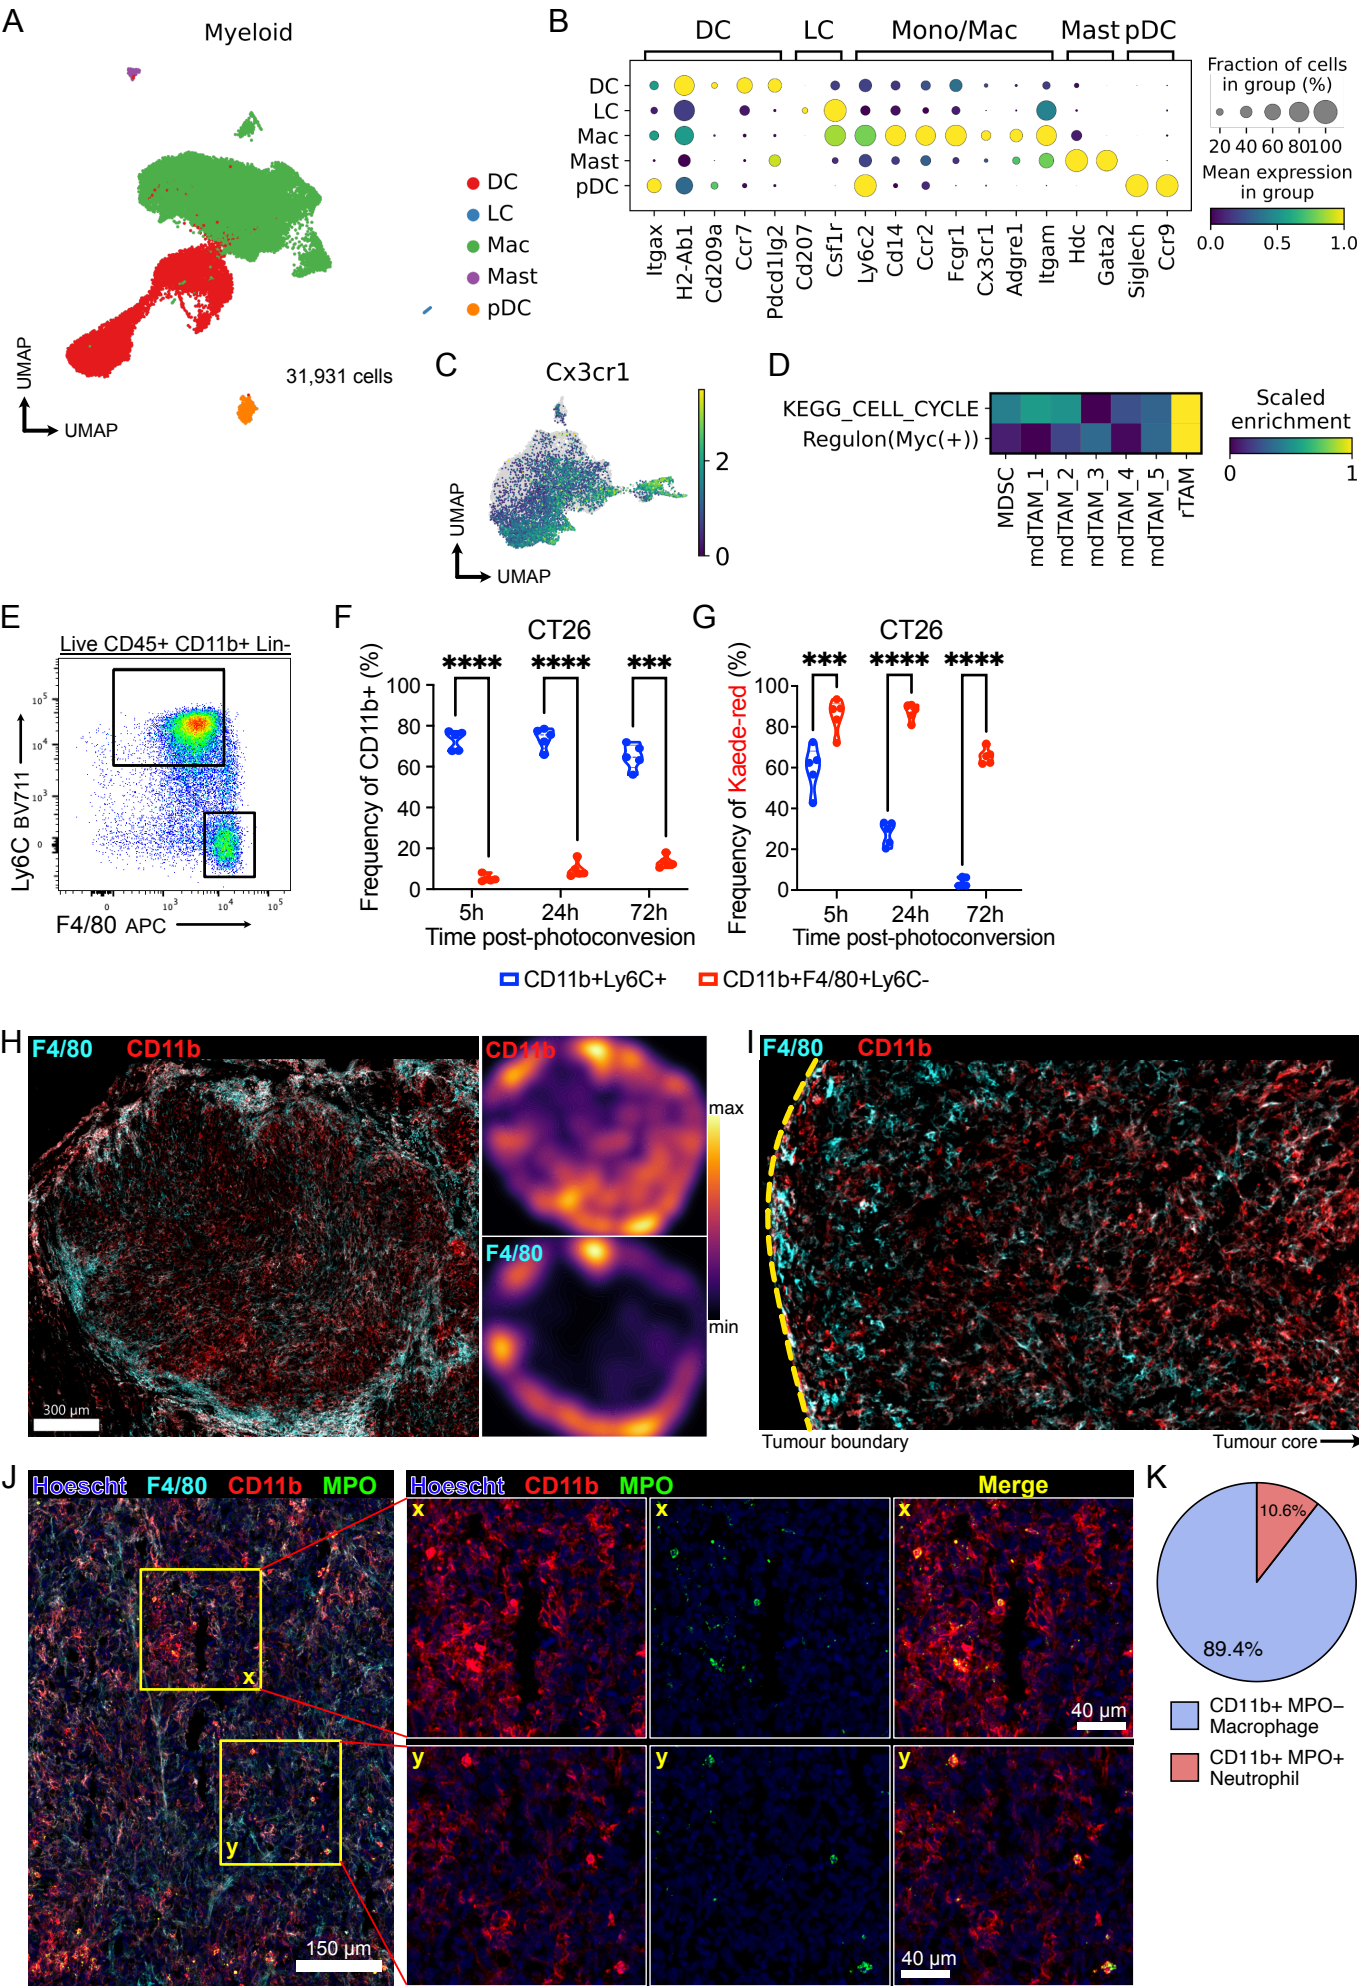

**Supplementary figure 2**

- (A) Uniform Manifold Approximation and Projection (UMAP) of scRNA-seq of myeloid cells from tumour-infiltrating immune cells.
- (B) Selected marker gene expression of clusters from (A).
- (C) *Cx3cr1* expression.
- (D) Enrichment of 'KEGG cell cycle' genes and Myc regulon activity scores.
- (E) Flow gating strategy for identification of TAM subsets by Ly6C and F4/80 expression.
- (F-G) Flow cytometry of frequency of TAM subsets (F) and their Kaede fluorescence (G) from CT26 tumours (related to Fig 1H) 5h to 72h post-photoconversion. Paired t-test with FDR correction was used; points represent tumours from independent mice.
- (H) Independent representative IF microscopy image of CD11b<sup>+</sup>F4/80<sup>+</sup> macrophages in MC38 tumours and kernel density heatmaps for staining of selected markers.
- (I) Zoomed-in representative IF microscopy image of F4/80 and CD11b expression.
- (J) IF microscopy of Hoechst (nuclei), F4/80, CD11b and MPO (neutrophils) expression in MC38 tumours with high-resolution insets labelled 'x' and 'y'.
- (K) Quantification of MPO expression in CD11b<sup>+</sup> cells from imaging analysis of whole tumour sections.

Supplementary figure 3

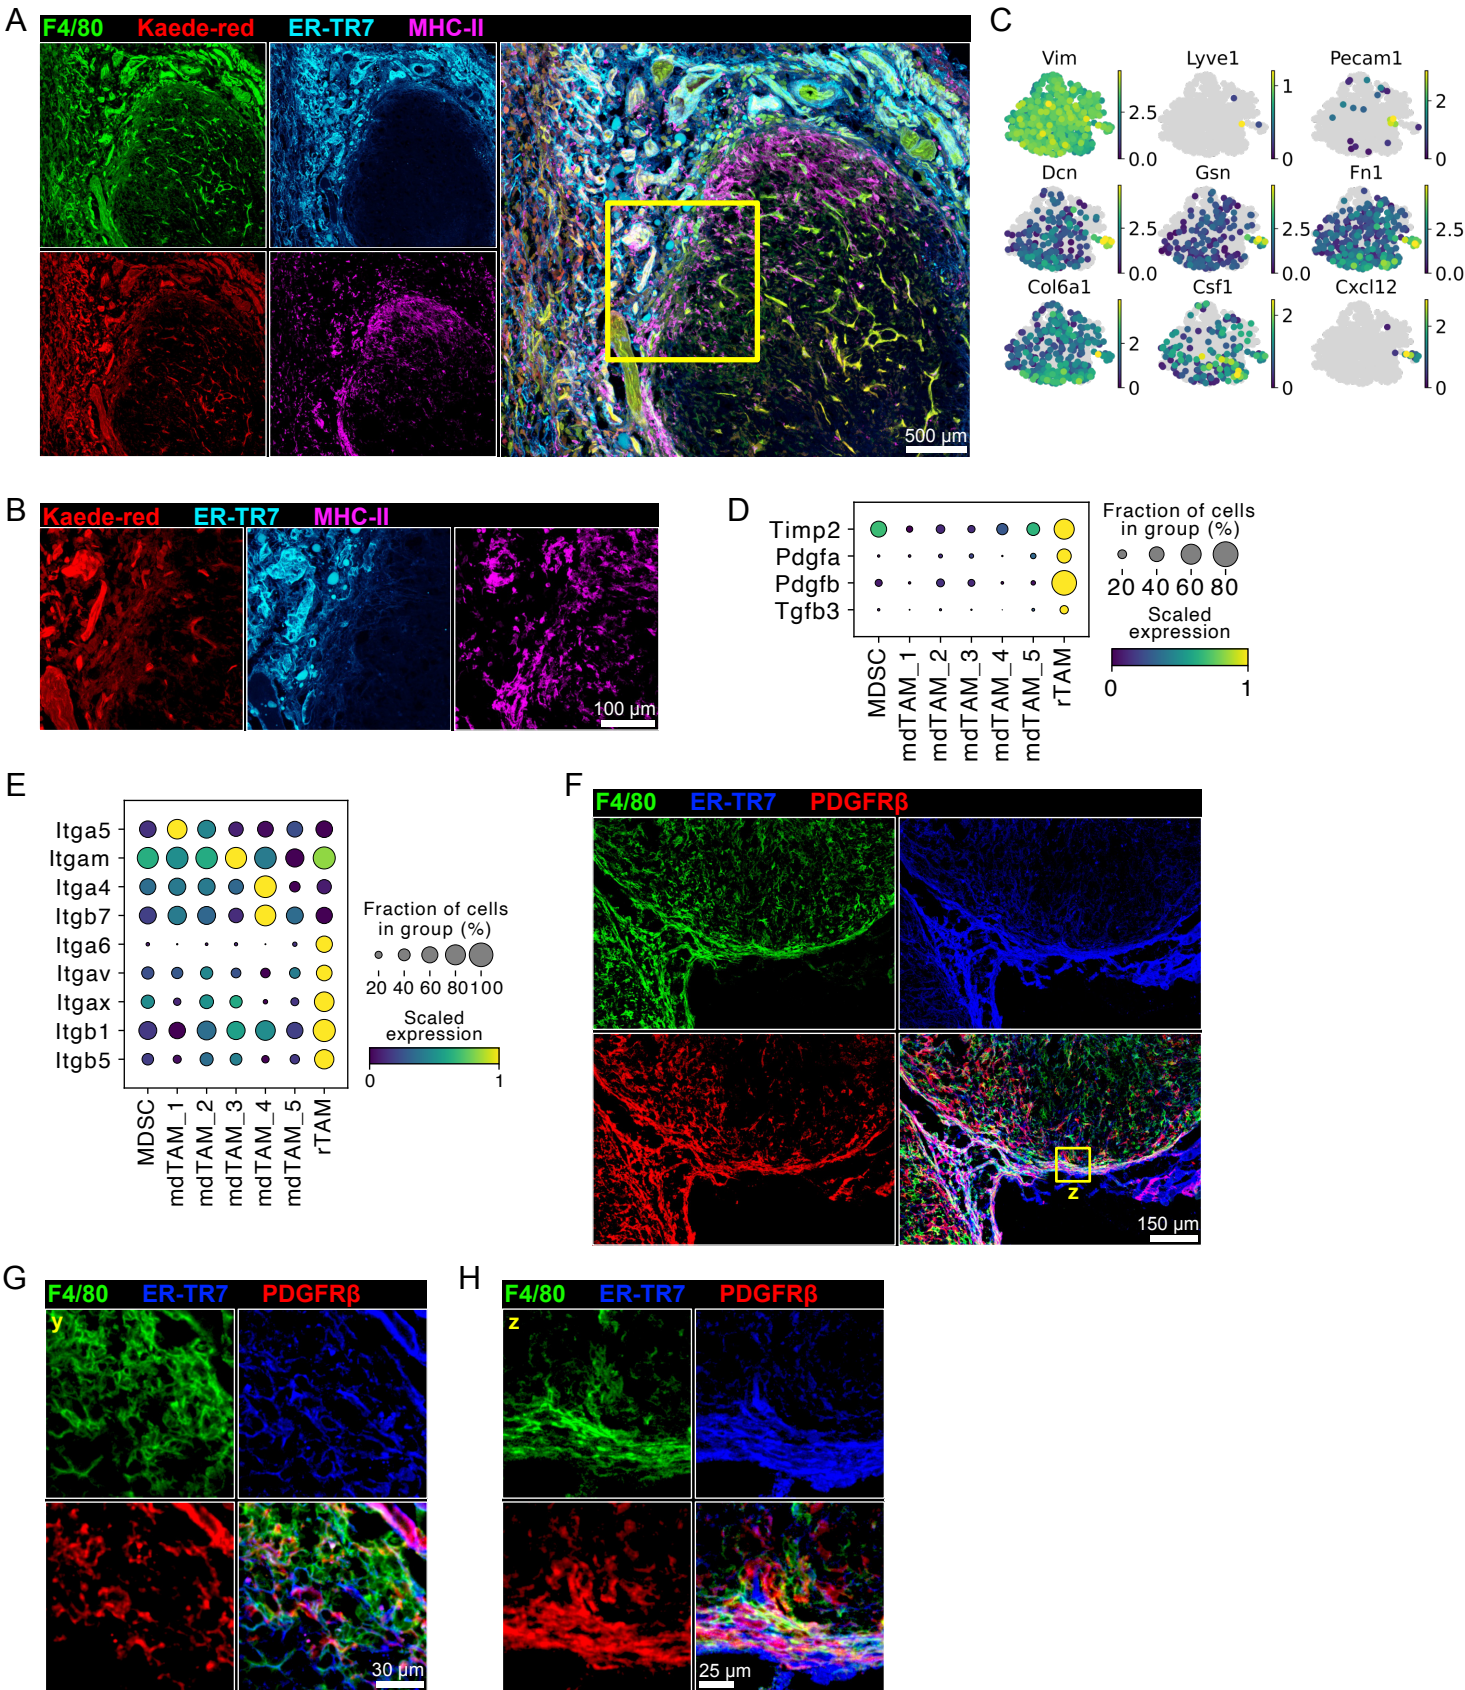

**Supplementary figure 3**

- (A) IF microscopy of Kaede-fluorescence, F4/80, MHC-II and ER-TR7 (fibroblasts/stroma) expression in subcutaneous MC38 tumours, with zoomed-in inset (yellow box, B).
- (C) UMAP of scRNA-seq of stromal cells (fibroblasts), showing selected gene expression.
- (D-E) Selected gene expression in TAM clusters.
- (F) Independent representative IF microscopy of macrophages and fibroblasts in MC38 tumours.
- (G) High-resolution zoomed-in section of inset labelled 'y' from Fig 2F.
- (H) High-resolution zoomed-in section of inset labelled 'z' from (F).

# Supplementary figure 4

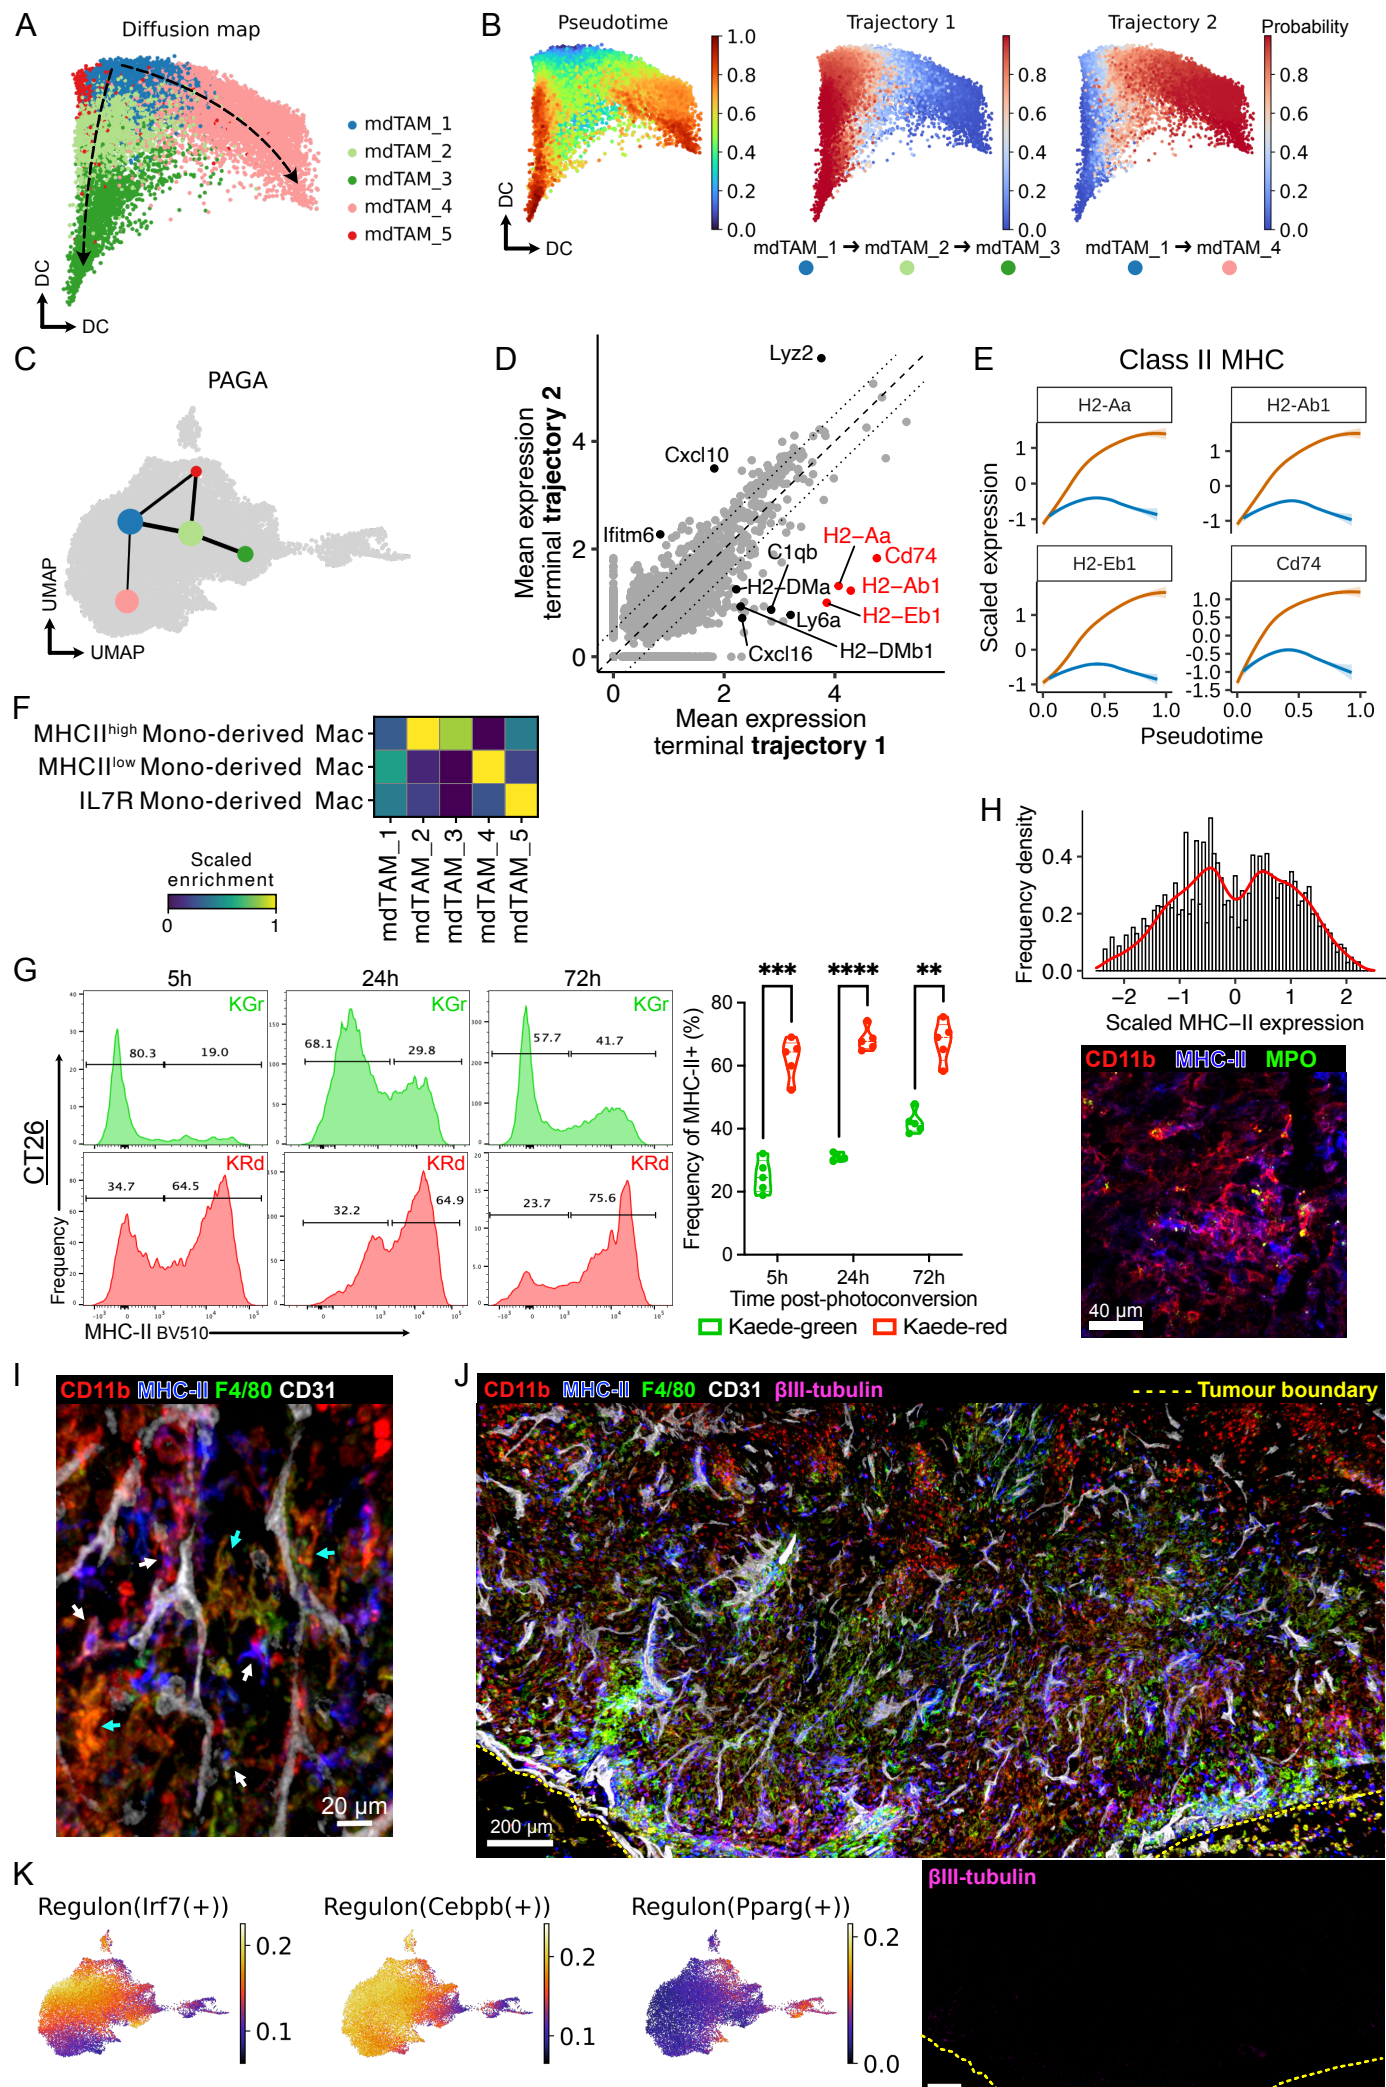

**Supplementary figure 4**

- (A) Diffusion map embedding of scRNA-seq of mdTAMs. Arrows indicate proposed maturation trajectories.
- (B) Palantir pseudotime analysis. Colour in left panel represents pseudotime values, and right panel represents probability of a cell belonging to the specified trajectory.
- (C) PAGA analysis of mdTAMs.
- (D) Mean expression of genes in trajectory termini (trajectory probability > 0.7). Selected differentially expressed genes (DEG) between trajectories are labelled, MHC-II genes in red.
- (E) Expression of class II MHC genes across pseudotime by mdTAM trajectory.
- (F) Enrichment of published macrophage subset-specific gene signatures (GSE125691, E-MTAB-8207).
- (G) Representative flow cytometry of MHC-II expression on lineage<sup>-</sup>CD11b<sup>+</sup>Ly6C<sup>+</sup> mdTAMs, by Kaede fluorescence, 5h to 72h post-photoconversion in CT26 tumours; and quantification. Paired t-test with FDR correction was used; points represent tumours from independent mice.
- (H) Histogram and density plot of MHC-II expression on CD11b<sup>+</sup>MPO<sup>-</sup> macrophages within the tumour core, and accompanying IF microscopy section demonstrating CD11b<sup>+</sup>MPO<sup>-</sup>MHC-II<sup>+</sup> and CD11b<sup>+</sup>MPO<sup>-</sup>MHC-II<sup>-</sup> macrophages.
- (I) Independent IF microscopy section of CD11b<sup>+</sup>F4/80<sup>+/+</sup>-MHC-II<sup>+</sup> macrophages (white arrows) and CD11b<sup>+</sup>F4/80<sup>+/+</sup>-MHC-II<sup>-</sup> macrophages (cyan arrows) with CD31<sup>+</sup> blood vessels in MC38 tumours.
- (J) IF microscopy of CD11b, MHC-II, F4/80, CD31 (blood vessels) and  $\beta$ III-tubulin (nerves) in MC38 tumours. Representative of 3 independent experiments (I-J).
- (K) Selected regulon activity scores differentially enriched in mdTAMs versus rTAMs.

Supplementary figure 5

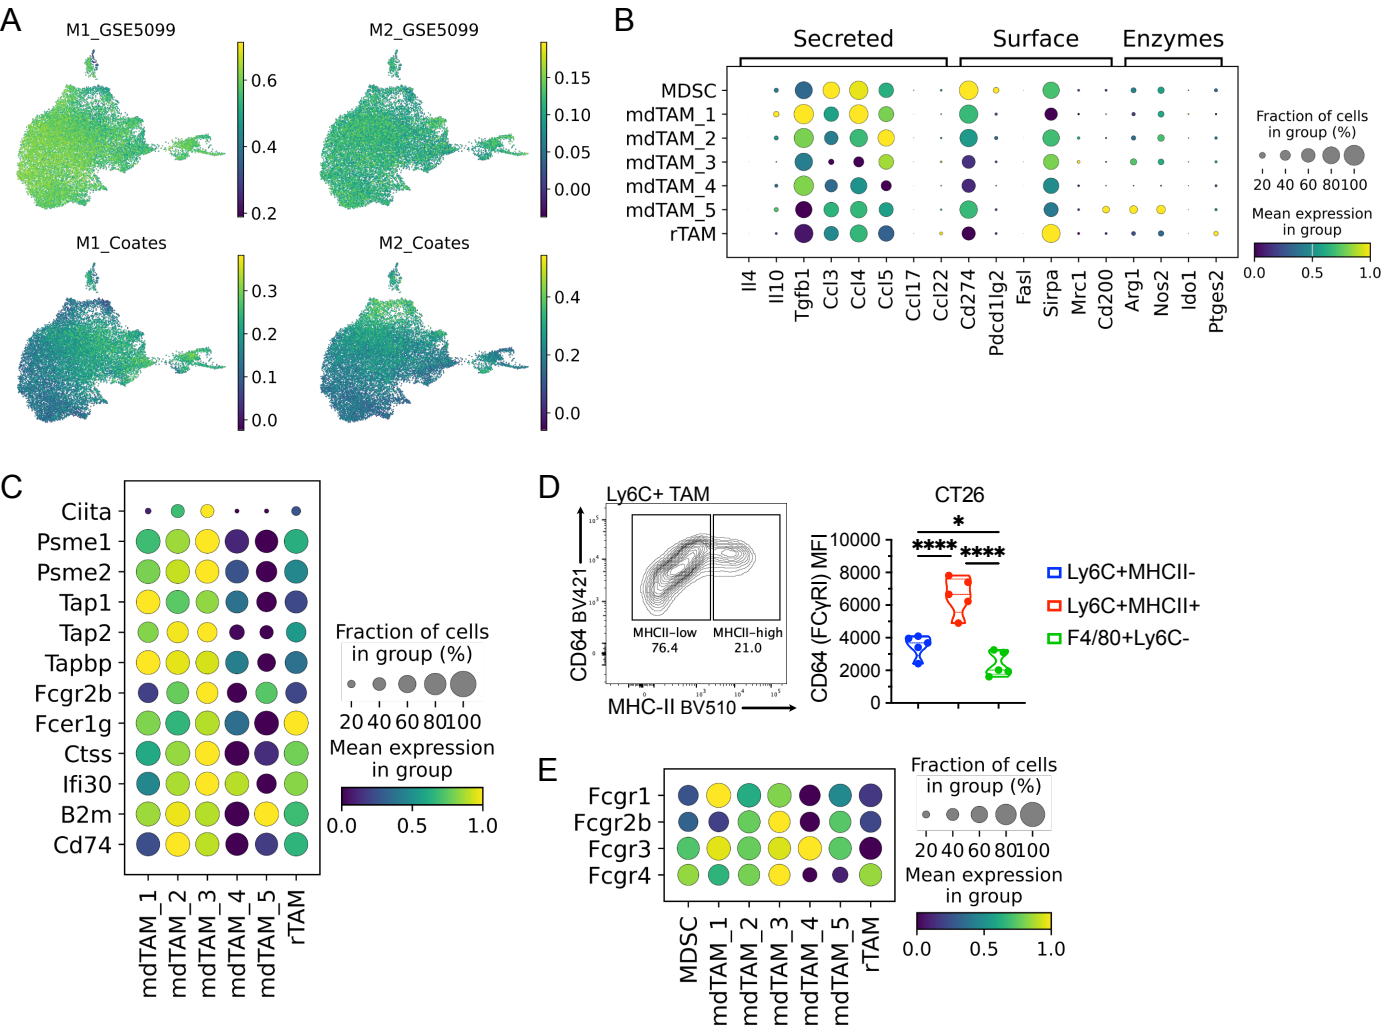

**Supplementary figure 5**

- (A) Enrichment of “M1” and “M2” macrophage gene signatures from MSigDB.
- (B) Expression of immunosuppressive molecules (3).
- (C) Expression of selected genes from ‘KEGG antigen processing and presentation’.
- (D) Representative flow cytometry of surface FcγRI expression in MC38 tumours and quantification of FcγRI expression in CT26 tumours.
- (E) Expression of FcγR genes.

Supplementary figure 6

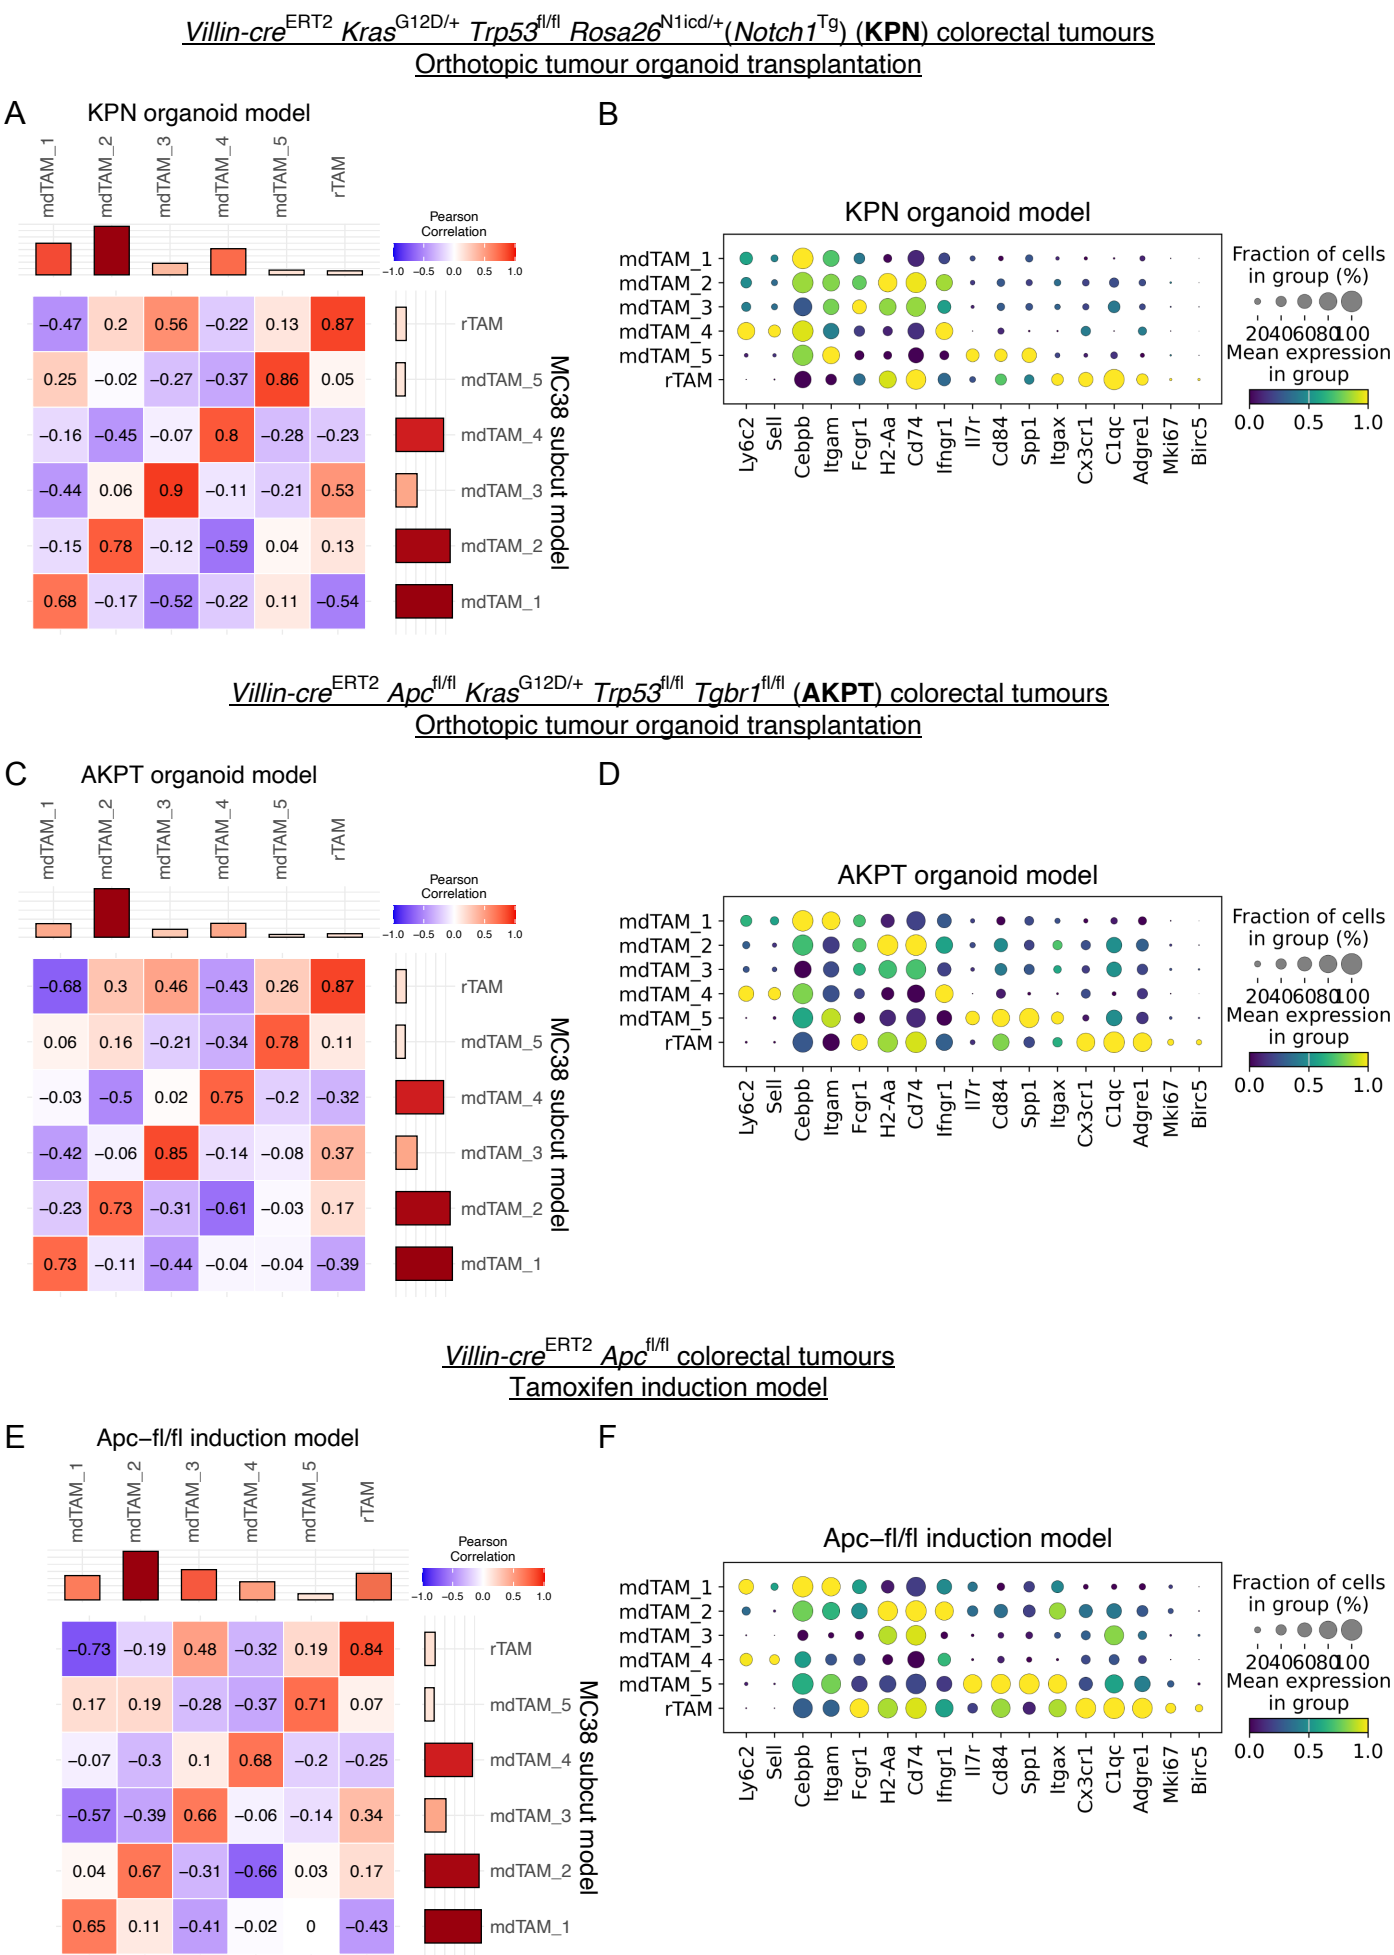

**Supplementary figure 6**

(A) Pearson correlation of TAM clusters from scRNA-seq of orthotopically transplanted *Kras*<sup>G12D/+</sup> *Trp53*<sup>fl/fl</sup> *Rosa26*<sup>N1icd/+</sup> (*Notch1*<sup>Tg</sup>) (KPN) colon tumour organoids and MC38 tumours, following integration and label transfer. Bars indicate relative proportions of each cell state in the respective models.

(B) Selected gene expression in TAMs from KPN tumours.

(C) Pearson correlation of TAM clusters from scRNA-seq of orthotopically transplanted *Apc*<sup>fl/fl</sup> *Kras*<sup>G12D/+</sup> *Trp53*<sup>fl/fl</sup> *Tgfbr1*<sup>fl/fl</sup> (AKPT) colon tumour organoids and MC38 tumours.

(D) Selected gene expression in TAMs from AKPT tumours.

(E) Pearson correlation of TAM clusters from scRNA-seq of Tamoxifen-induced *Villin-cre*<sup>ERT2</sup> *Apc*<sup>fl/fl</sup> colon tumours and MC38 tumours.

(F) Selected gene expression in TAMs from *Apc*<sup>fl/fl</sup> tumours.

Supplementary figure 7

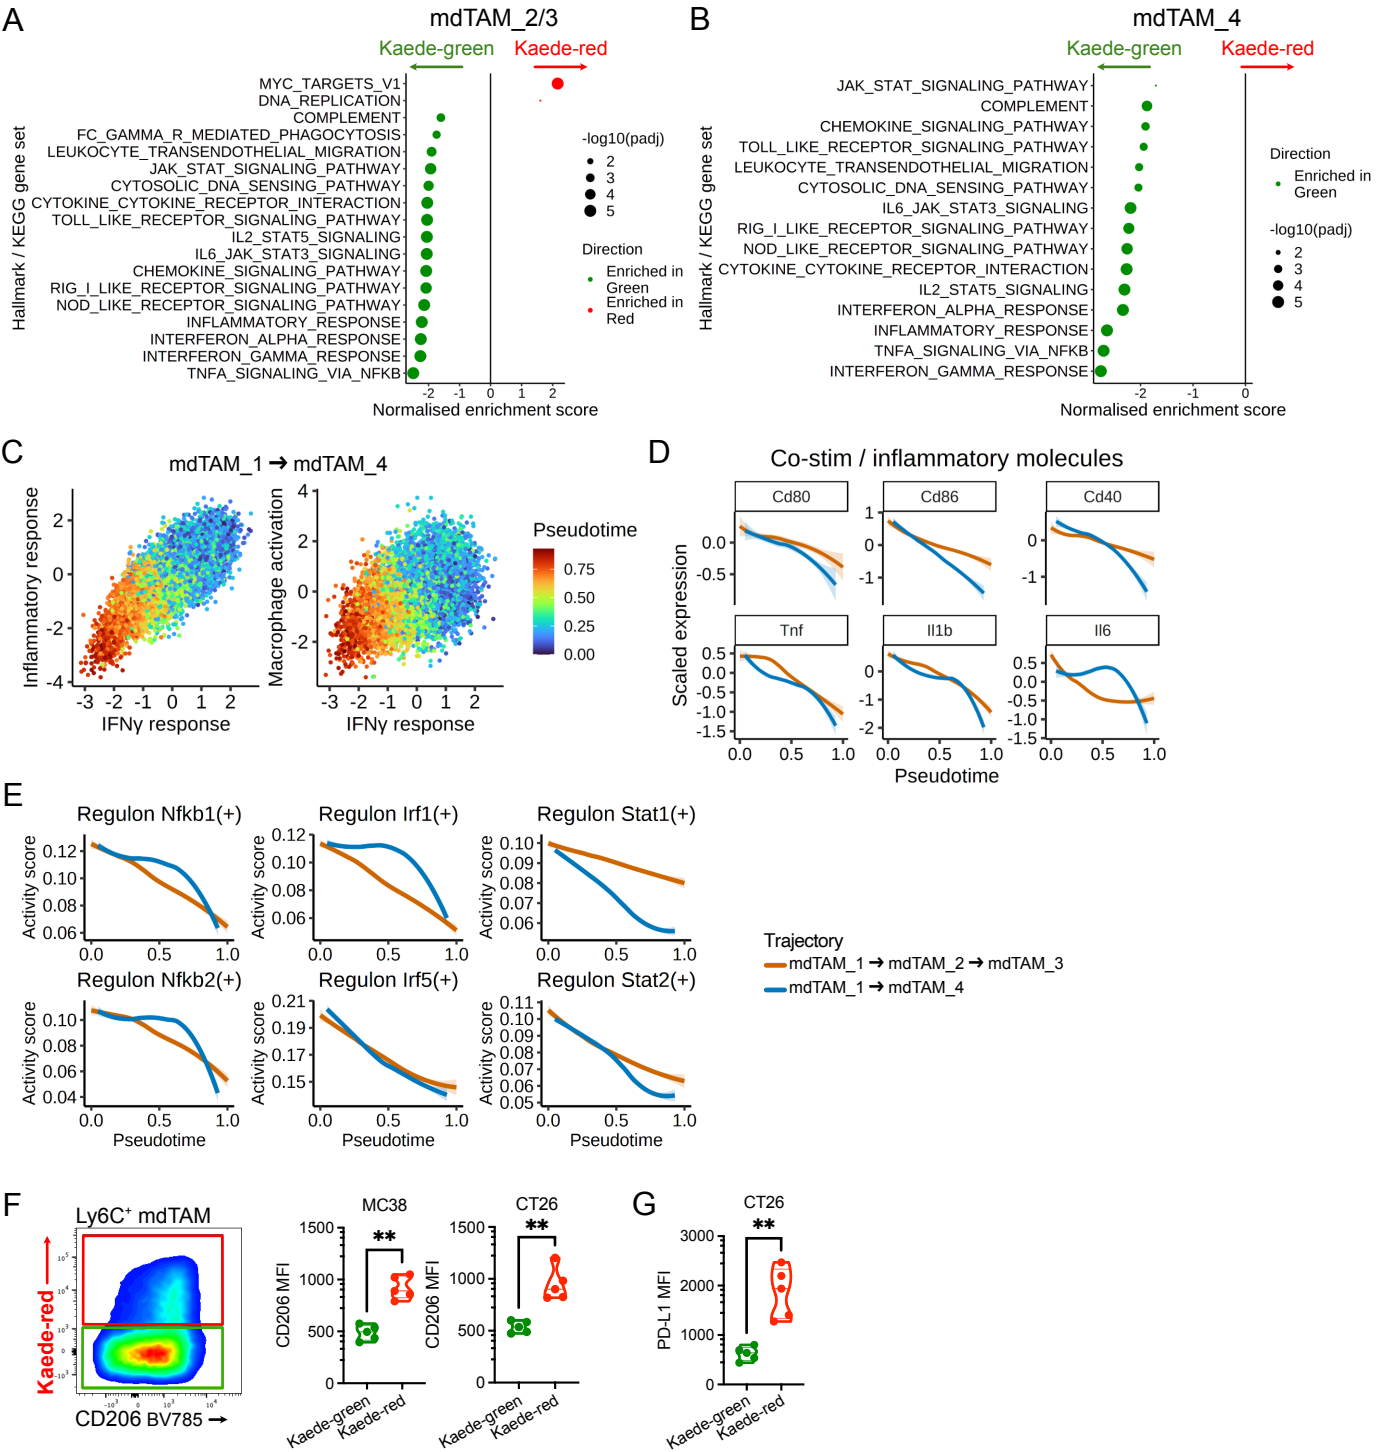

**Supplementary figure 7**

- (A-B) GSEA of scRNA-seq of Kaede-red versus Kaede-green cells in mdTAM\_2/3 and mdTAM\_4.
- (C) Scatterplot of cells from the mdTAM\_1-to-mdTAM\_4 trajectory, showing scaled gene set enrichment (x/y axis) over pseudotime (colour).
- (D) Expression of selected co-stimulatory molecules and cytokines across pseudotime.
- (E) Enrichment scores for selected regulon activity scores across pseudotime.
- (F) Flow cytometry of surface CD206 expression in Ly6C<sup>+</sup> TAMs 24h post-photoconversion.
- (G) Flow cytometry of surface PD-L1 expression in Kaede-red versus Kaede-green Ly6C<sup>+</sup> TAMs 24h post-photoconversion, from CT26 tumours. Paired t-tests were used; points represent tumours from independent mice (F-G).

# Supplementary figure 8

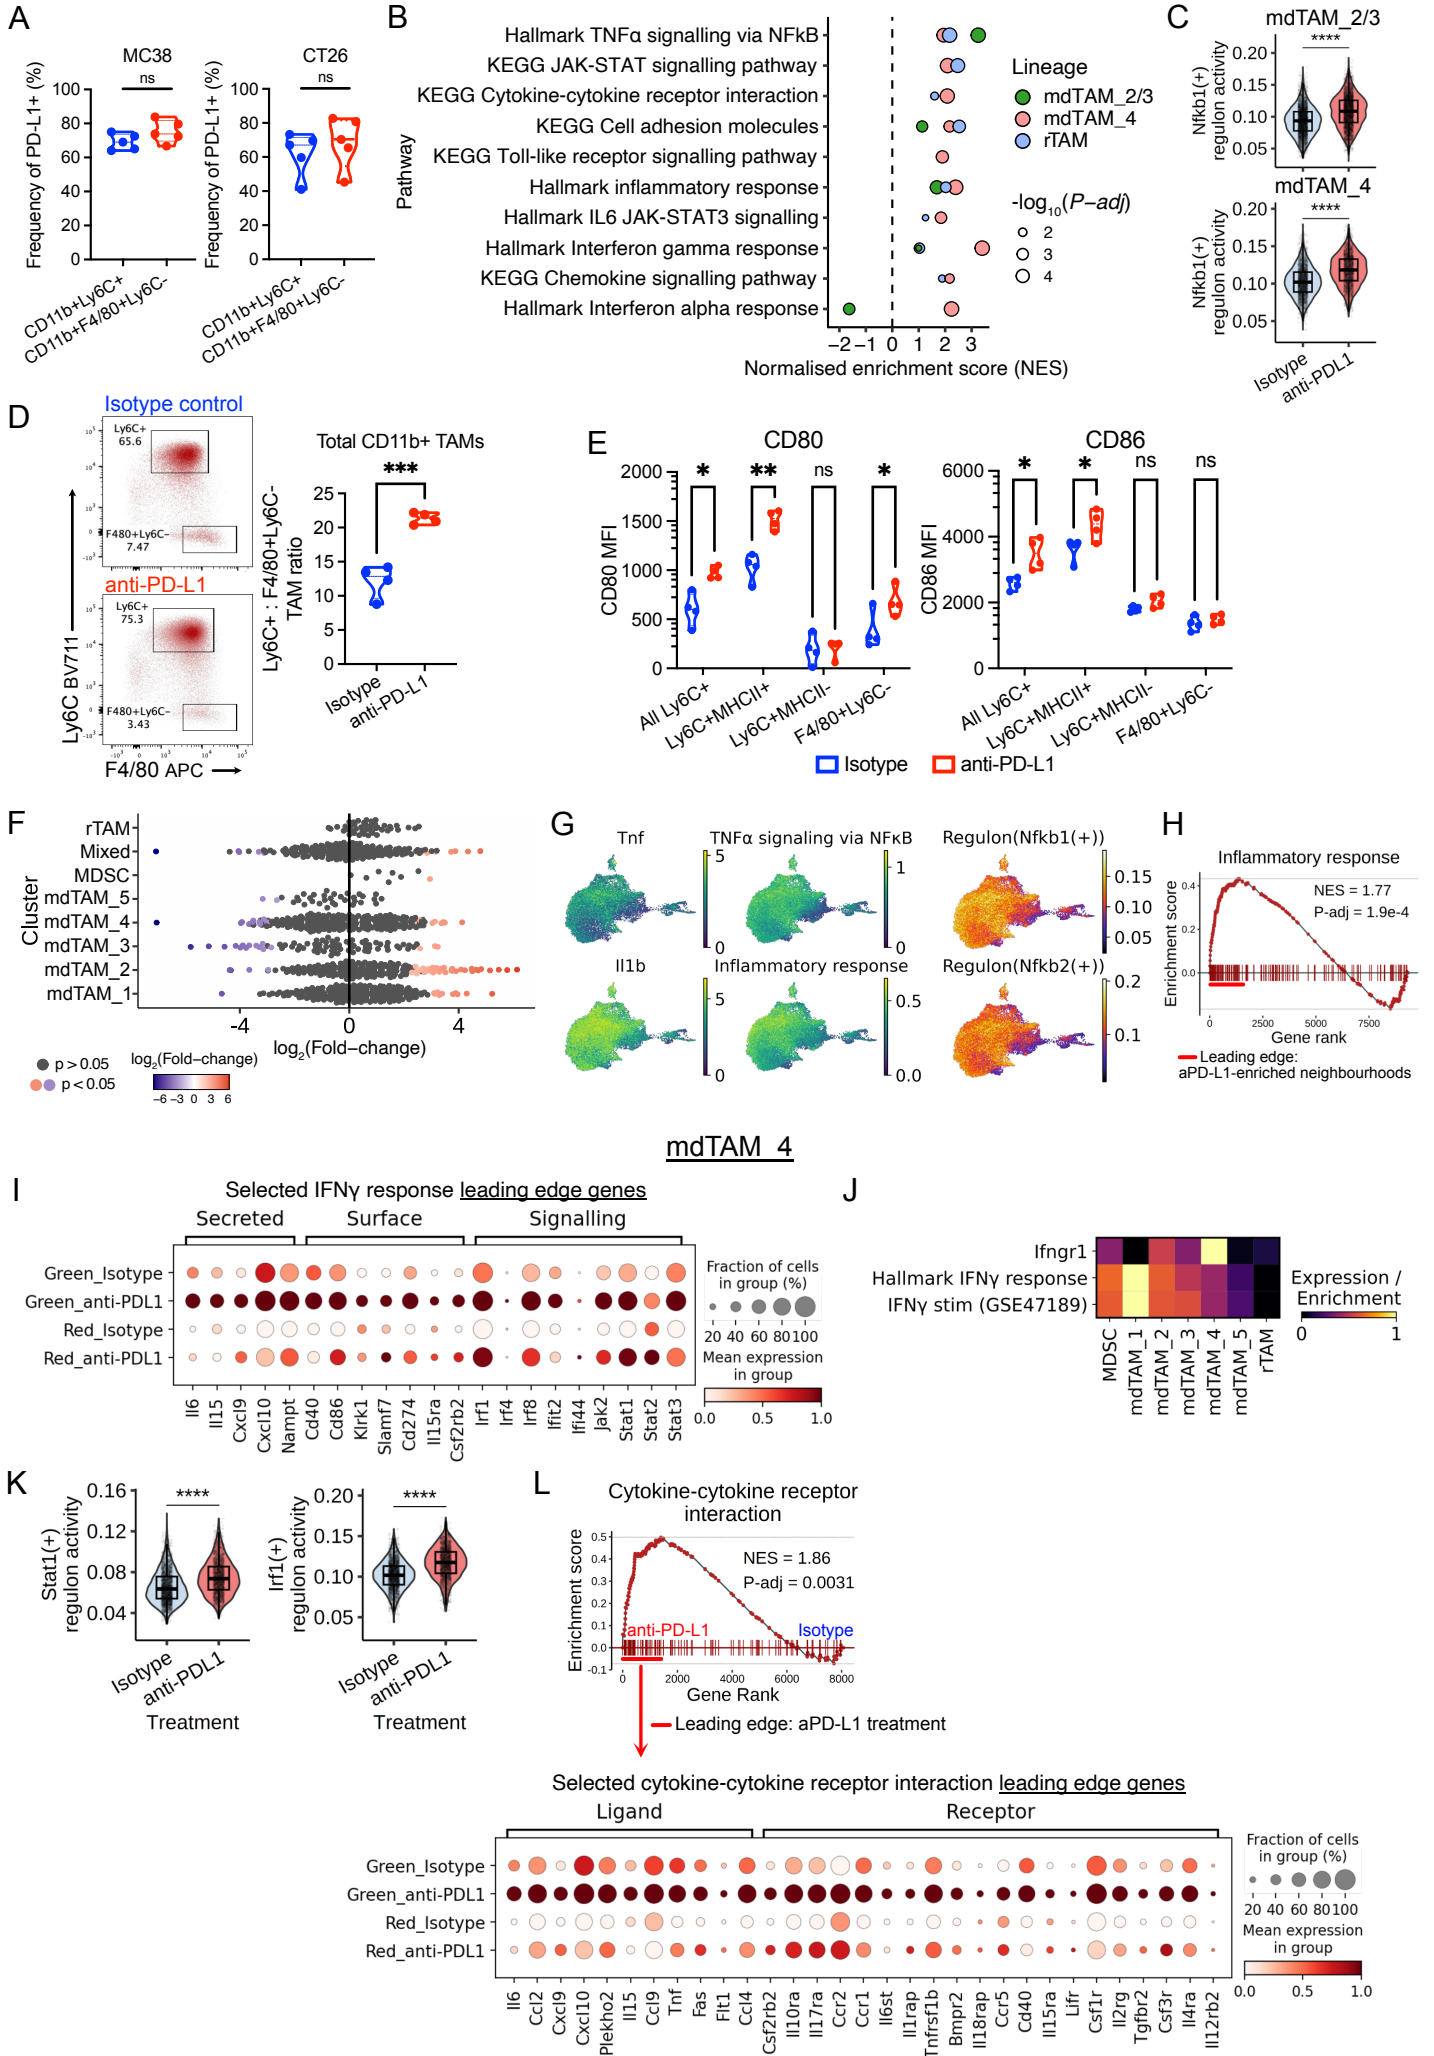

**Supplementary figure 8**

- (A) Expression of PD-L1 in TAM subsets in MC38 and CT26 tumours. Paired t-test was used.
- (B) GSEA of Hallmark and KEGG gene sets in TAMs from anti-PD-L1-treated (NES > 0) versus isotype control-treated (NES < 0) tumours, by TAM cluster/trajectory.
- (C) *Nfkb1* regulon activity score in mdTAM clusters.
- (D) Frequency (ratio) of Ly6C<sup>+</sup> mdTAM to F4/80<sup>+</sup>Ly6C<sup>-</sup> rTAM in anti-PD-L1-treated versus isotype control-treated MC38 tumours *in vivo*.
- (E) Expression of CD80 and CD86 across TAM subsets following treatment. Student's t-tests with FDR correction were used; points represent tumours from independent mice (A,D-E).
- (F) Milo differential abundance analysis of TAMs.
- (G) Expression or enrichment of selected genes, gene sets, or regulon activity scores.
- (H) GSEA of selected neighbourhoods encircled in Fig 5J versus non-anti-PD-L1 enriched Kaede-red majority (>60%) neighbourhoods in mdTAM\_2/3.
- (I) Leading-edge genes from GSEA of 'Hallmark IFN $\gamma$  response' in mdTAM\_4.
- (J) Expression of *Ifngr1* and enrichment of IFN $\gamma$ -response genesets.
- (K) *Stat1* and *Irf1* regulon activity scores in mdTAM\_4. Mann-Whitney U test was used (C, K).
- (L) GSEA of 'KEGG cytokine-cytokine receptor interaction' in mdTAM\_4, comparing anti-PD-L1 versus isotype control-treated tumours, and leading-edge genes.

Supplementary figure 9

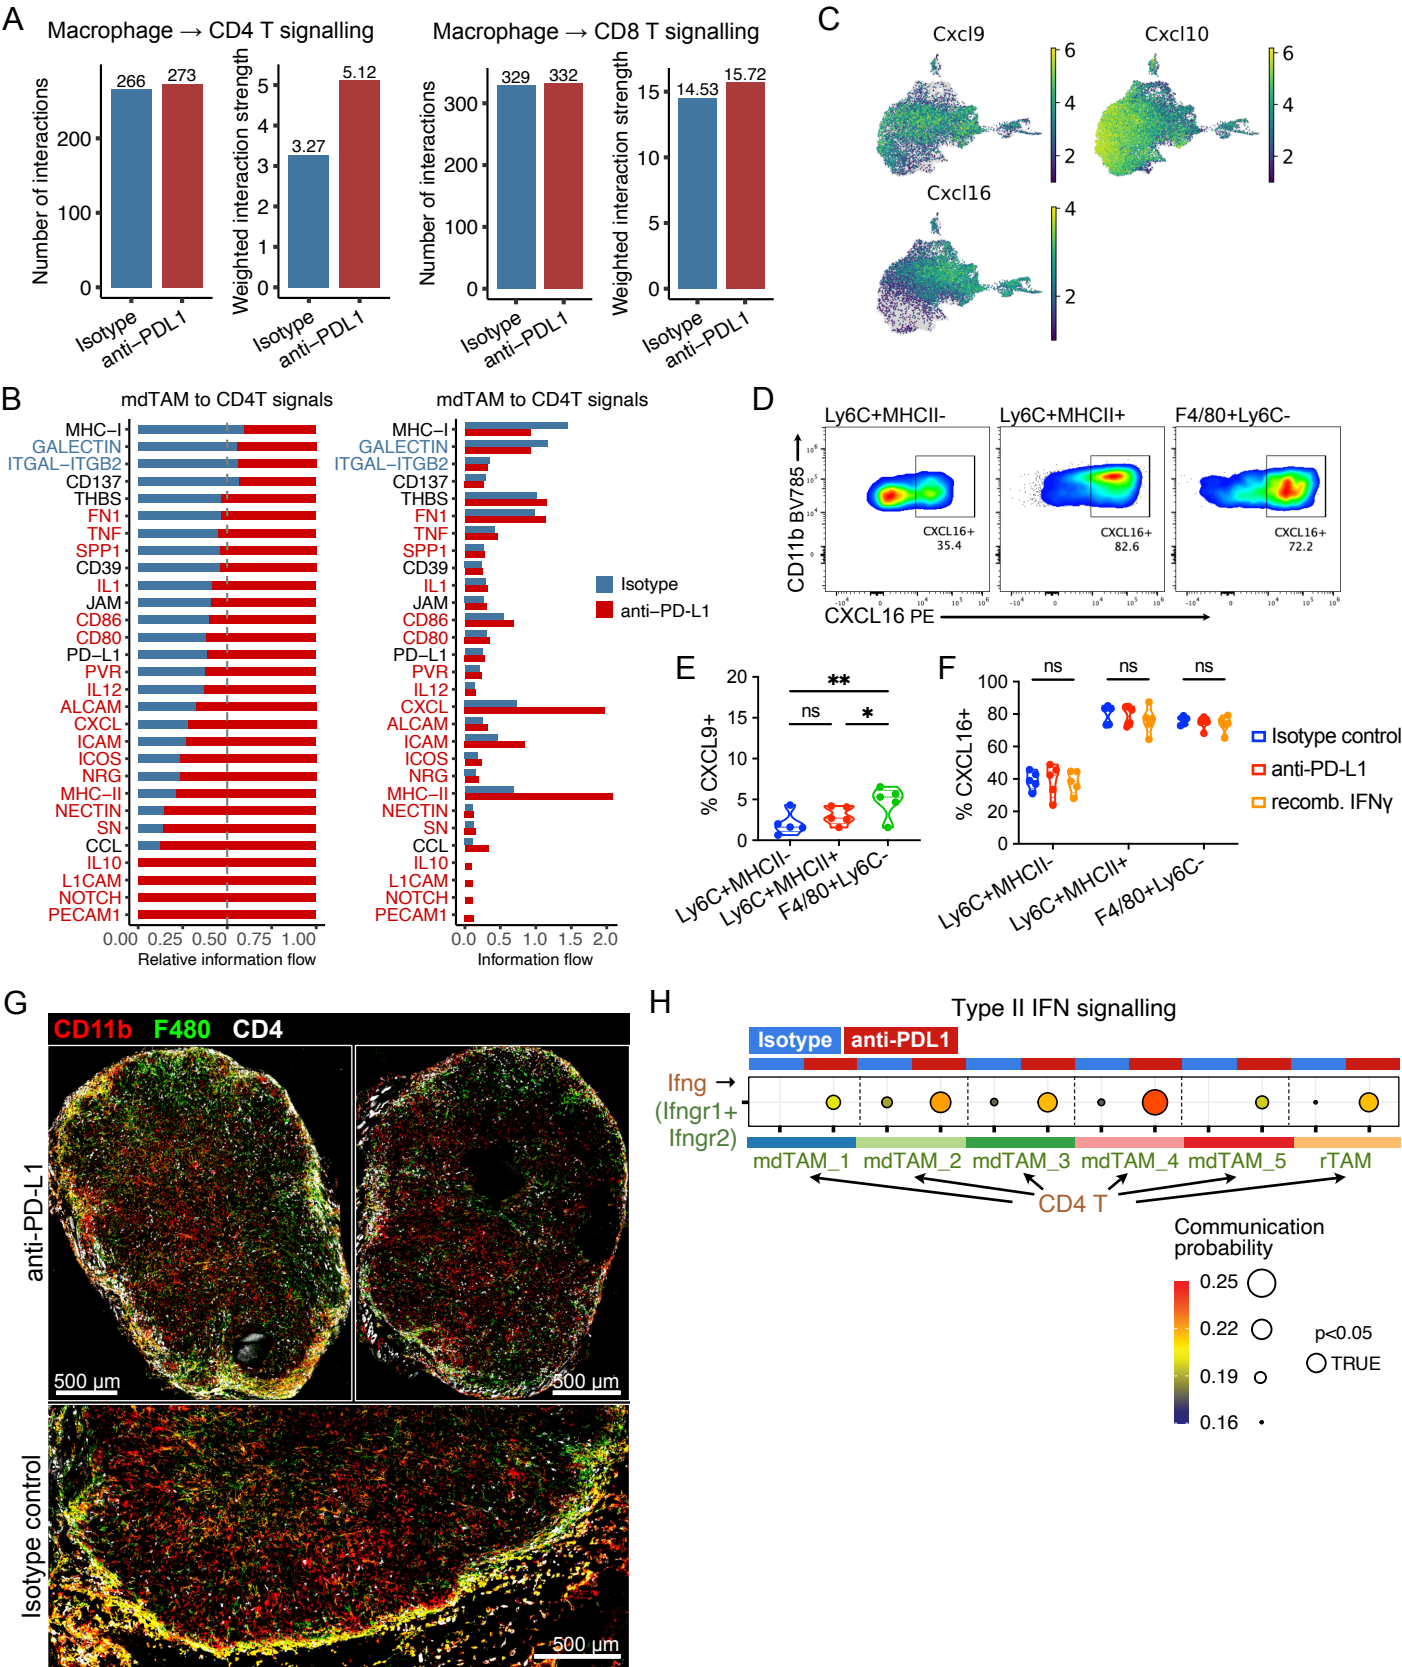

**Supplementary figure 9**

(A) Cell-cell communication analysis of scRNA-seq of macrophages and CD4<sup>+</sup> or CD8<sup>+</sup> T cells in anti-PD-L1 treated versus isotype control-treated tumours.

(B) Differential signal strengths from mdTAM to CD4<sup>+</sup> T cells, by signalling pathway. Coloured pathways (text) are significantly different.

(C) Expression of *Cxcl9*, *Cxcl10* and *Cxcl16*.

(D) Representative flow cytometry of intracellular CXCL16 expression in TAMs from unstimulated tumours.

(E) Flow cytometry of intracellular CXCL9 expression in TAMs from unstimulated tumours. One-way ANOVA with Šidák's multiple comparisons test was used.

(F) Flow cytometry of intracellular CXCL16 expression in TAMs from tumours treated with isotype control antibodies, anti-PD-L1 antibodies, or recombinant IFN $\gamma$  *ex vivo* for 8h. Paired t-test with FDR correction was used. Points represent tumours from independent mice (E-F).

(G) IF microscopy of TAMs and CD4<sup>+</sup> T cells from isotype control or anti-PD-L1-treated tumours. Data is representative of 3 independent experiments.

(H) Ligand-receptor interactions between CD4<sup>+</sup> T cells and TAMs from type II IFN signalling pathway.

Supplementary figure 10

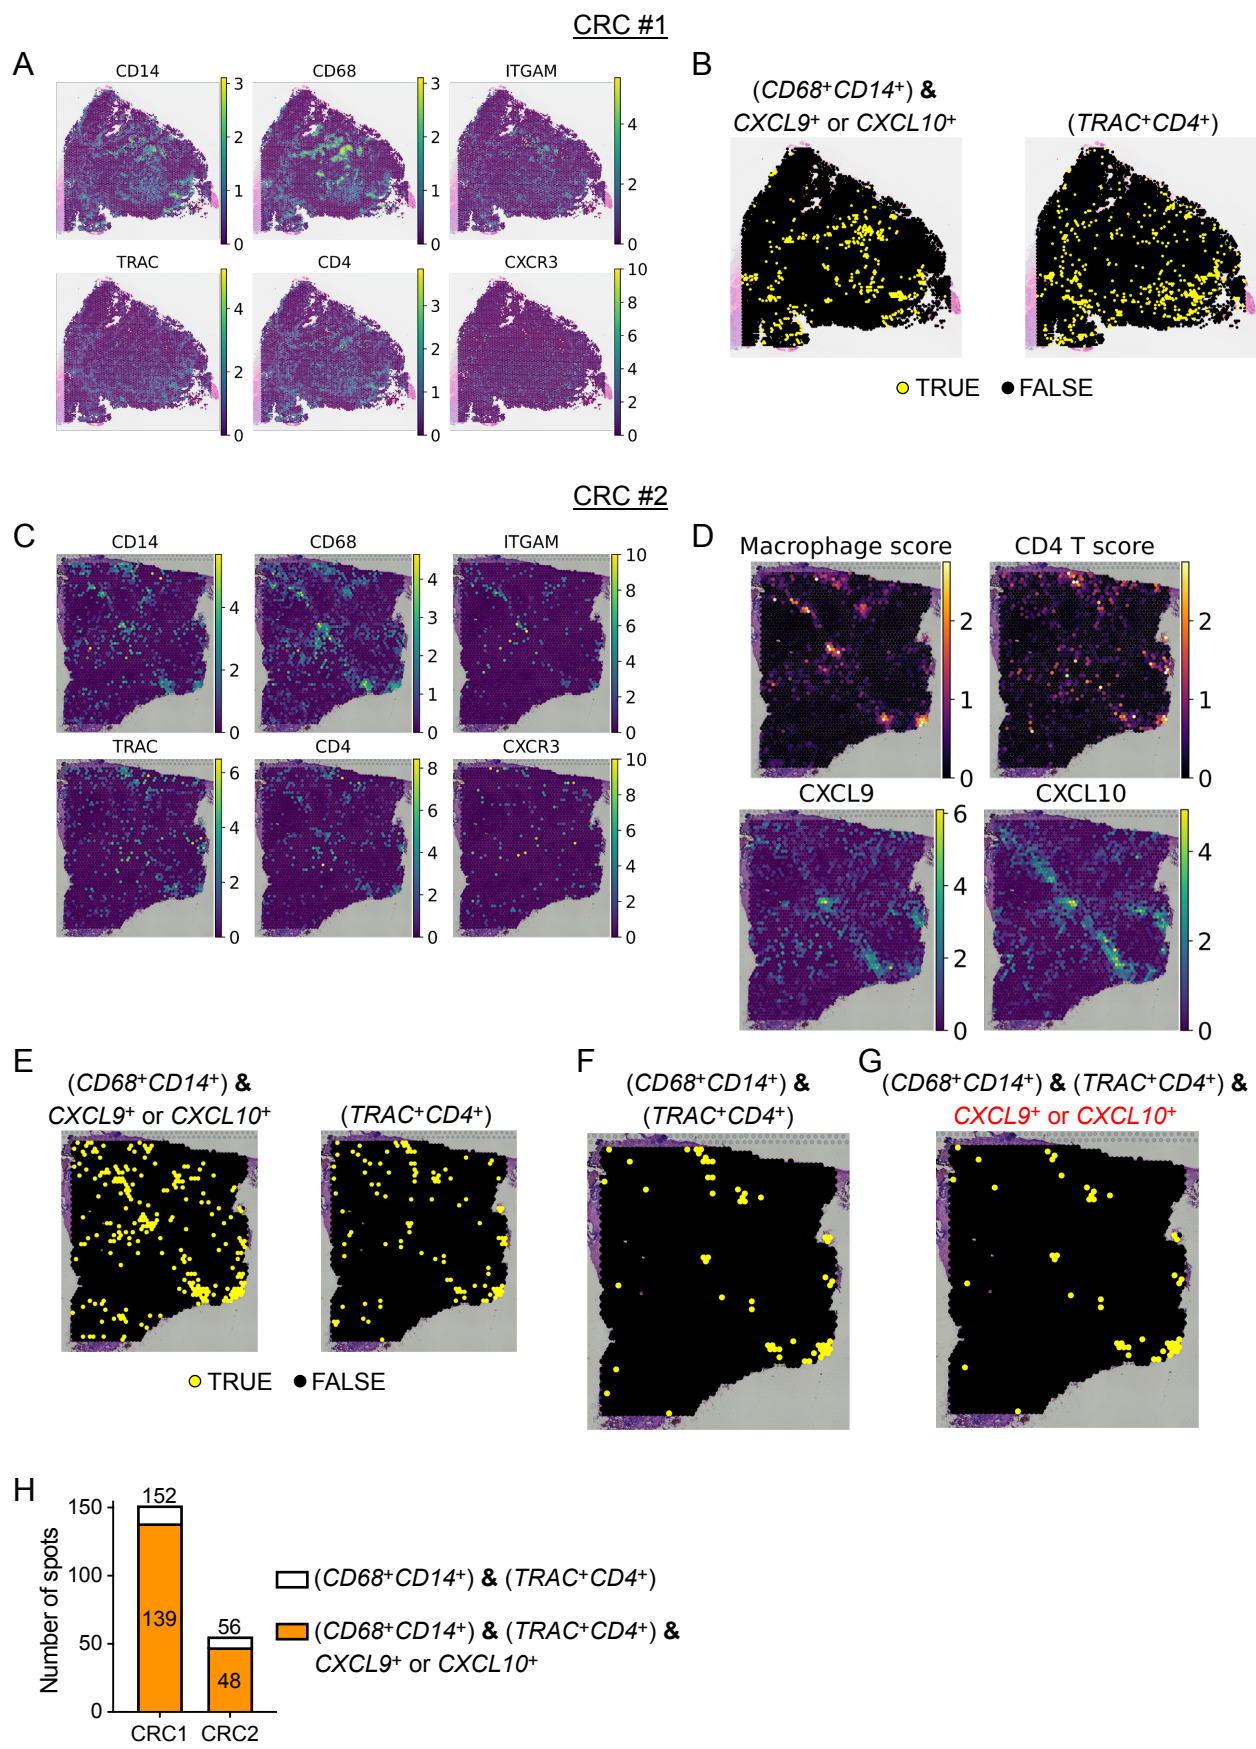

**Supplementary figure 10**

(A-B) Supporting data for Visium (10X Genomics) spatial transcriptomics data from Fig 6L-N (CRC #1; AJCC: stage II-A; TNM: T3), and (C-F) Visium (10X Genomics) spatial transcriptomics data of an independent human colorectal tumour (CRC #2; AJCC: stage II-B; TNM: T4N0M0);  $n = 2$ .

(A) Selected gene expression in CRC #1.

(B) Left panel, spots with expression of *CD68* and *CD14* (monocytes/macrophages) and *CXCL9* or *CXCL10*; and right panel, spots with expression of *TRAC* and *CD4* ( $CD4^+$  T cells).

(C) Selected gene expression in CRC #2.

(D) Macrophage and  $CD4^+$  T cell gene enrichment and *CXCL9/10* expression.

(E) Left panel, spots with expression of *CD68* and *CD14* (monocytes/macrophages) and *CXCL9* or *CXCL10*; and right panel, spots with expression of *TRAC* and *CD4* ( $CD4^+$  T cells).

(F) Spots with expression of *CD68* and *CD14* (monocytes/macrophages), and *TRAC* and *CD4* ( $CD4^+$  T cells).

(G) Spots fulfilling conditions in (F) and expressing *CXCL9* or *CXCL10*.

(H) Quantification of Fig 6N and S10G.

How the deposited data were processed for this re-analysis (not part of the article)

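The deposited data of the bulk RNA-seq experiment were 16 libraries of CD11b+ cells sorted from MC38-Ova tumours, 4 each of Kaede-green and Kaede-red cells at 24h and at 72h after photoconversion. The deposited counts were made by the authors, who, according to the paper, trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2 and counted them on genes with featureCounts. The values are whole numbers of reads per gene with no normalization, for 24421 genes named by symbol, of which 23384 (95.8%) were matched to the mouse annotation for position, length and GC content. No gene name was missing and no column of values was left unused. The combined table holds the same 16 columns as the single files, which were the ones read. The replicate numbers are not stated to pair Kaede-green with Kaede-red libraries, so no pairing was assumed. For the 24 pairs of replicates within groups, the chi-square statistic per gene was between 3.02 and 90.5, so that no library was a copy of another.

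Depth was summarised per library as total counts, counts outside Rn45s and genes detected, and Kaede-red was compared with Kaede-green libraries by two-sided exact permutation tests with relabelling within time points. After TMM scaling, the common dispersion was 0.0702. The median standard error of a log2 fold change was 0.27 for Kaede-red against Kaede-green cells over both times, 0.39 at 24h, 0.36 at 72h, 0.42 for 72h against 24h in Kaede-green cells, 0.32 for 72h against 24h in Kaede-red cells, and 0.53 for the change of the red-green difference with time. Counts were simulated for 9642 genes with the dispersions and depths of these libraries and with 200 genes changed by 1 to 2 on the log2 scale per comparison. The changed genes were drawn from those with an average log2 CPM of at least 4. The test recovered 99.5% of these for Kaede-red against Kaede-green over both times, 83.5% for the change with time and between 94 and 99.5% in the other comparisons. Between 1.57 and 7.84% of its calls were false, the highest share for 72h against 24h in Kaede-green cells. Recovery of less abundant genes or of changes below 1 was not simulated, so these values do not speak to them.

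Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on genes kept by filterByExpr with its default settings (9642 genes). TMM normalization, 1 mean per group and the quasi-likelihood test were used in a single fit of all 16 libraries. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p-value under 0.05 were called. The comparisons were Kaede-red against Kaede-green over both times, at 24h and at 72h, 72h against 24h in Kaede-green and in Kaede-red cells, and the interaction of Kaede fluorescence and time. Log2 CPM used a prior count of 2. The genes named were those that the paper names or shows for this experiment and, for each comparison, the 5 largest rises and the 5 largest falls among called genes with a log2 CPM of at least 4 and no overlap between the libraries compared. Genes named beyond this rule are marked as such.

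The principal component analysis used the variance stabilising transformation of DESeq2 1.42.0 and the 500 most variable genes, centred and not scaled. The variance over all tested genes was divided into sums of squares for Kaede fluorescence, time, their interaction and the residual, with a permutation test over the 4900 relabellings of the colours within time points. Gene sets were tested with fgsea 1.28.0 on the Wald statistic of DESeq2 for sets with at least 5 tested genes, with Benjamini-Hochberg adjustment over the 26 fixed sets. These were mouse Reactome sets, since the Hallmark and KEGG collections were not available, and hand-written lists of NF-κB target genes, interferon γ target genes, antioxidant and NADPH oxidase genes, MHC class II genes, MHC class I genes, and the inflammatory, resident macrophage and monocyte genes that the paper names. The lists were also tested with fry in limma 3.58.1, adjusted over the 8 lists. Markers of neutrophils, dendritic cells, T and NK cells, B cells, tumour epithelial cells, fibroblasts, endothelial cells, erythroid cells and dividing cells, Y-linked genes with Xist, and a list of hypoxia genes chosen later were summarised in the same comparisons.

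The alternatives were DESeq2's Wald test, RLE normalization factors, scaling by library size only, no filter, a minimum of 10 counts in every library, a fit of only the groups compared, a block for the replicate number, and leaving out each library in turn. For the principal components they were rlog, log2 CPM, 1000 or all genes and scaling to unit variance, and for the gene sets edgeR's signed statistic, camera, fry, every gene with a Wald statistic, a single time point and adjustment over all Reactome sets of 5 to 500 tested genes. Further fits omitted Rn45s, used only protein-coding genes without Lars2, estimated the dispersion robustly, thinned Kaede-red libraries to the median Kaede-green counts outside Rn45s or, in a second fit, outside Rn45s, Lars2 and Mir6236, added the Rn45s share as a covariate, or added offsets for GC content and gene length (96.3% of the tested genes had both). Each comparison was repeated on other splits of the same libraries, 35 for 4 libraries against 4 and 100 drawn at random for the larger designs. The splits of the colours over both times were also fitted with the Rn45s share as a covariate. Outlying libraries were sought with Dixon's test in groups of 4. No library was left out of the main values. The single-cell data and the other experiments of the paper were not part of these files.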

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

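The tests of the Hprt counts, and the fits with Kaede-red libraries thinned in either way, with the Rn45s share as a covariate and with offsets for GC content and gene length, were chosen only after the result was seen.

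Counted for each measure, 6 of 80 groups of 4 libraries held a library farther from the others than Dixon's critical value allows, where chance alone gives about 1 in 20 groups. Kaede-red 24h replicate 4 had 13009900 total counts against 4481030 in the next library. Kaede-green 24h replicate 4 had a PC2 score of 10.3 against 2.97. Kaede-green 72h replicate 4 had log2 CPM values of 4.41 for Adgre1 and 6.93 for H2-Aa, against 4.05 and 5.87 in the next libraries, and these values come from a single library. Kaede-red 72h replicate 3 had a log2 CPM of 1.10 for Pparg against 2.42. The sixth, Hprt in Kaede-green 72h replicate 3, is described on its own. Without Kaede-green 72h replicate 4, the log2 fold changes of Adgre1 and H2-Aa from Kaede-green to Kaede-red cells at 72h were 1.72 and 1.55, and kept their direction and call. Without Kaede-red 72h replicate 3, that of Pparg at 72h was 0.80 in place of 0.59 and did not reach the threshold either (adjusted p = 0.143, in a range from 0.143 to 0.591 over the fits that each left out a library). Without Kaede-red 24h replicate 4, 531 genes differed between Kaede-red and Kaede-green cells at 24h in place of 723. No biological explanation was tested for differences between replicates.

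Hprt had 54523 counts in Kaede-green 72h replicate 3, a log2 CPM of 13.7 against 4.98 in the next library of its group. In CPM, this was 93.6 times the level of the next library among all 16, and no other library had more than 759 counts. The change of the red-green difference with time had a log2 fold change of -6.15 for Hprt (adjusted p = 0.0488), the largest fall among the genes named by rule. Without that library the value was 0.83 (adjusted p = 0.475, in a range from 0.0154 to 0.475 over the fits that each left out a library), and with a replicate block it was -0.82 (adjusted p = 0.769). A wrong colour label is argued against by the PC1 score of this library, -12.6, among the Kaede-green libraries and away from the lowest Kaede-red score of 5.27. That score cannot speak to a wrong time label, since time accounted for 3.32% of PC1. On PC2 this library had the lowest score, -23.0, against -3.98 in the next. A product amplified or carried over in this library alone and a real rise in the cells of this tumour cannot be told apart, since the 54523 counts carry no read positions.

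The difference between Kaede-red and Kaede-green cells changed between 24h and 72h for 73 genes, and 1476 had an unadjusted p under 0.05. Of 100 splits of the libraries, 1, the real one, gave as many, and the largest other number was 15. The number was moved by more than 1.5 times in 12 of the 16 fits without a library. Without a Kaede-green 24h library it was 6 (replicate 2), 13 (replicate 3) or 126 (replicate 4), and without a Kaede-red 24h library 155 (replicate 1), 2 (replicate 3) or 5 (replicate 4). Without a Kaede-green 72h library it was 18 (replicate 2) or 20 (replicate 3), and without a Kaede-red 72h library 6 (replicate 1), 11 (replicate 2), 40 (replicate 3) or 24 (replicate 4). Rgs1 and Ace passed in the fit without Kaede-red 24h replicate 3, and Rgs1, Ace, Vcan, Gm16973 and Ms4a7 in that without Kaede-red 24h replicate 4, named here after their values were seen. After thinning to the Kaede-green counts outside Rn45s, 72 of the genes had the same sign, with a median ratio of 0.982 to the value before thinning. After thinning to the Kaede-green counts outside Rn45s, Lars2 and Mir6236, 71 of the genes still tested had the same sign (ratio 0.983). Thinning keeps the expected fold changes, so these values cannot decide on the depth of the Kaede-red 72h libraries. In the second thinning 40 genes were called, so depth stays open as a cause of part of the number. Kaede-green cells in the Kaede-red 72h sort would shrink the difference between the colours. Over the genes called over both times it grew by a median of 0.25 (0.245), and it grew for 63.2% of them. It did not grow for the rest, and these genes are a different set from the 73. The values therefore do not exclude such cells. A change with time in the tumour stays open as a biological explanation, and so does a different mix of CD11b+ cells at the 2 times, which bulk counts do not resolve.

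Among the 22 tested interferon γ target genes, the red-green difference rose between 24h and 72h by a median of 0.62, in 21 genes and not in 1 (fry, unadjusted p = 0.00364, adjusted p = 0.0145 over 8 lists). No gene of the list passed over all genes tested, 4 did when adjusted over the list alone, and 1476 of all tested genes had an unadjusted p under 0.05. The median was between 0.46 (without Kaede-green 24h replicate 2) and 0.72 (without Kaede-red 24h replicate 1). The list lay lower in Kaede-red cells at 24h (median -0.37, adjusted p = 0.0459 by fry) and higher at 72h (0.30, adjusted p = 0.0914). Within each colour, 27 of 2450 splits of the time points gave a median change as large. Relative to the median of all genes, the change was 0.69. It was 0.59 with Kaede-red libraries thinned in either way, 0.61 with GC and length offsets, 0.65 with the Rn45s share as a covariate and 0.56 with scaling by library size only. These values argue against GC content and length and the ribosomal RNA share as the whole cause. The thinned values cannot decide on depth, because thinning keeps the expected fold changes. With the covariate, however, the list was at -0.01 at 72h, so the direction at 72h depends on that setting. A later rise of interferon signalling in retained cells may be behind this pattern, as a hypothesis that was found and tested on the same libraries, and a different mix of cells at 72h stays open. The list shares Tap1 with the MHC class I list and Ciita with the MHC class II list, and Tap1 overlaps Psmb9.

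The 4 monocyte genes of the list showed a rise of the red-green difference between the times, by a median of 1.05, in 4 of 4 genes (fry, unadjusted p = 0.00150, adjusted p = 0.0120 over 8 lists). The list includes Ly6c2 and Cebpb, which the paper names from these libraries, so it is not independent evidence for them, and Ly6c2 has the paralog Ly6c1. The median lay at -0.79 at 24h (adjusted p = 0.00390) and 0.27 at 72h (adjusted p = 0.246). It was between 0.87 and 1.20 when each library was left out. Of 2450 splits of the time points within each colour, 7 gave a median as large. Relative to all genes the change was 1.12. It was 1.08 with GC and length offsets, 1.09 with the covariate and 0.90 with scaling by library size only. This argues against GC content and length, the ribosomal RNA share and the scaling as the whole cause. It was 1.11 after the first and 1.12 after the second thinning, which keeps the expected fold changes and cannot decide on depth. At 72h the median was -0.33 with the covariate, so that its direction there depends on that setting. Monocytes that were photoconverted and retained for 72h, or a different mix of cells at the 2 times, may explain it, and the counts do not separate these.

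Transcripts outside those that the paper discusses also differed. Of 93 ribosomal protein genes, 74 were lower and 3 higher in Kaede-red cells over both times, with a median log2 fold change of -1.01, and of 67 genes for small nucleolar RNAs 60 were lower and none higher, with a median of -1.86. With scaling by library size only, these medians were 1.10 and 0.07, so that the direction flips, while relative to the median of all genes they were -1.10 and -2.13. The values relative to all genes with TMM scaling were -1.06 for ribosomal protein genes and -1.92 for small nucleolar RNAs. For the ribosomal protein genes, offsets for GC content and length gave -0.82 and the Rn45s covariate -0.92. This argues against GC content and length and the ribosomal RNA share as the whole cause. Thinning gave -1.06 or -1.07, but it keeps the expected fold changes and cannot decide on depth. For the small nucleolar RNAs, the covariate gave -1.84, which argues against the ribosomal RNA share. Thinning gave -1.83 or -1.81, which cannot decide on depth for the same reason. GC and length bias cannot be told apart from a change in these RNAs, because the offsets left -0.57 and small nucleolar RNAs make up the short end of the length trend that they remove. Many of them lie within introns of other genes, as Snord57 does within Nop56, and ribosomal protein genes have many pseudogenes, so reads may be shared. RNA quality or preparation of single libraries would tie the Rn45s share to that of Lars2 and Mir6236 within each colour. Pearson's r was 0.521 in the 8 Kaede-green and 0.651 in the 8 Kaede-red libraries (two-sided exact permutation p = 0.187 and 0.0770, adjusted over both 0.187 and 0.154). Spearman's rho was 0.167 and 0.738 (exact permutation p = 0.703 and 0.0458). Without the 2 libraries farthest from the median, r was 0.188 and 0.838, so the relation in Kaede-green cells rests on those libraries. RNA quality and a difference between the cells cannot be told apart with 8 libraries of each colour.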

How the results depend on the processing

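The fits without Rn45s, with protein-coding genes only and without Lars2, with a robust dispersion, with Kaede-red libraries thinned in either way, with the Rn45s share as a covariate and with GC and length offsets were chosen only after the result was seen, and all other alternatives were set before the data were examined.

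With DESeq2, RLE factors, no filter, at least 10 counts in every library or only the groups compared, the number of genes that differed ranged from 1351 to 2247 between Kaede-red and Kaede-green cells over both times, from 581 to 905 at 24h and from 1295 to 2014 at 72h, each within 1.5 times the reported number. Of the 1959 genes called over both times, DESeq2 called 1877, all in the same direction. Between 72h and 24h in Kaede-green cells no gene passed (835 at an unadjusted p under 0.05), while DESeq2 called 14 and the fit without a filter 37. In Kaede-red cells 837 genes passed, 1604 in a fit of only the red groups and 456 with GC and length offsets. The 73 genes whose red-green difference changed with time became 344 with DESeq2, 216 without a filter and 156 with at least 10 counts in every library. Apart from the numbers of genes tested, the cause was not tested.

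Scaling by library size only called 9328 genes over both times (9318 higher and 10 lower in Kaede-red cells), 9054 at 24h (9049 and 5), 8134 at 72h (8092 and 42), 36 between the times in Kaede-green cells (36 and none), 9 in Kaede-red cells (7 and 2) and 1, Hprt, for the change with time, named here after its value was seen. Library sizes then include Rn45s, so its lower share in Kaede-red libraries raises nearly every other gene. The median log2 fold change over all genes moved to 2.20 over both times, 2.33 at 24h, 2.04 at 72h, 0.74 in Kaede-green cells, 0.42 in Kaede-red cells and -0.34 for the change with time. Values below the median shift are lower relative to all genes. Under this scaling the directions turned for Ly6c2 over both times (1.94) and at 24h (1.64), Cebpb over both times (1.75), at 24h (1.49) and between the times in Kaede-green cells (0.12), Cx3cr1 at 24h (1.99), Il1b over both times (1.22), at 24h (1.34) and at 72h (1.11), and Tgfb1 at 24h (2.03). Of 95 results for named genes, 49 kept their direction and call, 27 lost and 9 gained a call. All 95 kept both with RLE factors. Among the named genes, DESeq2 cost 1 call and added 2, the fit of only the groups compared cost 2, at least 10 counts in every library added 3, and no filter cost 1 and added 4. Without a filter, Ly6c2 over both times was at 6.88e-05 in place of -0.12.

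With the Rn45s share as a covariate, 173 genes were called over both times (34 higher and 139 lower), 187 at 24h (60 and 127), 149 at 72h (29 and 120), 225 between the times in Kaede-red cells and 149 for the change with time. The covariate and the colours overlap, since the share itself differed between the colours. The directions turned for Cx3cr1 (-0.58), H2-Aa (-0.072), Cd74 (-0.14) and Tgfb1 (-0.42) over both times, for H2-Aa (-0.077) and Cd74 (-0.56) at 24h, and for H2-Aa (-0.067), Ly6c2 (-0.34) and Cebpb (-0.36) at 72h. Another 18 gene results lost a call and 4 gained one. With GC and length offsets Cebpb at 72h was at -0.073, and 3 gene results lost and 2 gained a call. Thinning to the Kaede-green counts outside Rn45s cost 2 calls among the named genes, the fit without Rn45s 1 and the robust dispersion 8, with 1 gained under the latter and 1 with protein-coding genes only. That thinning left a median of 602890 Kaede-red counts outside Rn45s, Lars2 and Mir6236, against 378370 in Kaede-green libraries. Thinned to the latter, 502 genes changed between the times in Kaede-red cells and 40 changed their red-green difference, and 4 gene results lost and 1 gained a call. For DESeq2, 3 results had no adjusted p and were left out.

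The share of the variance associated with Kaede fluorescence stayed past its permutation test under all alternatives run. PC1 held 58.0% with rlog, 34.1% with log2 CPM and 27.0% with all genes, in place of 46.5%, and moved by less than its jackknife error with 1000 genes or with scaling to unit variance.

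Of the 26 gene sets, 10 passed, 6 with camera and 16 at 72h only, and between 8 and 14 under the other alternatives that kept all libraries. In the fits without a library the number was between 8 (without Kaede-red 24h replicate 1) and 15 (without Kaede-red 24h replicate 4). Of the 6 sets called by camera with its preset correlation, 5 were also called by fry, in the same direction, and detoxification of reactive oxygen species was not. Directions turned at 24h only for cytosolic DNA sensors (-0.92), Fcγ receptor phagocytosis (-1.11), glycolysis (-0.81), immunoregulatory interactions (-1.22), interferon αβ signaling (-1.28) and interferon γ signaling (-1.20), and at 72h only for the interferon γ target genes (1.51) and interleukin-1 signaling (1.00). With fry, cross-presentation (adjusted p = 0.822), mitotic cell cycle (0.481) and interleukin-1 signaling (0.884) turned, and with camera extracellular matrix organization (0.560). Among the sets that kept their direction, 4 lost and 4 gained a call at 24h only, 6 gained one at 72h only, 2 lost and 5 gained one with fry, 3 lost one with camera, 2 lost one after adjustment over all Reactome sets, and 4 gained one when every gene with a Wald statistic was used. In the fits without a library, 30 set results gained and 11 lost a call and 374 kept direction and call. The cause was not tested.

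Across the 16 fits that each left out a library, the numbers of genes ranged from 1582 to 2082 over both times, from 503 to 765 at 24h and from 1146 to 1910 at 72h. In Kaede-green cells between the times they ranged from 0 to 2. Hprt passed without Kaede-green 72h replicate 1, 2 or 4 and Cysltr1 without replicate 4, named after their values were seen. In Kaede-red cells they ranged from 280 (without Kaede-red 72h replicate 1) to 1108 (without Kaede-green 24h replicate 4), with 296 and 328 without Kaede-red 24h replicates 3 and 4, and 537 and 394 without Kaede-red 72h replicates 2 and 4. For the change with time they ranged from 2 (Rgs1 and Ace, named after their values were seen) without Kaede-red 24h replicate 3 to 155 without Kaede-red 24h replicate 1. Directions turned for Ly6c2 over both times (from -0.22 to 0.019, the highest without Kaede-green 72h replicate 4), Cx3cr1 at 24h (from -0.98 to 0.0052) and Tgfb1 at 24h (from -0.45 to 0.0075), both highest without Kaede-green 24h replicate 2, Il10 at 24h (from -0.065 without Kaede-green 24h replicate 3 to 0.57), the change of Hprt with time (from -7.07 to 0.83 without Kaede-green 72h replicate 3), and the NES of the interferon γ target genes (from -1.12 to 0.83 without Kaede-red 24h replicate 4). In the other single-library fits, 86 gene results lost and 12 gained a call, and 1416 kept direction and call.

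A block for the replicate number gave 165 genes for the change with time and turned cytosolic DNA sensors to -0.86. With it, Cd74 at 24h (adjusted p = 0.00992) and the changes with time of Ly6c2 (1.20, adjusted p = 0.0328), Cebpb (adjusted p = 0.0456) and Tgfb1 (adjusted p = 0.0209) gained a call, that of Hprt lost it (-0.82, adjusted p = 0.769), and 4 sets gained one. After group means were removed, Kaede-green and Kaede-red libraries of the same number correlated between 0.0493 and 0.153 at 24h. With other numbers, the mean correlations there were between -0.0512 and -0.0171. At 72h the same-number values were between -0.0183 and 0.0287. Kaede-red libraries of the same number at 24h and 72h, from tumours harvested at different times, correlated between 0.0446 and 0.138. Pairing at 24h therefore stays open, and neither the paper nor the labels say that the numbers pair them.

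The depth limits genes with few counts. Il10 and Pparg had 12 counts or fewer in every Kaede-green library, and Cx3cr1 15 or fewer, so that changes of these genes between Kaede-green groups were hard to detect.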

Differences from the paper's values

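The covariate and offset fits named here were chosen only after the result was seen.

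For the 500 most variable genes after the variance stabilising transformation, the shares of the variance on PC1 (46.5%) and PC2 (11.7%) did not differ by more than 1.5 times from those in Supplementary Fig S1H (about 64% for PC1 in Supplementary Fig S1H, read by eye). PC1 did differ by more than that with log2 CPM (34.1%), scaling to unit variance (42.4%), 1000 genes (39.0%) or all tested genes (27.0%), and without Kaede-red 24h replicate 1 (41.7%) or Kaede-red 72h replicate 4 (42.4%). PC2 ranged from 8.15% with rlog to 15.1% with all tested genes over the alternatives set before the data were examined, against about 7.9% in Supplementary Fig S1H, read by eye. It differed by more than 1.5 times in several of them, as with 1000 genes (12.7%), all tested genes (15.1%) or without Kaede-green 24h replicate 1 (14.3%). The paper attributes most of the transcriptional variance to tumour dwell-time, with reference to that figure. Kaede fluorescence accounted for 90.5% of PC1, but for 19.6% over all tested genes, against 64.7% for the differences between libraries of a group. With at least 10 counts required in every library, these 2 shares were 36.9 and 43.1%. The remaining differences concern genes and directions.

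The paper states that Ly6c2 is higher in Kaede-green cells. The log2 fold change from Kaede-green to Kaede-red was -0.12 over both times (adjusted p = 0.693 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.69 at 24h (adjusted p = 0.103) and 0.45 at 72h (adjusted p = 0.243). None of the alternatives set before the data were examined called Ly6c2 in that direction over both times. At 24h it was called without Kaede-green 24h replicate 4 (-0.86, adjusted p = 0.0385, in a range from 0.0385 to 0.323 over the fits without a library). With the Rn45s share as a covariate (-1.46, adjusted p = 0.00845) and with GC and length offsets (-0.83, adjusted p = 0.0231) it was called at 24h as well, both chosen after seeing the values. Adjusted over its list of 4 genes alone, it was called at 24h too (adjusted p = 0.0155). At 72h the covariate gave -0.34.

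The paper states that Cebpb is higher in Kaede-green cells, which was called over both times and at 24h. At 72h the log2 fold change was 0.08 (adjusted p = 0.840). Of the settings run, the covariate (-0.36) and the GC and length offsets (-0.07), chosen after seeing the values, reached the paper's direction at 72h, without a call.

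The paper states that Cx3cr1 is higher in Kaede-red cells. It was called at 72h, but the value over both times was 0.51 (adjusted p = 0.253) and that at 24h was -0.38 (adjusted p = 0.694). Scaling by library size only called it over both times (2.69) and at 24h (1.99). That scaling moved the median of all genes to 2.20 over both times and 2.33 at 24h, so that relative to all genes Cx3cr1 stayed lower at 24h, and without Kaede-green 24h replicate 2 the value at 24h was 0.01.

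The paper states that Il10 and Tgfb1 are higher in Kaede-red cells. Il10 had a log2 fold change of 0.64 over both times (adjusted p = 0.419), and it was called with scaling by library size only (2.67, where the median of all genes was 2.20). Without Kaede-green 72h replicate 3, the value was 1.79 over both times (adjusted p = 0.0614) and 3.28 at 72h (adjusted p = 0.0564), in place of 0.96 at 72h. Tgfb1 had 0.38 (adjusted p = 0.119) over both times and -0.30 at 24h (adjusted p = 0.547). At 72h it was called in the paper's direction (1.06). That call was kept in all 16 fits without a library, with adjusted p-values from 0.000381 to 0.0145. It was called over both times without a filter (0.50, adjusted p = 0.0252), with at least 10 counts in every library (0.44, adjusted p = 0.0437), with scaling by library size only (2.46), and without Kaede-green 24h replicate 2 (0.53) or Kaede-green 72h replicate 4 (0.52). Over the alternatives other than library-size scaling, its adjusted p ranged from 0.0252 to 0.169. At 24h, scaling by library size only gave 2.03, below the median of all genes of 2.33, and the fit without Kaede-green 24h replicate 2 gave 0.01.

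The paper states that Cebpb decreases and Pparg increases from 24h to 72h in Kaede-green cells. The log2 fold changes had these directions, -0.58 and 1.51, and were not called (adjusted p = 0.401 and 0.430). DESeq2 and the fit without a filter called 14 and 37 genes in this comparison, which did not include either gene, and no setting run called them over all genes tested. Adjusted over its list of 4 genes alone, Cebpb was called (adjusted p = 0.0250 from edgeR's quasi-likelihood test). Pparg was not called over its list of 14 genes alone (adjusted p = 0.143 from the same test). The paper names both genes from these libraries, so neither list is independent of them.

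The paper states that its interferon γ response set and its set for TNFα signaling via NF-κB are enriched in Kaede-green cells. These were tested with other sets than the paper's. The interferon γ target genes had a normalized enrichment score (NES) of -0.94 (adjusted p = 0.543 by fgsea), and at 24h only they were enriched in Kaede-green cells (-2.02, adjusted p = 0.00117). The Reactome set for interferon γ signaling had an NES of 1.33 (adjusted p = 0.0797), towards Kaede-red cells. It passed in that direction at 72h only (1.73, adjusted p = 0.00344), with a replicate block (1.66, adjusted p = 0.00956) and with every gene that had a Wald statistic (1.41, adjusted p = 0.0448). At 24h only it was -1.20 (adjusted p = 0.251). The NF-κB target genes had -1.37 (adjusted p = 0.146), in the paper's direction. They passed at 24h only (-1.73, adjusted p = 0.0141), with a replicate block (-1.55, adjusted p = 0.0415) and without Kaede-green 24h replicate 4 (-1.59, adjusted p = 0.0426). The Reactome TNF signaling set holds 9 tested genes and is a different set from the paper's, so its direction cannot be set against the paper's. It had 1.62 (adjusted p = 0.0546), towards Kaede-red cells, and no setting run turned its direction. It passed in that direction with fry (adjusted p = 0.0110), with every gene that had a Wald statistic (1.81, adjusted p = 0.0101), at 72h only (1.64, adjusted p = 0.0376) and in 10 of the 16 fits without a library.

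Supplementary Fig S1J shows Fcγ receptor phagocytosis genes enriched in Kaede-red cells and cytosolic DNA sensing genes enriched in Kaede-green cells. The Reactome set for Fcγ receptor dependent phagocytosis had an NES of 1.15 (adjusted p = 0.258) and passed at 72h only (1.65, adjusted p = 0.0118). The Reactome set for cytosolic sensors of pathogen-associated DNA had 1.01 (adjusted p = 0.466), towards Kaede-red cells, and passed in that direction with fry (adjusted p = 0.0193). At 24h only it had -0.92 and with a replicate block -0.86, in the paper's direction, without passing.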

Other observations

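The splits with the Rn45s share as a covariate, the tests of neutrophil transcripts, hypoxia genes and monocyte genes in Kaede-red cells, and the fits thinned in either way, with the covariate and with offsets, were chosen only after the result was seen.

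Other splits of the same libraries were compared with the real one. For Kaede-red against Kaede-green cells, 1 of 100 splits over both times gave as many genes as the real split, the real one itself, and the largest other number was 856. At 24h it was 1 of 35 (largest other 34) and at 72h 1 of 35 (largest other 9). Between 72h and 24h, it was 1 of 35 in Kaede-red cells (largest other 5), while in Kaede-green cells all 35 of 35 gave as many as the 0 of the real split, where 835 genes had an unadjusted p under 0.05 and the largest other number was 53. For the gene sets, 14 of 60 splits gave 10 sets or more (median of the others 5, largest 17), so that the number of sets alone does not set the colours apart. For single sets, 2 of 60 splits reached the enrichment of the resident macrophage genes and 6 of 60 that of the MHC class II genes. The enrichment score of the latter alone therefore does not set the colours apart, while all 11 tested genes of that list were higher in Kaede-red cells (fry, adjusted p = 0.00525 over 8 lists).

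The Rn45s share and the counts outside Rn45s differed between the colours, and each was tested as an explanation of the 1959 genes that differed over both times. For the depth, 1637 genes were called in the same direction after thinning to the Kaede-green counts outside Rn45s. After thinning to those outside Rn45s, Lars2 and Mir6236, 1442 were. Most of the calls therefore did not need the greater depth of the Kaede-red libraries. The median ratios of the log2 fold changes, 0.990 and 0.983, cannot decide on depth, because thinning keeps the expected fold changes. GC content and length are argued against as the whole cause, with 1527 genes called in the same direction and a ratio of 0.911. With the Rn45s share as a covariate, 1792 genes were no longer called and the median ratio was 0.701. Because the share differed between the colours, the ribosomal RNA share and the residence of the cells in the tumour cannot be told apart for these 1792 genes. The fit with the covariate called 173 of all tested genes, and 1 of 100 splits of the libraries, the real one, gave as many in that fit (largest other number 159). In the other splits the colours were not tied to the share as in the real one, so this count cannot decide on the share as the cause. A longer dwell in the tumour stays a candidate explanation, as a hypothesis, and the RNA quality of the libraries stays open too.

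From 24h to 72h in Kaede-red cells, 837 genes changed, a comparison that the paper does not report. Without single libraries this number was 280 (Kaede-red 72h replicate 1), 296 and 328 (Kaede-red 24h replicates 3 and 4), 537 and 394 (Kaede-red 72h replicates 2 and 4). The largest rises were Tlr9 (1.47), Tle3 (1.44), Adgre5 (1.43), Selplg (1.40) and Vcan (1.35), and the largest falls Scarna13 (-1.69), Rgs1 (-1.64), Arg1 (-1.46), Snora23 (-1.39) and Hist1h2ad (-1.37). The call of Snora23 was lost in 7 of the 16 fits without a library. Csf3r rose by 1.00 (adjusted p = 0.00431), but neutrophils in the Kaede-red 72h libraries are argued against, since S100a8 and S100a9 reached at most 0.470 CPM in any of them. Hypoxia could not be judged, as the 20 tested genes of the list had a median of -0.16, with 7 higher and 13 lower. The fry test of limma gave an unadjusted p of 0.236 for them, and hypoxia cannot be told apart from other changes with time. The 4 monocyte genes rose in Kaede-red cells by a median of 0.53, in 4 of 4 genes. The fry test of limma gave an unadjusted p of 0.00309 and an adjusted p of 0.0124 over all the lists. Retained monocytes may therefore contribute to the Kaede-red cells at 72h, as a hypothesis, and a change of expression within cells stays open.

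The largest changes of the red-green difference with time, beside that of Hprt, were Ifitm6 (2.15), Vcan (1.98), S100a11 (1.86), Adgre5 (1.82) and Ly6c1 (1.72) upwards and Rgs1 (-2.25), Rnu11 (-2.03), Snora7a (-1.93) and Ms4a7 (-1.68) downwards. Of the 16 fits without a library, the call was lost in 10 for Ifitm6, 8 for S100a11, 11 for Adgre5, 5 for Ly6c1, 8 for Rnu11, 5 for Snora7a and 1 each for Vcan and Ms4a7, and in none for Rgs1. By fgsea, the interaction had an NES of 2.37 for the interferon γ target genes (adjusted p = 1.33e-05), 2.30 for interferon αβ signaling (adjusted p = 7.04e-05) and -1.68 for the mitotic cell cycle (adjusted p = 4.36e-05). Ly6c1 is the paralog of Ly6c2, and Snora7a lies within Rpl32.

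Gm11710 and Gm11711 had identical values (2.02 over both times) and are similar to Cd300lh, so their counts are not independent. Tmem38b (-3.58 at 72h) overlaps a ribosomal RNA gene, and its call was lost without Kaede-green 72h replicate 4 (-1.43, adjusted p = 0.0554). Other large changes at 24h were Cd72 (2.29) and Rgs1 (2.26) upwards and Mir6240 (-4.65), Lyz1 (-2.80) and Mir6236 (-2.64) downwards, and at 72h Cd300lh (2.46) and Mir5107 (2.44), which overlaps Cd74, upwards and Snora81 (-3.23), 2900060B14Rik (-3.18) and Rnu12 (-3.07) downwards.

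The other lists were compared between Kaede-red and Kaede-green cells over both times. The resident macrophage genes had a median log2 fold change of 0.71 with 11 of 14 higher (fry, adjusted p = 1.51e-07 over 8 lists), and 8 were called higher over all genes tested and 9 when adjusted over the list alone. The paper names Adgre1, Cx3cr1 and Pparg of this list from these libraries. The inflammatory genes had a median of -0.18 (adjusted p = 0.0138), with 3 higher and 4 lower over all genes tested, and 3 and 5 when adjusted over the list alone. The antioxidant genes had 3 higher and 8 lower, and 5 and 8 when adjusted over the list alone. Of the MHC class I genes 2 were higher and 1 lower in each way, and of the interferon γ target genes 2 were higher and 1 lower, with none and 1 when adjusted over the list alone. The monocyte genes had a median of -0.26. Histone genes (63 tested) had a median of -0.56, with 29 lower and none higher. Cd274 differed by 0.14 (adjusted p = 0.531) and Itgam by 0.44 (adjusted p = 0.0189).

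Of the markers of other cells, few were abundant enough to be tested. The tested genes had median log2 fold changes of 0.59 for neutrophils (2 of 8 tested), 2.09 for dendritic cells (2 of 6), 0.88 for T and NK cells (1 of 8), 0.60 for B cells (1 of 4), -1.13 for fibroblasts (3 of 6, all called lower), -0.18 for endothelial cells (2 of 4), 0.01 for erythroid cells (2 of 4, with identical values) and -0.37 for dividing cells (6 of 7). The 2 dendritic genes went opposite ways, 1 called higher and 1 lower without a call. Of the 2 endothelial genes, 1 was called higher and 1 called lower. Xist, the tested gene of the Y-linked list, had -0.18 and none of the tumour epithelial markers was tested. The hypoxia genes had 0.08 (20 of 21). Over all 1005 Reactome sets of 5 to 500 genes with the fixed lists, 105 passed, 34 towards Kaede-red and 71 towards Kaede-green cells.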
